# MBNL overexpression rescues cardiac phenotypes in a myotonic dystrophy type 1 heart mouse model

**DOI:** 10.1172/JCI186416

**Published:** 2025-02-11

**Authors:** Rong-Chi Hu, Yi Zhang, Larissa Nitschke, Sara J. Johnson, Ayrea E. Hurley, William R. Lagor, Zheng Xia, Thomas A. Cooper

**Keywords:** Genetics, Therapeutics, Arrhythmias, Cardiovascular disease, Genetic diseases

## Abstract

Myotonic dystrophy type 1 (DM1) is an autosomal dominant disease caused by a CTG repeat expansion in the dystrophia myotonica protein kinase (*DMPK*) gene. The expanded CUG repeat RNA (CUG_exp_ RNA) transcribed from the mutant allele sequesters the muscleblind-like (MBNL) family of RNA-binding proteins, causing their loss of function and disrupting regulated pre-mRNA processing. We used a DM1 heart mouse model that inducibly expresses CUG_exp_ RNA to test the contribution of MBNL loss to DM1 cardiac abnormalities and explored MBNL restoration as a potential therapy. AAV9-mediated overexpression of MBNL1 and/or MBNL2 significantly rescued DM1 cardiac phenotypes including conduction delays, contractile dysfunction, hypertrophy, and misregulated alternative splicing and gene expression. While robust, the rescue was partial compared with reduced CUG_exp_ RNA and plateaued with increased exogenous MBNL expression. These findings demonstrate that MBNL loss is a major contributor to DM1 cardiac manifestations and suggest that additional mechanisms play a role, highlighting the complex nature of DM1 pathogenesis.

## Abstract 2

This paper explored the potential of Muscleblind-like family of RNA-binding protein restoration as a potential therapy in a Myotonic Dystrophy type 1 heart mouse model.

## Introduction

Myotonic dystrophy type 1 (DM1) is an autosomal dominant multisystemic disease with a mutation prevalence of 1:2,100 that affects skeletal muscle, heart, CNS, and gastrointestinal tissues (1, 2). Over 50% of DM1-affected individuals have cardiac symptoms, predominantly conduction abnormalities and life-threatening arrhythmias, accounting for a 25% mortality rate and making this the second leading cause of death following respiratory failure (3, 4). Cardiac conduction abnormalities include prolongation of the PR (sinoatrial node to the ventricles), QRS (ventricular depolarization), and QTc (ventricular repolarization) conduction intervals (5, 6). Individuals affected by DM1 have various arrhythmias, the more common of which are sinus node dysfunction, atrial flutter, atrial fibrillation, atrioventricular block, and supraventricular tachycardia (3, 5–8). In addition, a proportion of individuals with DM1 have functional and structural abnormalities, such as left ventricular (LV) systolic dysfunction, LV dilatation, LV hypertrophy, and reduced right ventricular ejection (3, 9).

DM1 is caused by an expanded CTG repeat tract in the 3′-UTR of the dystrophia myotonica protein kinase (*DMPK*) gene (10). The mutant allele ranges from 50 to more than 4,000 repeats compared with 5–35 repeats in unaffected individuals (11, 12). Pathogenesis is caused by the RNA transcribed from the mutant *DMPK* allele containing expanded CUG repeat tracks (CUG_exp_ RNA) that accumulate in nuclear RNA foci (13, 14). The structure formed by the CUG_exp_ RNA binds and sequesters the muscleblind-like (MBNL) family of RNA binding proteins, leading to loss of function, which has been shown to be a predominant pathogenic mechanism in DM1 (12, 15).

The MBNL family consists of 3 paralogs — MBNL1, MBNL2, and MBNL3. MBNL1 and MBNL2 are ubiquitously expressed in adult tissues, with MBNL1 predominating in muscle and heart, MBNL2 being enriched in the brain, and MBNL3 being barely detectable in adult tissues (16–18). MBNL1 and MBNL2 protein levels increase during postnatal development, playing crucial roles in regulating alternative splicing and polyadenylation for hundreds of genes. This regulation is essential for the expression of adult protein isoforms (16, 19–22).

Multiple studies have shown that loss of MBNL activity reproduces physiological and molecular features of DM1 in the heart (23–26). In particular, compound loss of MBNL1 and MBNL2 exhibits physiological and molecular effects that recapitulate DM1 heart features, including cardiac arrhythmias and conduction block (23, 26). Cardiac-specific *Mbnl* double-knockout (*Mbnl1^–/–^*; *Mbnl2^cond/cond^*; *Myh6-Cre^+/–^*) results in dilated fibrotic hearts with conduction abnormalities, including prolongation of PR, QRS, and QTc intervals, as well as multiple lethal cardiac events (23). However, the extent to which increased MBNL expression rescues DM1 cardiac physiological and molecular defects induced by CUG_exp_ RNA remains to be determined.

We previously generated a bitransgenic mouse model (CUG960) of heart-specific, doxycycline-inducible (dox-inducible) expression of RNA containing 960 interrupted CUG repeats in the human *DMPK* 3′-UTR (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI186416DS1) (27). Mice with induced CUG960 (CUG960 +dox) consistently display DM1-like abnormalities including conduction abnormalities, arrhythmias, nuclear RNA foci with MBNL colocalization, and splicing defects as observed in DM1 heart tissue (5, 6, 14, 27). Importantly, the phenotypic and molecular effects are reversed after reduction of CUG_exp_ RNA levels by halting dox administration to turn off the transgene (27).

In this study, we tested the degree to which heart-specific expression of MBNL1, MBNL2, or both proteins reverses DM1-associated cardiac phenotypes and misregulated splicing in CUG960 mice. Adeno-associated virus–mediated (AAV-mediated), heart-specific expression of exogenous MBNL proteins was more than 2-fold above endogenous levels throughout the ventricles and atria of CUG960 +dox mice and primarily colocalized with CUG_exp_ RNA foci. The degree of rescue by MBNL1 and/or MBNL2 was compared side by side with the maximum level of rescue observed by turning off the transgene.

We found that both MBNL1 and MBNL2 substantially rescued the DM1 physiological and structural abnormalities induced by CUG_exp_ RNA including conduction delays, reduced cardiac contractility, and cardiac hypertrophy. RNA-Seq analysis revealed the rescue of misregulated alternative splicing and differential gene expression (DGE) events, especially those linked to disease-associated cardiac function and morphology. However, rescue of physiological, structural, and molecular disruption induced by CUG_exp_ RNA reached consistent plateaus of 50% with increased MBNL expression 2- to 3-fold above endogenous MBNL levels. The results directly support the key role that MBNL loss of function plays in DM1 cardiac pathogenesis and suggest a role for additional disease mechanisms contributing to DM1 cardiac pathogenesis.

## Results

### AAV-mediated overexpression of MBNL1 and MBNL2 is robust throughout the ventricles and atria of the CUG960 DM1 heart mouse model.

We used our established CUG960 DM1 heart mouse model (27) to determine the extent to which MBNL overexpression rescues phenotypes caused by CUG_exp_ RNA. CUG960 animals are bitransgenic for the TREDT960I transgene containing 960 interrupted CTG repeats in the context of the human *DMPK* gene driven by the tetracycline response element (TRE) promoter. A second transgene expresses reverse tetracycline transactivator (rtTA) driven by the cardiomyocyte-specific α–myosin heavy chain (α-MHC) promoter (28) (Supplemental Figure 1A). Transgene expression of CUG_exp_ RNA is induced by feeding mice dox-containing chow starting from P1, and CUG960 +dox mice recapitulate the electrophysiological and molecular DM1 cardiac features (27).

To select MBNL isoforms for expression, we first identified the MBNL1 and MBNL2 protein isoforms that predominate in adult mouse and human heart tissues based on RNA-Seq data from our laboratory (21) and the Genotype-Tissue Expression (GTEx) dataset. The predominate MBNL1 and MBNL2 splice variants in mouse and human heart tissues share 99% and 98 % amino acid sequence identities, respectively. Given the high level of identities and to assess the potential of using MBNL overexpression as a therapeutic option for DM1, we chose to use human MBNL1 and MBNL2 (Supplemental Figure 1B) to test for the rescue of cardiac defects in the CUG960 heart model.

We generated three AAV9 vectors encoding: (a) tdTomato control; (b) 3xFLAG-hMBNL1; and (c) 3xMYC-hMBNL2, each driven by the heart-specific human *TNNT2* promoter (29) (Figure 1A). CUG_exp_ RNA was induced in CUG960 +dox cohorts at P1 by feeding 2 g dox/ kg chow to nursing dams. Phenotypes of the animals were assayed at 8 weeks of age, and then AAV vectors were systemically delivered by tail vein injection into 9-week-old CUG960 +dox mice or control cohort mice using 1.69 × 10^12^ genome copies (Figure 1B). The 3 experimental cohorts expressed MBNL1, MBNL2, or MBNL1 and MBNL2 (MBNL1+MBNL2). There were 4 control cohorts: [a] CUG960 +dox and no AAV delivery; [b] CUG960 +dox injected with AAV9-tdTomato; (c) CUG960 without dox (–dox); and (d) to achieve a baseline of maximal reversal of physiological and molecular phenotypes, the fourth control cohort was CUG960 +dox mice taken off dox (+/–dox) when the other cohorts were injected with AAV9. To evaluate whether MBNL overexpression rescues cardiac conduction defects in CUG960 +dox mice, we conducted surface electrocardiography (ECG) recordings in anesthetized mice at 8 weeks of age, 1 week before AAV delivery at 9 weeks of age, and then every 4 weeks until 12 weeks after delivery (21 weeks of age) when the experiment was terminated and tissue was collected (Figure 1B).

To determine the distribution of exogenously expressed proteins in the transduced hearts, we performed immunofluorescence (IF) staining for tdTomato on frozen sagittal sections of CUG960 +dox control and AAV9-tdTomato hearts using an anti-RFP antibody. The results showed that tdTomato expression was well distributed throughout both the ventricles and atria (Supplemental Figure 1C). To quantify the expression of MBNL proteins from the AAV constructs, ventricular and atrial tissues from mice in all 7 cohorts were collected 12 weeks after delivery (21 weeks of age), and the epitope-tagged MBNL proteins were detected by Western blotting (Figure 1C). We also used anti-MBNL1 and anti-MBNL2 antibodies that recognized both mouse and human homologs to compare exogenous and endogenous proteins on the same Western blots (Figure 1C). Compared with endogenous MBNL1 levels in the CUG960 +dox control cohort, total MBNL1 expression levels (endogenous + exogenous MBNL1) were increased 3.7-fold in ventricles and 2.9-fold in atria for the MBNL1 cohort, and 3.9-fold in ventricle and 2.7-fold in atria for the MBNL1+MBNL2 cohort (Figure 1C and Supplemental Figure 1D). Total MBNL2 expression was increased 3.4-fold in ventricles and 2.1-fold in atria of the MBNL2 cohort compared with MBNL2 levels in CUG960 +dox control, and 2.4-fold in ventricles and 1.7-fold in atria in the MBNL1+MBNL2 cohort (Figure 1C and Supplemental Figure 1D). Overall, we confirmed that expression of the AAV9-delivered, epitope-tagged MBNL proteins was robust and well distributed in both the ventricles and atria.

### MBNL overexpression rescues the conduction defects caused by CUG_exp_ RNA.

As shown in our previous study (27), CUG960 +dox mice showed prolongation of the QRS and QTc intervals in comparison with CUG960 –dox controls, whereas CUG960 +/–dox mice showed rescue of these parameters nearly to the levels seen in CUG960 –dox controls (Figure 2A). MBNL1 and/or MBNL2 overexpression showed a significant reduction of prolonged QRS and QTc intervals in all 3 experimental cohorts (Figure 2A). To determine the levels of rescue in each cohort, we set the range of the average ECG parameters from the last time point (12 weeks after AAV delivery, 21 weeks of age) for the CUG960 +dox cohort as 0% rescue and that of the CUG960 –dox cohort as 100% rescue. Rescue of QRS intervals in response to overexpression of MBNL1, MBNL2, and MBNL1+MBNL2 was 52.4%, 35%, and 55.2%, respectively. Rescue of QTc prolongation was 56.4%, 31.7%, and 56.9% upon overexpression of MBNL1, MBNL2, and MBNL1+MBNL2, respectively (Figure 2B). Interestingly, while mice in the MBNL1 and MBNL2 cohorts showed improved ECG parameters, those in the MBNL1+MBNL2 cohort did not exhibit an additive effect on the level of rescue for either QRS or QTc intervals, indicating that we reached the maximum level of rescue that can be achieved with MBNL overexpression. In contrast to the partial rescue observed due to MBNL overexpression, both QRS and QTc intervals were almost completely rescued by shutoff of the CUG_exp_ RNA in CUG960 +/–dox mice (Figure 2B). These results suggest that either overexpression of exogenous MBNL did not completely restore endogenous MBNL activity, or that exogenous MBNL restored endogenous MBNL activity, and mechanisms, in addition to MBNL loss of function, play a role in the cardiac phenotypes induced by CUG_exp_ RNA in the CUG960 mouse model (see Discussion).

In an independent set of experiments, we investigated the duration of MBNL-mediated rescue after delivery. We systemically delivered 10^12^ genome copies of an AAV9 vector for heart-specific expression of both FLAG-tagged MBNL1 and MYC-tagged MBNL2 into 8-week-old CUG960 +dox mice (induced at P1) (Supplemental Figure 2A). CUG960 +dox mice given AAV9-mCherry served as a control along with CUG960 +dox–only and CUG960 +/–dox control cohorts. Predelivery ECG measurements were recorded in mice at 7 weeks of age, and then post-delivery measurements were recorded monthly for 5 months (28 weeks of age) (Supplemental Figure 2B). The expression of FLAG-tagged MBNL1 and MYC-tagged MBNL2 as well as the control mCherry protein was detected by Western blotting (Supplemental Figure 2C). We found that overexpression of MBNL1 and MBNL2 rescued the prolonged QRS and QTc intervals in CUG960 +dox mice at the first month after delivery (12 weeks of age); moreover, the degree of QRS and QTc interval rescue was maintained for the entirety of the 5-month experiment (Supplemental Figure 2D). These results independently demonstrated that the conduction deficits caused by CUG_exp_ RNA could be partially rescued by cardiac-specific overexpression of MBNL proteins and that rescued parameters were maintained for at least 5 months after delivery.

### MBNL overexpression rescues the cardiac morphology and contractile defects caused by CUG_exp_ RNA.

To determine the degree to which MBNL overexpression rescued the cardiac structural changes induced by CUG_exp_ RNA, we measured the heart weight/tibia length ratios. In comparison with CUG960 –dox mice, the CUG960 +dox mice had significantly increased heart weight/tibia length ratios (59.3% increase) (Figure 3A). To measure changes in cardiac contractile function and structure, we performed echocardiography (Echo) in the short-axis view. M-mode images showed significant increases in LV anterior wall (LVAW) thickness, LV internal diameter (LVID) in both end of systole and diastole, and LV mass in the CUG960 +dox mice (Figure 3, B–E, and Supplemental Figure 3A). In addition, systolic and diastolic end volumes were both significantly increased, while the ejection fraction and fractional shortening were both significantly reduced in the CUG960 +dox mice (Figure 3, F–I). These data indicate that CUG960 +dox mice had enlarged hearts with muscular hypertrophy and compromised LV contractility, similar to the abnormal cardiac features observed in DM1 (23, 24, 26). All these parameters were reversed after shutting off CUG_exp_ RNA expression by withdrawing dox chow. Importantly, the hypertrophy and reduced contractility induced by CUG_exp_ RNA were significantly rescued by overexpression of MBNL1 and/or MBNL2, approaching the values seen in CUG960 –dox and +/–dox mice (Figure 3 and Supplemental Figure 3).

### Exogenous MBNL1 and MBNL2 are colocalized with CUG_exp_ RNA foci.

One of the key hallmarks of DM1 is the formation of nuclear foci and sequestration of MBNL proteins by pathogenic CUG_exp_ RNA, which is observed in DM1 cardiac tissues, as well as in the CUG960 mouse model (14, 27). To determine the distribution of epitope-tagged MBNL proteins relative to CUG_exp_ RNA foci, we performed FISH using Cy5-labeled (CAG)_5_ locked nucleic acid probes targeting CUG_exp_ RNA, combined with IF for FLAG, MYC, MBNL1, or MBNL2. Both FLAG (MBNL1) and MYC (MBNL2) signals showed pronounced colocalization with the nuclear RNA foci in both the ventricles and atria (Figure 4, A and B). Specifically, FLAG signals (MBNL1) were observed in mice with MBNL1 and MBNL1+MBNL2 overexpression and MYC signals (MBNL2) were identified in MBNL2 and MBNL1+MBNL2 cohorts (Figure 4, A and B). IF staining for MBNL proteins showed colocalization of MBNL1 and MBNL2 proteins with nuclear RNA foci in all animals with dox chow, but we observed no foci or MBNL protein sequestration in CUG960 –dox control (Supplemental Figure 4).

Surprisingly, we observed that the mean foci count per nucleus significantly decreased in ventricles of mice in the MBNL1 and MBNL1+MBNL2 cohorts compared with tdTomato control mice, with no change in foci signal intensity of the remaining foci (Supplemental Figure 5, A and B). To determine whether AAV9-delivered overexpression of MBNL proteins affects the expression of CUG_exp_ RNA, we measured relative expression levels of CUG_exp_ RNA by quantitative reverse transcription PCR (RT-qPCR) analysis in the atria and ventricles of mice in each cohort. In comparison with CUG960 –dox control mice, CUG960 +dox mice showed a robust induction of transgene expression, whereas this expression was extinguished in response to dox withdrawal in CUG960 +/–dox mice as shown previously (27) (Supplemental Figure 5C). However, we observed no significant changes in expression of the transgene in the ventricles of mice with MBNL1 and/or MBNL2 overexpression compared with expression in the ventricles of CUG960 +dox mice (Supplemental Figure 5C). MBNL1 overexpression yielded variable results, with no change observed with some assays or, less often, a trend toward slightly reduced expression, as shown in Supplemental Figure 5C.

Taken together, the data showed robust expression of FLAG and MYC-tagged MBNL proteins colocalizing with foci. Moreover, overexpression of the epitope-tagged MBNL proteins reduced the foci count per nucleus, with no change in foci intensity or overall expression of CUG_exp_ RNA from the transgene.

### MBNL overexpression rescues disrupted splicing events related to the cardiac morphology and function caused by CUG_exp_ RNA.

A downstream consequence of CUG_exp_ RNA expression and MBNL loss of function is the disruption of developmentally regulated alternative splicing with target transcripts showing reversion to fetal isoforms. 

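RNA was isolated from the left ventricle and the atria of 21-week-old CUG960 mice, and 250 ng per sample was made into poly(A)-selected, stranded libraries for paired 150 bp sequencing. The heart-specific CUG_exp_ RNA was on in the +dox cohort, off in the –dox cohort, and turned off at 9 weeks in the +/–dox cohort. The MBNL1, MBNL2 and MBNL1+MBNL2 cohorts stayed on dox and received AAV9 vectors for tagged human MBNL cDNAs at 9 weeks. With 3 animals in each of 6 cohorts and 2 tissues, there were 36 libraries in 12 groups. Supplemental Table 1 lists both tissues of the same animals, with 1 female of 3 animals in each cohort except MBNL1+MBNL2, which has none, but does not pair the animals with the replicate numbers of the libraries. The library names fall into 2 sets by their leading digits, called set A and set B here. Set A holds replicates 1 and 2 of every cohort except MBNL1+MBNL2, and set B holds replicate 3 of those cohorts and all libraries of the MBNL1+MBNL2 cohort. The authors aligned the reads to mm10 with STAR and estimated gene expression for the GENCODE M25 annotation with RSEM. Their deposited values are RSEM expected counts and TPM for 55291 gene symbols. Of these symbols, 53292 (96.4%) matched GENCODE M21 on GRCm38, the same assembly, which gave the identifiers and positions of the genes. RSEM divides a read that fits several genes between them, so paralogs, pseudogenes and genes that overlap can share counts. The expected counts were rounded, and all 36 libraries were fitted together with edgeR, with TMM normalization and 1 mean for each of the 12 groups. The fit covered the 19231 genes with enough counts for a test. A gene was called differentially expressed at an adjusted p-value below 0.05 and a fold change of at least 1.5 in either direction. Fold changes are relative to the +dox cohort unless another cohort is named, so that a positive log2 fold change is a level above that of +dox mice.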

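The tagged human MBNL mRNAs enter these values only through reads that also fit the mouse genes Mbnl1 (ENSMUSG00000027763.13, chromosome 3 of GRCm38, 60472830 to 60629750) and Mbnl2 (ENSMUSG00000022139.17, chromosome 14, 120275669 to 120431697). Mbnl1 overlaps 2 predicted genes on the same strand, Gm37589 and Gm37488. In the ventricle, Mbnl1 was at 49.6 ± 4.92 TPM (SD, n = 3) in the +dox cohort, 62.1 ± 5.87 TPM in the MBNL1 cohort and 60.9 ± 7.34 TPM in the MBNL1+MBNL2 cohort. Ventricular Mbnl2 was at 100.1 ± 7.34 TPM in the +dox cohort, 151 ± 23.5 TPM in the MBNL2 cohort and 136 ± 19.8 TPM in the MBNL1+MBNL2 cohort. In the atria, Mbnl1 was at 59.9 ± 4.79 TPM in the +dox cohort, 70.2 ± 4.54 TPM in the MBNL1 cohort and 67.1 ± 6.94 TPM in the MBNL1+MBNL2 cohort. Atrial Mbnl2 was at 135 ± 1.21 TPM in the +dox cohort, 156 ± 13.2 TPM in the MBNL2 cohort and 158 ± 8.51 TPM in the MBNL1+MBNL2 cohort. Except for Mbnl1 in the atria of the MBNL1+MBNL2 cohort, the libraries of each of these pairs of cohorts did not overlap. On normalized counts, which take no account of transcript length, neither gene passed the cutoffs in its own cohort. The ventricular log2 fold change of Mbnl1 in the MBNL1 cohort was 0.19 (adjusted p = 0.177) and that of Mbnl2 in the MBNL2 cohort was 0.03 (adjusted p = 0.898), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.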

To determine the degree of transcriptome rescue in response to MBNL overexpression, we performed RNA-Seq analysis on poly(A)-selected RNA from ventricles and atria of three 21-week-old animals from each cohort (Supplemental Table 1). We acquired an average of 109 million paired-end, 150 bp reads with greater than 58% of reads uniquely mapping to the mouse genome. 

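The expected counts of a library, which sum the read pairs assigned to genes, came to between 55.0 and 97.1 M. In the ventricle, the median total of a cohort ran from 65.6 M in the MBNL1+MBNL2 cohort to 95.6 M in the +dox cohort. In the atria it ran from 70.2 M in the MBNL1+MBNL2 cohort to 84.7 M in the +dox cohort. A count above 0 was listed for 22553 to 23719 genes in the atrial libraries and for 20578 to 24041 genes in 17 of the ventricular libraries. The remaining ventricular library, replicate 1 of the MBNL1 cohort, listed 16885 genes from a total of 76.3 M.

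**Figure D1:**
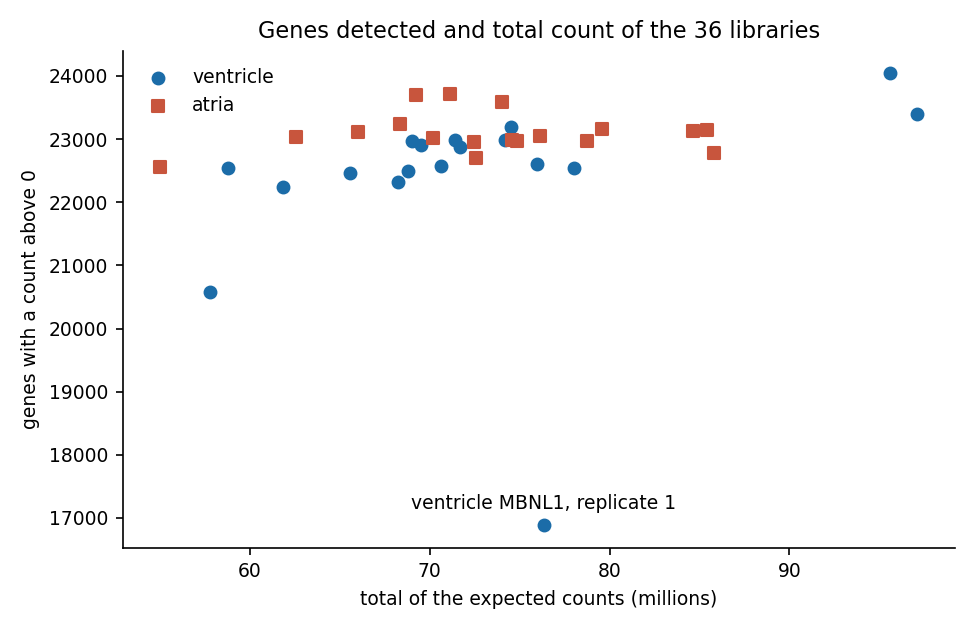
Genes with an expected count above 0 (y axis) against the total of the expected counts in M (x axis) for each of the 36 libraries, ventricle in blue circles and atria in red squares. Replicate 1 of the ventricular MBNL1 cohort lies at 16885 genes and 76.3 M, below the other libraries, which list at least 20578 genes.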

Correlation plots for ventricular (Supplemental Figure 6) and atrial (Supplemental Figure 7) gene expression showed a strong correlation between the 3 biological replicates. 

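Between replicates of a cohort, Pearson's r across genes on log10(TPM + 1) ran from 0.989 to 0.997 over 18 pairs of ventricular libraries, with a median of 0.995. Over the 18 pairs of atrial libraries it ran from 0.995 to 0.9975, with a median of 0.996. These correlations are across genes, which are not independent replicates, so no p-value is given. The lowest ventricular value was between replicates 1 and 3 of the MBNL1 cohort, and without replicate 1 the lowest was 0.992. Of the alternatives tried, Spearman's rho gave the lowest values, down to 0.881 in the ventricle and 0.932 in the atria.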

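Principal components were computed on log2 CPM (counts scaled to library size) with a prior count of 2, for the 500 most variable genes over all 36 libraries. The first component held 75.1% of the variance. On it, ventricular libraries lay between -55.9 and -34.0 and atrial libraries between 39.4 and 46.4. The genes with the largest weights, named after the weights were seen, included Bmp10 on the atrial side and Myl3, Myl2 and Irx4 on the ventricular side.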

Principal component analysis (PCA) revealed strong separation between ventricle and atrium transcriptomes on PC1 (Supplemental Figure 8). On PC2 of both ventricle and atrium transcriptomes, CUG960 +/–dox clustered close to the CUG960 –dox cohort, separate from the CUG960 +dox cohort. Moreover, all 3 MBNL cohorts clustered separately between the CUG960 +dox and –dox cohorts (Supplemental Figure 8). 

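The second component held 4.2% of the variance. It was put on a scale on which the mean of a tissue's +dox libraries is 0 and that of its –dox libraries is 100. The +/–dox cohort lay at 131 ± 169 (SD, n = 3) in the ventricle and at 499 ± 1903 in the atria. The +dox libraries themselves had an SD of 178 in the ventricle and 1827 in the atria, larger than the distance between the +dox and –dox means. Cohort accounted for 0.117 of the variance of this component in the ventricle and 0.070 in the atria, and library set for 0.477 and 0.497. The genes with the largest weights, named after the weights were seen, were Xist, which is transcribed from the X chromosome, and Uty, Ddx3y, Eif2s3y and Kdm5d, which lie on the Y chromosome. On the third component, which held 2.56% of the variance, the +/–dox cohort lay at 101 ± 12.9 in the ventricle and 94.9 ± 13.0 in the atria, and cohort accounted for 0.865 and 0.884 of the variance.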

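On the second component of the 500 most variable genes, 1 of the 6 means of MBNL cohorts lay between the +dox and –dox means of its tissue, that of the ventricular MBNL2 cohort at 46.3 ± 171 (SD, n = 3). With all 19231 tested genes in place of the 500, the component parted ventricular MBNL1 replicate 1, at 158 log2 units, from the other libraries, at -26.5 to 16.9. In that setting 5 of the 6 means lay between, and that of the ventricular MBNL1 cohort was at -496 ± 867. With DESeq2's variance-stabilizing transformation 4 did. Without genes of the X and Y chromosomes, a choice made after the weights were seen, 6 of 6 did, and the second component then held 2.86% of the variance. In that last setting the MBNL1, MBNL2 and MBNL1+MBNL2 cohorts lay at 82.7 ± 63.4, 42.6 ± 22.3 and 66.1 ± 19.1 in the ventricle. In the atria they lay at 45.2 ± 20.1, 13.0 ± 12.8 and 60.8 ± 29.0. On the third component of the 500 genes, the same cohorts lay at 49.2 ± 7.39, 47.4 ± 4.12 and 51.4 ± 10.9 in the ventricle and at 42.3 ± 6.25, 15.7 ± 25.6 and 43.2 ± 8.79 in the atria.

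**Figure D2:**
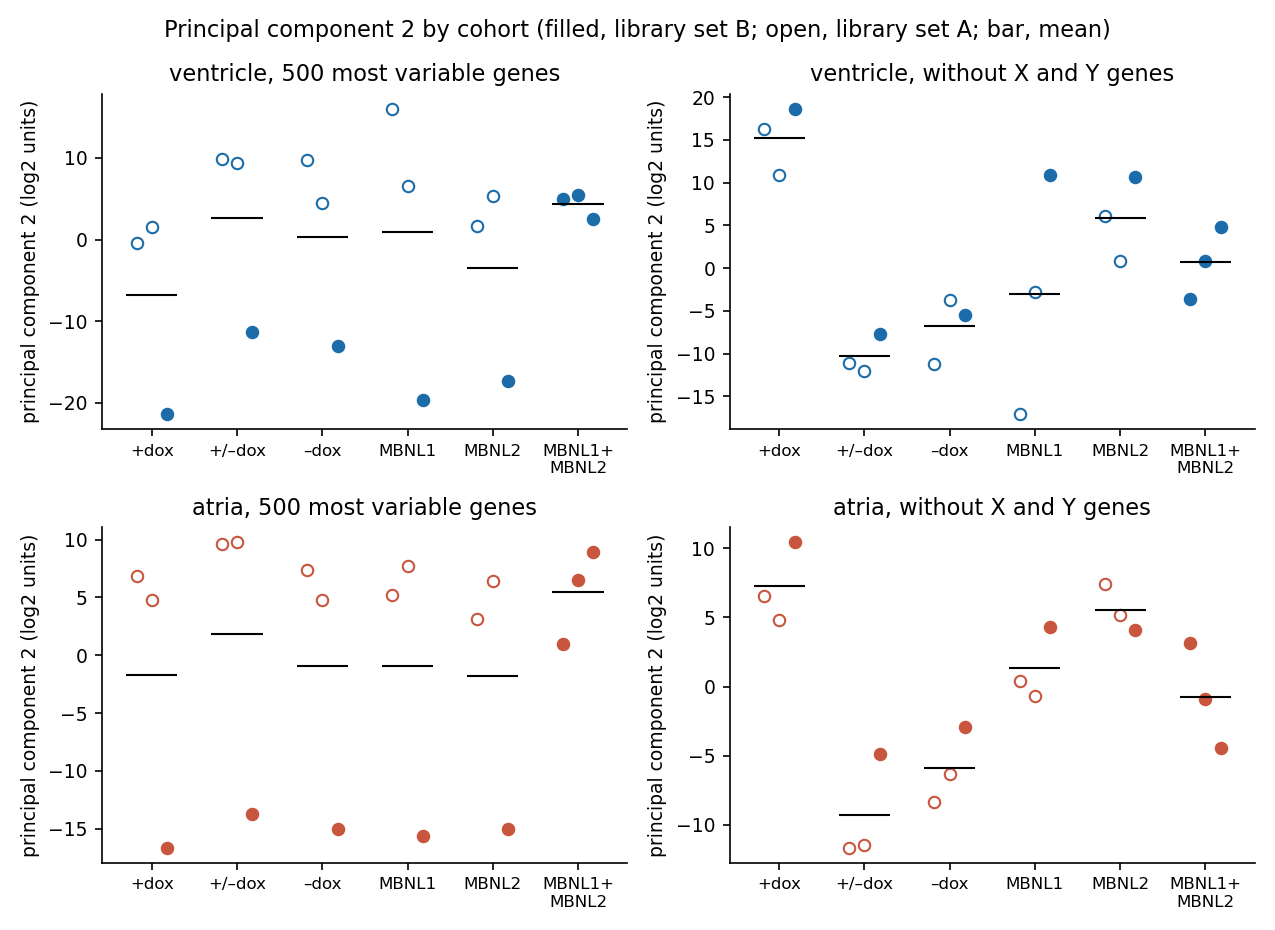
Position of each library on principal component 2 (y axis, log2 units) by cohort (x axis), for the 500 most variable genes (left) and for those without genes of the X and Y chromosomes (right), in the ventricle (top) and the atria (bottom). Points are libraries, filled for set B and open for set A, and bars are means of 3. On the left, 1 of the 6 means of MBNL cohorts lies between those of the +dox and –dox cohorts, and on the right 6 do.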

Overall, the RNA-Seq results showed high levels of reproducibility between the biological samples.

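Across the tested genes, the common dispersion between replicates was 0.0379 in the ventricle, a biological coefficient of variation of 19.5%. In the atria it was 0.0224, a coefficient of 15.0%. Without replicate 1 of the ventricular MBNL1 cohort, the ventricular dispersion was 0.0298, a coefficient of 17.3%.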

To visualize the level of rescue in transcriptome-wide misregulated splicing events between cohorts, we developed a signature scoring system that quantified the degree of splicing pattern restoration by integrating all significant alternative splicing events into a comprehensive metric. We used comparisons of CUG960 +dox and CUG960 –dox as the extremes to define a disease-related signature, in which CUG960 –dox (no CUG_exp_ RNA) samples showed high positive scores and CUG960 +dox samples showed low negative scores, and used this standard to compare the degree of rescue for all cohorts in ventricles (Figure 5A) and atria (Supplemental Figure 9A) (see Methods for details). A higher score indicated a better rescue and more similarity to the unaffected splicing pattern in the CUG960 –dox samples, whereas scores that remained low suggested incomplete rescue. The alternative splicing score for +/–dox was close to the –dox control score, consistent with the expected high level of rescue upon shutoff of CUG_exp_ RNA. All 3 MBNL cohorts had similar scores at the middle of the scoring system, with MBNL1 and MBNL1+MBNL2 cohorts showing stronger rescue compared with the MBNL2-alone cohort in both ventricle and atrium samples (Figure 5A and Supplemental Figure 9A).

We identified differential alternative splicing patterns by comparing each cohort with CUG960 +dox, with the cutoff of an FDR below 0.05 and a ΔPSI³ of 15% (Figure 5B and Supplemental Figure 9B). The comparison of CUG960 +/–dox cohort with the CUG960 +dox cohort identified a total of 749 ventricular and 694 atrial differentially spliced events, similar to the results from the comparison of the CUG960 –dox cohort with the CUG960 +dox cohort and indicative of a high level of rescue upon shutoff of CUG_exp_ RNA (Figure 5B and Supplemental Figure 9B). Given that changes in cassette exon (CE) splicing account for approximately 80% of these altered splicing events, the comparison of CUG960 +/–dox to +dox CE events was used as a reference for the maximum level of rescue to determine the levels of rescue in MBNL-overexpressing cohorts. We observed that there were 571 splicing events affected by CUG_exp_ expression and were rescued once CUG_exp_ RNA was removed from ventricles in the CUG960 +/–dox cohort (Figure 5C). Within these 571 splicing events, there were 256 events that were significantly rescued by MBNL1+MBNL2 overexpression, which indicates that 44.8% of these splicing events were rescued with MBNL1+MBNL2 expression in ventricles (Figure 5C). We observed partial rescue in other MBNL cohorts, and the percentages of corresponding splicing events that met the cutoff for rescue due to exogenous MBNL expression were, in ventricles and atria, respectively, MBNL1+MBNL2 (44.8% and 31.8%), followed by MBNL1 (41.3% and 24.5%) and MBNL2 (28.4% and 10.4%) (Figure 5C and Supplemental Figure 9C).

Next, the alternative splicing events that were rescued by CUG_exp_ RNA shutoff and expression of single or combined MBNL paralogs were used for gene ontology (GO) analysis. The top 20 biological process pathways that were enriched through GO analysis of genes undergoing alternative splicing changes were similar in the ventricles and atria (Figure 5D and Supplemental Figure 9D). The predominant categories showed alternative splicing events affecting genes involved in the regulation of cardiac conduction, contraction, and morphology.

We performed RT-PCR analysis to validate alternative splicing events with relevance to altered cardiac physiology in CUG960 +dox mice identified by RNA-Seq (Figure 5, E and F, Supplemental Figure 9, E and F, and Supplemental Figures 10 and 11). In comparison with CUG960 –dox control mice, CUG960 +dox mice showed strong disruption of splicing events in both the ventricles and atria. These splicing disruptions include genes that control cardiomyocyte action potential (*Scn5a*, *Kcnip2*, and *Kcnd3*) and calcium handling (*Ryr2* and *Camk2d*), which have been previously shown to switch to fetal splicing isoforms upon the induction of the CUG_exp_ repeats (27) (Figure 5, E and F, Supplemental Figure 9, E and F, Supplemental Figure 10, A–C, and Supplemental Figure 11, A–C). Moreover, known MBNL targets, including *Sorbs1*, *Cacna1s*, and *Tmem63b*, were mis-spliced and shifted toward fetal isoforms. Similar mis-spliced patterns were found in genes related to cardiomyopathy and long-QT syndrome/arrhythmia, including *Plekhm2*, *Dnm1l*, and *Golga2* (23, 26) (Supplemental Figure 10, D–I, and Supplemental Figure 11, D–H). With MBNL1 and/or MBNL2 overexpression, these splicing defects were significantly but partially rescued compared with the maximal level of rescue achieved by turning off transgene expression (Figure 5, E and F, Supplemental Figure 9, E and F, and Supplemental Figures 10 and 11). These data indicate that exogenous MBNL expression partially rescued the PSI levels of mis-spliced genes related to cardiac function and morphology in CUG960 +dox mice and are consistent with the degree to which cardiac physiology was rescued.

To determine whether higher expression of exogenous MBNL results in greater splicing rescue, we looked at the relationship between the levels of MBNL expression and splicing rescue in the 5 ventricle samples from the MBNL cohort in Supplemental Figure 2C. We quantified exogenous MBNL protein levels in ventricle samples and found that exogenous MBNL1 expression in samples 1, 2, and 5 were increased 3.6-, 10.8- and 7-fold, respectively, compared with endogenous MBNL1 expression levels (Supplemental Figure 12A; samples 1, 2, and 5 are indicated in green, pink, and orange, respectively). We tested 4 splicing events in these heart samples. While different splicing events show different levels of rescue consistent with different sensitivities to MBNL1, we observed no substantial differences in rescue for each splicing event with the 7.0- and 10.8-fold (orange and pink samples) increases of MBNL1 expression compared with the 3.6-fold (green) increase of MBNL1 expression (Supplemental Figure 12B). Since exogenous MBNL2 expression was low (Supplemental Figure 12A), the contribution MBNL2 was minor. We conclude that we had reached the maximum rescue potential by MBNL overexpression in our DM1 CUG960 heart mouse model.

### MBNL overexpression rescues the gene expression changes caused by CUG_exp_ RNA.

Our previous transcriptome analysis of CUG960 +dox versus control heart tissues identified DGE changes in genes that are associated with inherited cardiac conduction diseases (27). To explore transcriptome-wide rescues of gene expression, we analyzed the RNA-Seq data for DGE with a cutoff of an adjusted *P* value of less than 0.05 and an absolute fold change of 1.5 or higher. 

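In –dox mice, 1461 ventricular genes were called, 667 higher and 794 lower than in +dox mice. In the atria 1005 genes were called, 544 higher and 461 lower. Of the alternatives tried, the adjusted p-value without a fold change cutoff moved these counts most, to 4021 in the ventricle and 3060 in the atria. With DESeq2 in place of edgeR they were 1654 and 1169. Across the 6 fits that each left out 1 of the libraries compared, the counts stayed between 1097 and 1470 in the ventricle and between 696 and 1023 in the atria. Genes were then ranked by fold change among the called genes with at least 100 normalized counts on average and with no overlap between –dox and +dox libraries, which chance alone gives 10% of genes. This left 970 ventricular and 755 atrial genes. Of the 3 largest ventricular rises, that of Pdk4 (ENSMUSG00000019577.6, chromosome 6 of GRCm38, 5483351 to 5496309) had a log2 fold change of 3.10 (standard error 0.52, adjusted p = 0.000122 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its normalized level was 790 ± 351 CPM (SD, n = 3) in –dox mice and 92.3 ± 34.7 in +dox mice. Gm15725 (ENSMUSG00000083405.1, chromosome 16, 37882542 to 37883631), a transcribed pseudogene inside Lrrc58 whose reads cannot be told from those of other copies, rose by 3.77 (standard error 1.02, adjusted p = 0.00940 from the same test). Its +dox level was 0 in replicates 1 and 3, and without +dox replicate 1 it was no longer called (adjusted p = 0.0517, in a range from 0.00109 to 0.166 over all alternatives). The 3 largest ventricular falls were of F830016B08Rik (chromosome 18, 60293380 to 60303016), Gbp8 (chromosome 5, 105014150 to 105139540) and Gm12250 (chromosome 11, 58187739 to 58189012), with log2 fold changes of -7.10, -5.68 and -4.79. Gbp8 overlaps Gbp9 and Gbp4 on the same strand, and Gm12250 is annotated as a processed pseudogene. Each of the 3 was at its highest in +dox replicate 3, and without that library the log2 fold changes were -5.24, -3.51 and -3.17, with Gbp8 no longer called. In the ventricle, a list of 22 interferon-induced GTPases was also highest in that library, at a mean of 6.66 log2 CPM. The list was at 4.58 and 1.57 in +dox replicates 1 and 2, and at 1.29, 2.28 and 1.31 in the –dox libraries. In the atria, the largest changes beside Cdnf were rises of Mybpc2 (chromosome 7, 44501699 to 44524656) by 2.75 and Clcn1 (chromosome 6, 42286685 to 42315756) by 2.55, and falls of Cited1 (chromosome X, 102247381 to 102252181), Gm12250 and Vxn (chromosome 1, 9601199 to 9627143) by -3.38, -3.13 and -3.12 on the log2 scale. The atrial call of Gm12250 was lost in 5 of the 6 fits that left out 1 library, in which its log2 fold change ran from -3.57 to -2.17, the latter without +dox replicate 3.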

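A gene signature position was computed for each library from log2(TPM + 1), in which each gene was scaled to its mean and SD over the 18 libraries of the tissue and then ranked within the library. The ranks of the genes called between –dox and +dox mice were summed with the sign of their change, over 1461 genes in the ventricle and 1005 in the atria. The sums were put on a scale on which the +dox mean is 0 and the –dox mean is 100. On simulated data of 5000 genes, 500 of them changed, and a true position of 50, the computed position was 49.4. Because the same +dox libraries choose the genes and set the scale, an unchanged library can lie above 0. The –dox libraries likewise choose the genes and set 100, so a library of fully reversed expression can lie below 100. When each +dox library was held out of both steps in turn, its own position was between 1.73 and 29.7 in the ventricle (mean 15.5, n = 3).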

Similar to alternative splicing, we generated a signature score system to visualize the level of rescue of global gene expression changes between cohorts. We observed a pattern similar to that seen with alternative splicing in both ventricular and atrial samples. 

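In the ventricle, the gene signature position of the +/–dox cohort was 85.2 ± 6.5 (SD, n = 3), a difference of -14.8 from that of the –dox cohort. That difference does not show incomplete reversal, since the –dox libraries helped to choose the genes. The position was 47.2 ± 1.98 in the MBNL1 cohort, 39.1 ± 6.05 in the MBNL2 cohort and 55.9 ± 17.1 in the MBNL1+MBNL2 cohort, whose 3 libraries ran from 39.6 to 73.8. Every ventricular MBNL library lay above all +dox libraries and below all +/–dox libraries (two-sided exact permutation test, p = 0.1, the smallest that 3 against 3 allow). The MBNL2 mean differed by -8.09 from that of the MBNL1 cohort and by -16.8 from that of the MBNL1+MBNL2 cohort, with overlap of libraries in both comparisons (exact permutation p = 0.2 each). Over the 22 comparisons of positions in both tissues, adjusted p-values were 0.122 or higher. With the genes called in +/–dox mice as the signature, the alternative that moved the positions most, the +/–dox cohort lay at 118, the MBNL1 cohort at 63.8 and the MBNL2 cohort at 53.9.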

CUG960 +/–dox samples clustered with the CUG960 –dox control, and all 3 MBNL cohorts had similar scores for partial rescue, with the MBNL2 cohort showing slightly less rescue than the MBNL1 and MBNL1+MBNL2 cohorts (Figure 6A, ventricle and Supplemental Figure 13A, atria).

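In the ventricle of MBNL1 mice, 511 genes were called, 220 higher and 291 lower than in +dox mice. In MBNL2 mice 292 genes were called, 148 higher and 144 lower, and in MBNL1+MBNL2 mice 509, 200 higher and 309 lower. Each count depended on single libraries. Without MBNL1 replicate 1 the count in MBNL1 mice was 325. Without MBNL2 replicate 1 the count in MBNL2 mice was 105, and without +dox replicate 3 it was 151. Without MBNL1+MBNL2 replicate 1 the count in MBNL1+MBNL2 mice was 257. No gene was called between the MBNL1+MBNL2 and MBNL1 cohorts in the ventricle, where 1692 genes had an unadjusted p-value under 0.05, and this count of 0 became 10 without MBNL1 replicate 3, 5 without MBNL1 replicate 2 and 1 without MBNL1+MBNL2 replicate 1.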

Next, genes with differential expression between each cohort and the CUG960 +dox cohort were categorized into upregulated and downregulated genes (Figure 6B and Supplemental Figure 13B). The comparison of CUG960 +/–dox with CUG960 +dox mice (1,447 ventricular and 871 atrial differentially expressed genes), representing the maximal level of rescue, was again used as a reference to determine the levels of rescue in MBNL-overexpressing cohorts. 

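In +/–dox mice, 1270 ventricular genes were called against +dox mice, 594 higher and 676 lower. In the atria 767 were called, 386 higher and 381 lower, and without +dox replicate 1 the atrial count was 486. Between –dox and +/–dox mice, 6 ventricular and 2 atrial genes were called, where 1586 and 907 genes had an unadjusted p-value under 0.05. The ventricular count fell to 1 without –dox replicate 2, to 2 without +/–dox replicate 3 and to 3 without +/–dox replicate 2, and the atrial count rose to 4 without –dox replicate 3. With DESeq2 in place of edgeR, 23 ventricular and 19 atrial genes were called between these cohorts.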

The percentages of genes that passed the cutoff for rescue with exogenous MBNL expression were, in ventricles and atria, respectively, as follows: MBNL1+MBNL2 (31.4% and 7.9%), followed by MBNL1 (28.7% and 5.4%) and MBNL2 (17.3% and 0.6%) (Figure 6C and Supplemental Figure 13C).

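Of the 1270 ventricular genes called in +/–dox mice, 370 (29.1%) were also called in MBNL1+MBNL2 mice, 311 (24.5%) in MBNL1 mice and 187 (14.7%) in MBNL2 mice. These changes had the direction seen in +/–dox mice in 370, 310 and 187 of the genes. The share was 14.1% in MBNL1+MBNL2 mice without their replicate 1, and 6.37% in MBNL2 mice without their replicate 1. The order of the cohorts depended on the fit. In fits of only the 6 libraries compared, each share was smaller, and that of MBNL1 mice lay below that of MBNL2 mice. With limma's voom and library weights, chosen after values were seen, the share was 20.4% in MBNL1+MBNL2, 22.8% in MBNL1 and 15.8% in MBNL2 mice. All comparisons share the +dox libraries, which alone produces some overlap. In counts simulated for MBNL cohorts that do not differ from +dox mice, drawn 10 times, at most 0.049% of the genes called in the simulated +/–dox cohort were also called. The size of the change was read for every one of these genes as the log2 fold change in the MBNL cohort over that in +/–dox mice. Its median was 63.5% in MBNL1+MBNL2 mice (quartiles 45.3% and 81.6%), 59.0% in MBNL1 mice (42.2% and 76.5%) and 49.8% in MBNL2 mice (29.9% and 69.0%). In the simulated unchanged cohorts, means over the 10 draws were 8.87% to 8.96%, and single draws at most 9.82%. In the simulated +/–dox cohort, 2008 to 2102 genes were called, more than the 1270 in the data. The simulation therefore differs from the data in this respect, and its values are a rough reference only. Against +/–dox mice themselves, 102 ventricular genes were called in MBNL1+MBNL2 mice, 167 in MBNL1 mice and 302 in MBNL2 mice. Single libraries moved these counts: from 39 without MBNL1+MBNL2 replicate 2 to 269 without replicate 1 of that cohort, from 57 without +/–dox replicate 2 to 256 without MBNL1 replicate 3, and down to 156 without +/–dox replicate 2, in the same order of cohorts. The paper takes the +/–dox cohort as the maximal level of rescue and gives the shares of its differentially expressed genes as 1 measure of rescue in each MBNL cohort. Its other evidence on rescue includes signature scores, splicing events, RT-qPCR of single genes, conduction intervals and echocardiography.

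**Figure D3:**
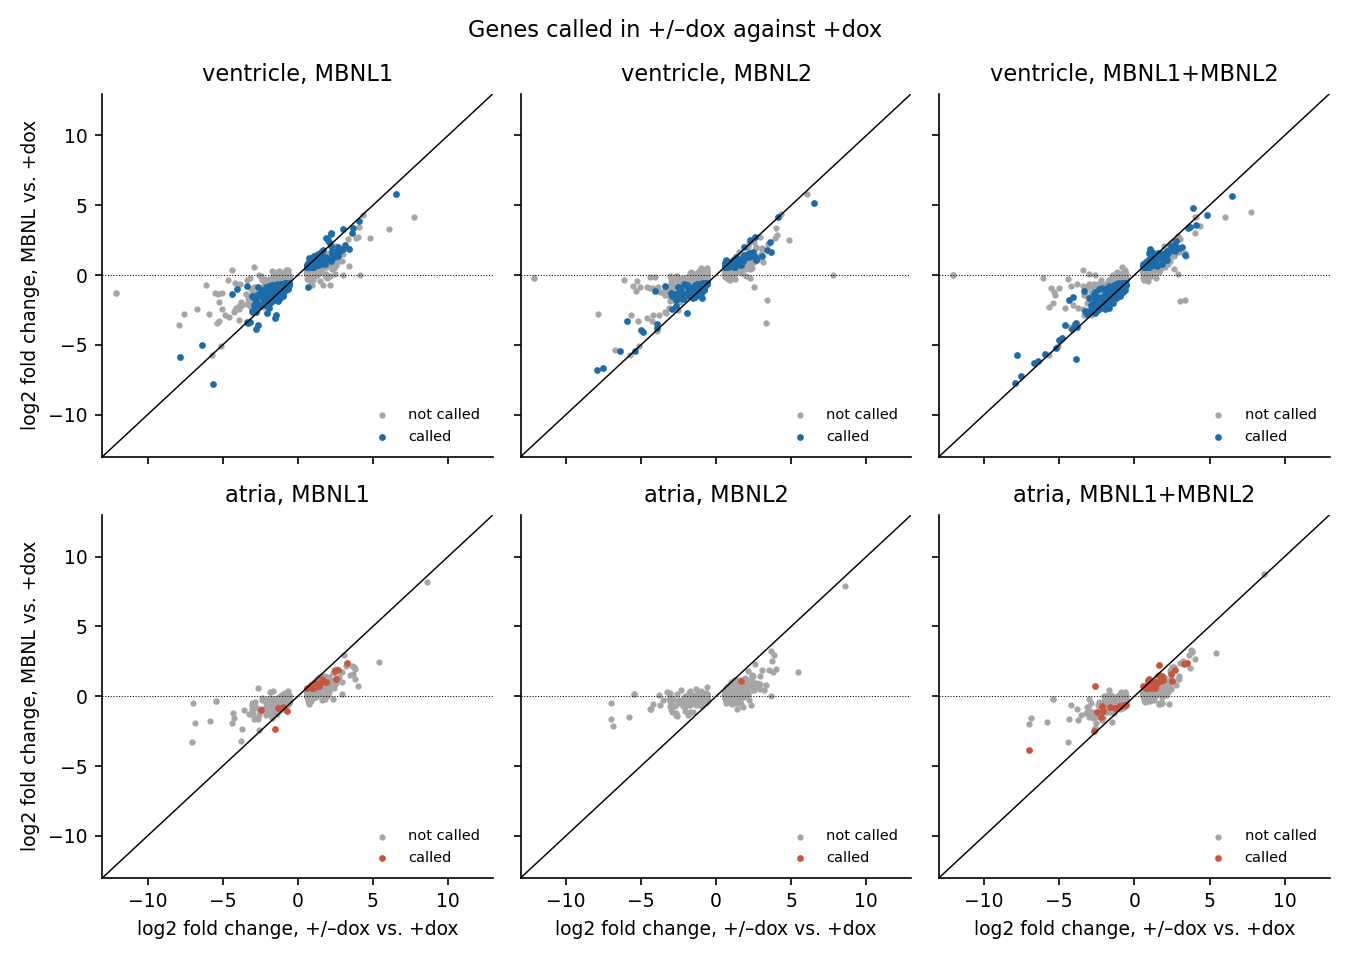
Log2 fold change of each gene called in +/–dox mice, in +/–dox mice (x axis) and in each MBNL cohort (y axis), both against +dox mice, in the ventricle (top, 1270 genes) and the atria (bottom, 767 genes). Colored points are genes also called in the MBNL cohort, grey points are not, and the diagonal marks equal change. In the ventricle, 311, 187 and 370 of the genes are colored from left to right.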

GO analysis of ventricular DGE rescued by MBNL expression showed enrichment for various biological processes (Figure 6D). 

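Marker gene lists were tested with limma's camera at an inter-gene correlation of 0.01, and with fry, which uses the correlation in the data. The 41 genes of the S-phase list fell in the ventricle of all 5 cohorts compared with +dox mice, with median log2 fold changes of -0.52 in –dox, -0.55 in +/–dox, -0.44 in MBNL1, -0.44 in MBNL2 and -0.58 in MBNL1+MBNL2 mice. Camera's adjusted p-values were 5.89e-12 in MBNL1, 2.28e-15 in MBNL2 and 1.13e-20 in MBNL1+MBNL2 mice, and those of fry were 0.00105, 0.00105 and 0.000305. Of the 41 genes, 10, 10 and 14 were called lower in these cohorts, and 12, 11 and 17 when p-values were adjusted over the list alone. The 51 genes of the G2M list fell by a median of -1.18 in MBNL1 and -1.04 in MBNL1+MBNL2 mice on the log2 scale (fry adjusted p = 0.0108 and 0.0208). In MBNL2 mice the G2M median was -0.74, which passed with camera (adjusted p = 8.73e-11) but not with fry (adjusted p = 0.115). Of the 51 genes, 14, 3 and 11 were called lower in MBNL1, MBNL2 and MBNL1+MBNL2 mice, and 28, 3 and 20 when adjusted over the list alone. Without +dox replicate 1, the G2M medians were -0.76 in MBNL1 and -0.45 in MBNL2 mice, and 2, 1 and 4 G2M genes were called in the 3 cohorts. Without MBNL1 replicate 1, where the mean level of the list was 0.12 log2 CPM against 1.68 and 1.25 in replicates 2 and 3, the median in MBNL1 mice was -0.87 and 4 G2M genes were called. Across the fits that left out 1 library, 6 to 13 S-phase genes were called in MBNL1, 3 to 12 in MBNL2 and 6 to 15 in MBNL1+MBNL2 mice, the lowest without +dox replicate 1, MBNL2 replicate 3 and +dox replicate 1 in that order. G2M genes called ran from 2 to 20, from 1 to 4 and from 2 to 13, the lowest without +dox replicate 1 in MBNL1 and MBNL2 mice and without MBNL1+MBNL2 replicate 1 in MBNL1+MBNL2 mice. Both lists hold common markers of the phases and were not taken from the terms in Figure 6D.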

Genes related to the regulation of cardiac action potential and association with cardiac disease were chosen for validation (Supplemental Table 2). 

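Of the genes listed, Ryr2 (ENSMUSG00000021313.16, chromosome 13 of GRCm38, 11553102 to 12106945), the cardiac ryanodine receptor, overlaps the predicted genes Gm47494 and Gm47493 on its strand. Its ventricular log2 fold change was 0.96 in –dox and 1.05 in +/–dox mice, and 0.39, 0.33 and 0.51 in MBNL1, MBNL2 and MBNL1+MBNL2 mice, the last 3 below the fold change cutoff. In MBNL1+MBNL2 mice Ryr2 passed the cutoff with library set as a term (0.59), a term that also carries the sex of the animals. Its atrial values were 0.69, 0.72, 0.01, 0.00 and 0.12 in the same order of cohorts, the first 2 called, and the sign in MBNL1 and MBNL2 mice changed with the library left out. Asph (ENSMUSG00000028207.18, chromosome 4, 9448069 to 9669344) was lower in –dox than in +dox mice in the ventricle, at 270 ± 16.2 against 486 ± 13.1 normalized CPM (SD, n = 3), a log2 fold change of -0.85 (standard error 0.09, adjusted p = 2.04e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ventricular Asph was at -0.86 in +/–dox mice and at -0.34, -0.39 and -0.34 in MBNL1, MBNL2 and MBNL1+MBNL2 mice, where it was not called. In the atria Asph was at -0.44 in –dox and -0.43 in +/–dox mice, not called in either. Gja5 (ENSMUSG00000057123.14, chromosome 3, 96904693 to 97077416) rose in the atria by 2.31 (standard error 0.22, adjusted p = 1.50e-08 from the same test) in –dox and 1.72 in +/–dox mice, and was at -0.17, -0.08 and -0.49 in the 3 MBNL cohorts, none of them called. Atrial Hcn4 (ENSMUSG00000032338.9, chromosome 9, 58823412 to 58863175) was at -1.13 in –dox mice, not called (adjusted p = 0.154), and at -1.93 in +/–dox mice (adjusted p = 0.0190 from the same test), a call lost without +dox replicate 1, +dox replicate 2 or +/–dox replicate 1, where its log2 fold changes were -1.89, -1.79 and -1.63. In the ventricle neither Gja5 nor Hcn4 was called in any of the 5 comparisons with +dox mice, though Gja5 in –dox mice (0.59, adjusted p = 0.0580) passed with DESeq2 (0.60), with RLE normalization (0.61) and without –dox replicate 1 (0.78), in a range of adjusted p-values from 0.0182 to 0.243 over all alternatives.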

*Scn5A* levels in ventricles, as well as *Asph* and *Ryr2* levels in both ventricles and atria were decreased in the CUG960 +dox cohort compared with the –dox mice and were fully rescued by turning off transgene expression in the CUG960 +/–dox mice, whereas the rescue levels were approximately 40%–60% compared with rescue levels in +/–dox mice with overexpression of MBNL (Figure 6, E and F, Supplemental Figure 13, D–F, and Supplemental Figure 14A). *Gja5* and *Hcn4*, which have been shown to be misregulated in atria of CUG960 +dox mice (27), were not completely rescued after shutting off transgene expression in CUG960 +/–dox mice and were not rescued in all MBNL cohorts (Supplemental Figure 13, G and H). Misregulation of *Cdnf* upon CUG_exp_ RNA expression, the top hit in the upregulation category of DGE in ventricular samples, was rescued to CUG960 –dox control levels after the CUG_exp_ RNA was turned off or following overexpression of MBNL1 or MBNL1+MBNL2 proteins (Supplemental Figure 14B). In addition, upregulation of *Kcna4* and downregulation of *Ckmt2*, genes linked to dilated cardiomyopathy and arrhythmia, have been observed in cardiac-specific MBNL1 and MBNL2 double-knockout mice (23) and were also misregulated in CUG960 +dox mice (Figure 6G, Supplemental Figure 13, I and J, and Supplemental Figure 14C). 

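Cdnf (ENSMUSG00000039496.8, chromosome 2 of GRCm38, 3513030 to 3526376), which encodes cerebral dopamine neurotrophic factor, was at 2.75 ± 0.244 normalized CPM (SD, n = 3) in the ventricle of +dox mice. It was at 35.6 ± 4.40 in –dox and 35.4 ± 2.68 in +/–dox mice, log2 fold changes of 3.69 (standard error 0.24, adjusted p = 1.86e-11) and 3.69 (adjusted p = 1.50e-11), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In MBNL1 mice it was at 27.9 ± 8.20, a log2 fold change of 3.34 (adjusted p = 1.08e-09 from the same test), and in MBNL1+MBNL2 mice at 30.4 ± 11.3, a log2 fold change of 3.47 (adjusted p = 5.10e-10 from the same test). In MBNL2 mice it was at 8.66 ± 2.47, a log2 fold change of 1.66 (adjusted p = 0.000148 from the same test). Against +/–dox mice the level was not called different in MBNL1 (-0.34, adjusted p = 0.412) or MBNL1+MBNL2 mice (-0.22, adjusted p = 0.693) and was lower in MBNL2 mice (-2.03, adjusted p = 1.17e-06 from the same test). Across the fits that left out 1 library, the log2 fold change against +dox mice stayed between 3.08 and 3.50 in MBNL1, 1.40 and 1.77 in MBNL2 and 3.11 and 3.62 in MBNL1+MBNL2 mice. In the atria the log2 fold changes were 3.32 in –dox, 3.30 in +/–dox, 2.35 in MBNL1, 0.84 in MBNL2 (adjusted p = 0.573, not called) and 2.30 in MBNL1+MBNL2 mice.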

MBNL overexpression in CUG960 +dox mice significantly rescued the misregulation of *Kcna4* and *Ckmt2* mRNA toward the levels detected in +/–dox and –dox control in ventricles (Figure 6G and Supplemental Figure 14C). Overall, genes that were misregulated due to CUG_exp_ repeat expression differed with regard to partial or nearly complete rescue upon overexpression of MBNL proteins.

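Ventricular Kcna4 (ENSMUSG00000042604.5, chromosome 2 of GRCm38, 107290639 to 107298502), a voltage-gated potassium channel gene, was at 8.54 ± 1.13 normalized CPM (SD, n = 3) in +dox mice. It was at 1.69 ± 0.557 in –dox and 1.63 ± 0.137 in +/–dox mice, and at 2.94 ± 0.387 in MBNL1, 4.02 ± 0.622 in MBNL2 and 2.13 ± 0.471 in MBNL1+MBNL2 mice. The log2 fold changes in the 3 MBNL cohorts were -1.54 (adjusted p = 1.18e-06), -1.09 (adjusted p = 0.000400) and -2.0 (adjusted p = 9.18e-09), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Against +/–dox mice, Kcna4 was higher in MBNL1 (0.85, adjusted p = 0.00998) and MBNL2 mice (1.30, adjusted p = 3.62e-05) and not called in MBNL1+MBNL2 mice (0.39, adjusted p = 0.323 from the same test). Ventricular Ckmt2 (ENSMUSG00000021622.3, chromosome 13, 91853387 to 91876885), a mitochondrial creatine kinase gene, was at 583 ± 19.6 normalized CPM in +dox mice. It was at 1889 ± 90.9 in –dox and 1920 ± 16.5 in +/–dox mice, and at 1334 ± 83.6 in MBNL1, 1123 ± 32.2 in MBNL2 and 1461 ± 182 in MBNL1+MBNL2 mice. The log2 fold changes in the 3 MBNL cohorts were 1.19, 0.95 and 1.33 (adjusted p = 1.11e-07, 2.08e-05 and 6.05e-09 from the same test). Against +/–dox mice, Ckmt2 was called lower in MBNL2 mice (-0.77, adjusted p = 6.81e-05), fell short of the fold change cutoff in MBNL1 mice (-0.53, adjusted p = 0.00998) and did not pass in MBNL1+MBNL2 mice (-0.39, adjusted p = 0.0646 from the same test). In the atria, Ckmt2 rose in the MBNL1, MBNL2 and MBNL1+MBNL2 cohorts by 1.20, 1.06 and 1.50 on the log2 scale, each called, while Kcna4 was at -0.34, -0.16 and -0.60, none of them called. Atrial Kcna4 was called in –dox (-0.74) and +/–dox mice (-0.61), the latter not without +dox replicate 1 (-0.58) or +dox replicate 3 (-0.58).

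**Figure D4:**
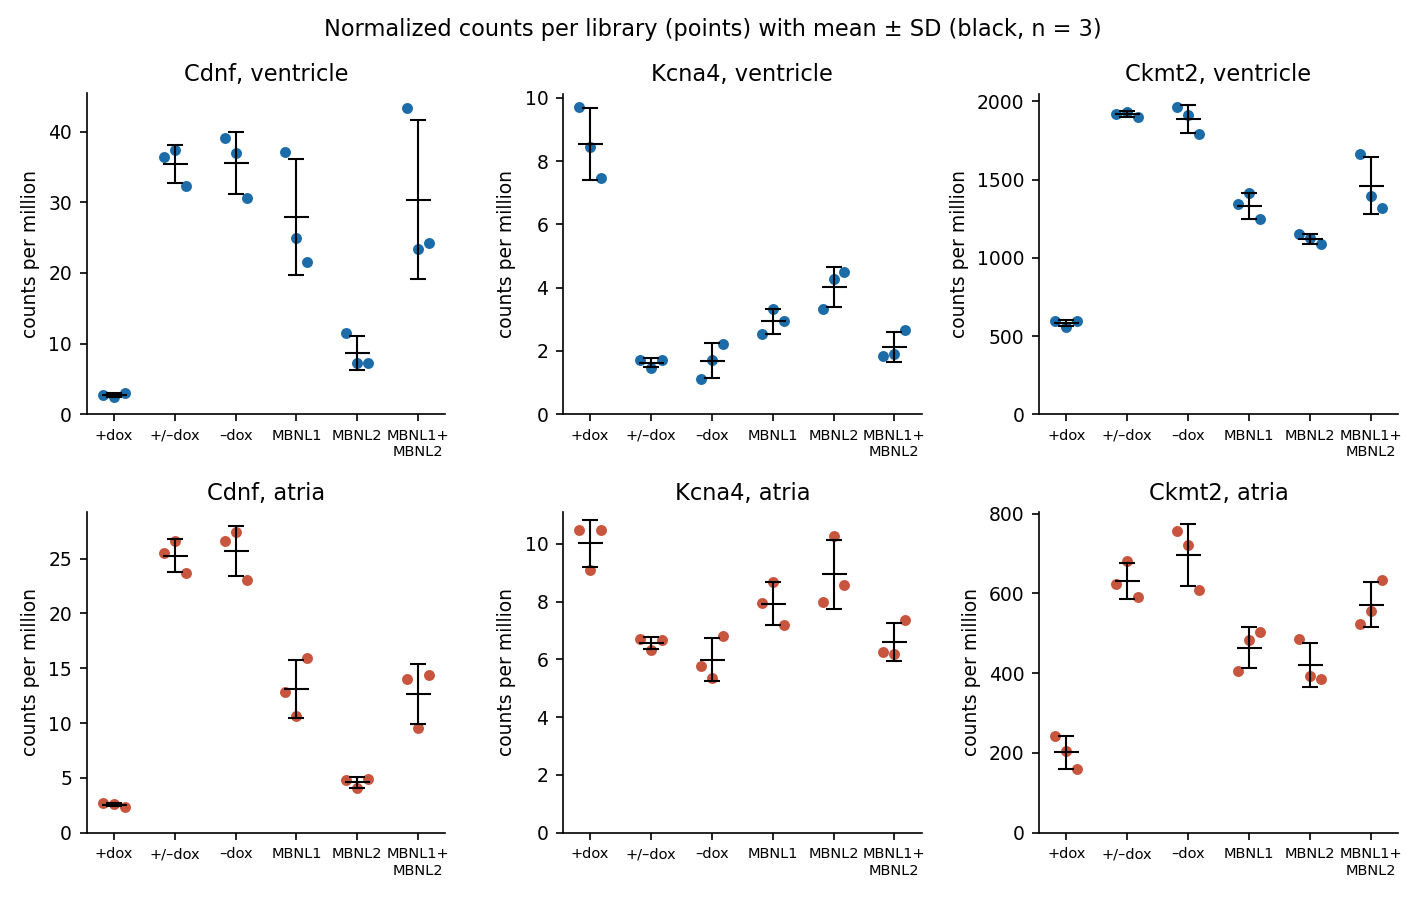
Normalized CPM (y axis) of Cdnf, Kcna4 and Ckmt2 by cohort (x axis) in the ventricle (top) and the atria (bottom). Points are libraries and black bars are the mean ± SD (n = 3). In the ventricle, the means of the MBNL cohorts lie between those of +dox and +/–dox mice for all 3 genes.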

## Discussion

While more than half of the individuals with DM1 have cardiac manifestations (3, 4), the mechanisms that contribute to cardiac disease features are not well understood. MBNL loss of function phenocopies the cardiac DM1 features in mice, indicating that sequestration and loss of MBNL function play an important role in DM1 pathogenesis (23–26, 30). In this study, we tested the degree to which the cardiac defects induced by expression of CUG_exp_ RNA can be rescued by overexpression of exogenous MBNL proteins in a DM1 cardiac mouse model. AAV9-mediated overexpression of either MBNL1 or MBNL2 alone or dual MBNL1+MBNL2 all significantly, yet partially, reversed the prolongation of cardiac conduction intervals and structural and functional cardiac abnormalities, as well as misregulated alternative splicing and the global gene expression changes induced by CUG_exp_ RNA.

Overexpression of MBNL rescued only 50% of the DM1 physiological and molecular features induced by CUG_exp_ RNA compared with the maximal level of rescue achieved with removal of CUG_exp_ RNA in the CUG960 +/–dox cohort tested in parallel. There are several possible reasons for the partial rescue. A contributing factor could be the likelihood that AAV9 does not transduce and express protein in all cardiomyocytes equally, leading to variable rescue between cardiomyocytes. Another concern was the possibility of having insufficient expression of MBNL proteins due to technical limitations of AAV delivery. To address these concerns, we confirmed that (a) AAV9-delivered tdTomato proteins were well distributed throughout ventricles and atria; (b) combined FISH for CUG_exp_ RNA and IF for epitope tags showed that the majority of RNA foci costained for exogenous MBNL proteins, demonstrating coexpression; and (c) total MBNL1 and MBNL2 protein levels averaged 2- to 3-fold above endogenous levels in MBNL overexpression cohorts in both the ventricles and atria. Although total MBNL protein levels in mice with MBNL1+MBNL2 overexpression were approximately 2 times higher than those in mice with single MBNL1 or MBNL2 overexpression, the MBNL1+MBNL2 cohort showed rescue levels similar to those seen in the single expression cohorts, indicating that this dual overexpression did not provide an additive effect. In addition, heart tissue from mice expressing a range of MBNL1 from 3.6- to 10.8-fold compared with endogenous MBNL1 expression in Supplemental Figure 2C showed only incremental differences in splicing rescue (Supplemental Figure 12). The data indicate that we reached the maximum level of rescue that could be achieved by exogenous MBNL protein expression in the presence of CUG_exp_ RNA.

Another possibility is that exogenously delivered protein cannot completely fulfill the activities of endogenous proteins. While we chose the predominant MBNL isoform in the heart for our overexpression experiments and showed that exogenous MBNL proteins were localized to the nucleus in RNA foci, other MBNL isoforms with potentially different activities or localization might be required to completely restore MBNL functionality.

MBNL1 overexpression in skeletal muscle of HSA^LR^ mice was shown to result in partial rescue for splicing events, and the level of rescue varied depending on individual mis-spliced events (31, 32). Although there is a question of how much of the failure to fully rescue is due to the challenge of providing full activity using exogenous MBNL, our results showing partial rescues raise an intriguing possibility that exogenous MBNL efficiently rescued the pathogenic component caused by MBNL loss of function and that what was not rescued were other mechanisms for DM1 cardiac pathogenesis induced by CUG_exp_ RNA. In addition to MBNL proteins, other RNA-binding proteins, including CUGBP and Elav-like family member 1 (CELF1), HNRNPA1, and the double-stranded RNA-binding protein Staufen 1 (STAU1), have been proposed to play a role in DM1 disease onset (12, 15, 33–37). Additional effects of the CUG_exp_ RNA such as repeat-associated, non-AUG (RAN) translation could contribute to cardiac pathogenesis (12, 38). These additional factors may contribute to the observed cardiac pathology.

Interestingly, we found that overexpression of MBNL proteins in CUG960 +dox mice led to a reduction in the number of CUG_exp_ RNA foci per nucleus. However, there were no changes in the intensity of RNA foci or CUG_exp_ transcript levels, only a variable trend toward a reduction in CUG_exp_ RNA in the MBNL1 cohort. Similar effects on the stability or turnover of CUG_exp_ RNA foci have been observed with MBNL1 binding decoys (31); however, the mechanism for this effect is unclear. While the MBNL isoforms used for overexpression were predominant at the mRNA level in mouse and human heart tissues, the reduction of CUG_exp_ RNA foci might be due to the isoform of MBNL1 protein that is expressed.

Some previous studies reported that overexpression of MBNL proteins can have a deleterious effect in WT mice (31, 39, 40). A recent study generated mice with heart-specific overexpression of MBNL1 induced at 8 to 10 weeks of age or with constitutive heart-specific expression (22). The results indicated that the timing of MBNL overexpression determines whether there are toxic effects (22). The transgenic mice with early expression displayed both systolic and diastolic dysfunction and concentric hypertrophy and had fewer cardiomyocytes compared with their control littermates. However, MBNL1 overexpression at 8–10 weeks of age, after cardiomyocytes have exited the cell cycle, did not have detrimental effects (22). In our study, we overexpressed MBNL1 and/or MBNL2 proteins starting at 8–9 weeks of age for up to 5 months and observed no heart function or morphology defects in any of the cohorts. Transcriptomics analysis of atrial and ventricular RNA revealed differential expression and alternative splicing changes in several genes involved in the regulation of cardiac action potential and calcium handling, as well as in genes related to cardiomyopathy and arrhythmia. Importantly, most of these genes were significantly, yet partially, rescued with MBNL overexpression. These data identified candidates for future work to study the unknown molecular mechanisms underlying the conduction deficits and functional and structural changes in DM1 hearts. While the focus has been on misregulated alternative splicing, DM1 cardiac features could result from combinations of misregulated alternative splicing and gene expression. For example, the *Scn5a* gene undergoes a splicing switch to more inclusion of the fetal exon 6A, as well as a reduction in total mRNA expression levels in both DM1 and CUG960 +dox heart tissue (27, 41) (Figure 5, E and F, Figure 6E, and Supplemental Figure 9, E and F). Studies from our laboratory and others found that forced expression of the fetal isoform in adult mouse hearts led to cardiac conduction defects and arrhythmias consistent with a role in DM1 cardiac pathology (42–44). However, we recently demonstrated that forced expression of the adult isoform does not rescue cardiac defects in CUG960 +dox mice (41). The results indicate a role for decreased Scn5a expression in DM1 cardiac pathogenesis, given that SCN5A loss of function in humans causes a variety of cardiac defects and that *Scn5a^+/–^* mice show heart conduction defects (45–48).

In conclusion, we demonstrated that heart-specific overexpression of MBNL1 and/or MBNL2 proteins in CUG960 +dox mice substantially rescued multiple physiological, cellular, and molecular aspects of cardiac phenotypes caused by CUG_exp_ RNA expression. Importantly, we found that exogenous overexpression of MBNL1 and MBNL2 that was at least 2-fold above endogenous levels only resulted in approximately 50% rescue of the molecular and physiological effects of CUG_exp_ RNA. Our findings suggest that additional factors participate in cardiac pathogenesis induced by CUG_exp_ RNA. Last, this study recapitulates the near-complete reversal of the cardiac phenotypes in the DM1 cardiac mouse model after shutdown of CUG_exp_ expression, which emphasizes the importance of CUG_exp_ RNA as a therapeutic target for DM1. A study of reversibility following long-term CUG_exp_ RNA expression in the heart will be of particular relevance to the human disease.

## Methods

### Sex as a biological variable.

Our study examined both male and female animals, and similar findings are reported for both sexes.

### Mouse husbandry and transgenic mice.

All mice were housed, maintained, and kept on a 12-hour light/12-hour dark cycle in the animal facilities at Baylor College of Medicine.

TREDT960I/TREDT960I; MHC-rtTA (CUG960) mice were previously established (27). TREDT960I mice (stock no. 032050) were obtained from The Jackson Laboratory. MHC-rtTA–transgenic mice [FVB/N-Tg(Myh6-rtTA)8585Jam/Mmmh; RRID: MMRRC_010478-MU] were originally obtained from Mutant Mouse Resource and Research Centers (MMRRC) (28). In short, TREDT960I/TREDT960I; MHC-rtTA/MHC-rtTA mice were mated with TREDT960I/TREDT960I mice to obtain F1 progeny of experimental CUG960 mice. The study consisted of both male and female animals. Mice were provided dox-containing chow (2 g dox/kg chow, Bioserv) beginning at P1 through nursing dams. Genomic DNA was isolated from tail clips using DirectPCR lysis reagent (Viagen Biotech) and evaluated by PCR using transgene-specific primers for genotypes obtained from MilliporeSigma (Supplemental Table 3). The expected band size for the TREDT960I allele was 331 bp, and the expected band size for the MHC-rtTA allele was 265 bp.

### Cloning of MBNL1, MBNL2, and control constructs.

pAAV-TNNT2-FLAG-MBNL1-TNNT2-MYC-MBNL2, pAAV-TNNT2-3XFLAG-MBNL1-WPRE-SV40pA, pAAV-TNNT2-3XMYC-MBNL2-WPRE-SV40pA, pAAV-TNNT2-mCherry-WPRE-SV40pA, and pAAV-TNNT2-tdTomato-WPRE-SV40pA were generated by commercial DNA synthesis and conventional cloning. Plasmids and complete plasmid sequences are available upon request. All final AAV constructs underwent inverted terminal repeat (ITR) screening using plasmid mapping (restriction enzyme XmaI, SnaBI, and PvuII) and sequencing to confirm that the ITRs were still intact.

### RT-qPCR and RNA splicing.

Total RNA was isolated from atrial and LV tissues from 21-week-old mice using the RNeasy Fibrous Tissue Mini Kit (QIAGEN) according to the manufacturer’s instructions. Homogenization was carried out using a Bullet Blender 2.4 Tissue Homogenizer (Next Advance) with 0.1 g of 0.5 mm diameter Zirconium Oxide Beads (Next Advance). Random-primed cDNA was prepared from 1 μg total RNA using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, 4368813).

RT-qPCR was conducted using PowerUp SYBR-Green PCR Master Mix (Applied Biosystems) and the CFX Connect Real-time system (Bio-Rad). All samples were analyzed in triplicate, and expression levels of *DMPK*, *Scn5A*, *Ryr2*, *Asph*, *Kcna4*, *Cdnf*, *Ckmt2*, *Gja5*, and *Hcn4* were normalized to those of *Rpl4*. Relative expression levels were determined by the 2^–ΔΔCt^ method. Primers for *DMPK*, *Scn5A*, *Ryr2*, *Asph*, *Kcna4*, *Cdnf*, *Ckmt2*, *Gja5*, *Hcn4*, and *Rpl4* were obtained from MilliporeSigma (Supplemental Table 4).

For analysis of alternative splicing events, primers annealing to flanking constitutive exons were designed and obtained from MilliporeSigma (Supplemental Table 5). RT-PCR was performed on cDNA using AmfiSure PCR Master Mix (GenDepot). PCR products were run on a 5% polyacrylamide gel (0.1 M Tris, 0.1 M boric acid, 2 mM EDTA, 5% acrylamide/bis, 19:1 [Bio-Rad], 0.1% ammonium persulfate [APS], 0.18% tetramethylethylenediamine [TEMED] [Bio-Rad]) in TBE running buffer (0.1 M Tris, 0.1 M boric acid, 2 mM EDTA)). The gels were then incubated in 0.4 μg/mL ethidium bromide in TBE for 10 minutes and imaged using Kodak Gel Logic 2200 and Carestram software. Percent spliced in (PSI) values were calculated using densitometry using the following equation: PSI = 100 × [inclusion band/(inclusion band + skipping band)].

### Protein extraction and Western blotting of mouse tissues.

Tissue protein extracts were prepared from atrial and LV heart tissues from 21-week-old mouse by homogenization in 1× RIPA lysis buffer (Cell Signaling Technology, 9806) containing 1× Halt protease and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78440). The tissues were mixed with RIPA buffer and 0.10 g of 1.0 mm diameter Zirconium Oxide Beads (Next Advance) and blended with the Bullet Blender 2.4 Tissue Homogenizer (Next Advance) followed by sonication. Cellular debris was cleared by centrifugation (15,000 rpm for 15 minutes at 4°C). Protein concentrations of the supernatant were measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Samples were diluted and prepared in 6× Laemmli SDS sample buffer (Alfa Aesar, J61337). The samples were then boiled for 5 minutes and 30 μg protein lysates was run on 4%–20% Tris-glycine SDS-PAGE gels (Bio-Rad, 5678095) in Tris/Glycine/SDS Running Buffer (Bio-Rad). The proteins were subsequently transferred onto Trans-Blot Turbo Nitrocellulose Membranes (Bio-Rad) using the Trans-Blot Turbo system (Bio-Rad) at 2.5 A, 25 V for 7 minutes in Trans-Blot Turbo Transfer Buffer (Bio-Rad). Total protein was visualized by Ponceau S staining, and the membranes were washed with PBS (10 mM Na_2_HPO4, 2.7 mM KCl, 137 mM NaCl, 1.76 mM KH_2_PO4, pH 7.4) with 0.01% Tween-20 (MilliporeSigma) (PBST) for 5 minutes. After blocking for 40 minutes at room temperature with 5% Blotto Non Fat Dry-Milk (Chem Cruz) in PBST, THE membranes were probed with anti-MBNL1 (in-house antibody made by Bethyl Laboratories, 1:4,000 dilution), anti-MBNL2 (Santa Cruz Biotechnology, sc-136167, 1:1,000 dilution), anti-FLAG (MilliporeSigma, F1804, 1:4,000 dilution), anti-Myc (MilliporeSigma, 05-724, 1:1,000 dilution), anti-RFP (Proteintech, 6G6, 1:2,000 dilution), or anti-vinculin (MilliporeSigma, V9131, 1:5,000 dilution) primary antibodies in PBST overnight at 4°C. The membranes were washed 3 times in PBST and incubated for 1 hour at room temperature in HRP-conjugated goat anti-rabbit or goat anti-mouse antibodies (Jackson ImmunoResearch, 1:10,000 dilution) in 1% nonfat milk in PBST. After washing 3 times in PBST, the blots were incubated in SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Fisher Scientific, PI34096) for 3 minutes and then imaged on a ChemiDoc XRS+ Imaging system (Bio-Rad).

### Echo.

To assess in vivo cardiac function and morphology, Echo was performed using a Vevo F2 ultrasound machine equipped with a 40 MHz transducer-UHF57x (FujiFilm Visualsonics). Mice were anesthetized with 2% isoflurane, and the chest hair was removed 2 days before conducting Echo. For imaging, mice were subjected to 2% isoflurane and 1.5% oxygen while being placed on the heated Rodent Surgical Monitor+ platform (Indus Instruments), and their body temperature was maintained between 36.5°C and 37.5°C. M-mode images were acquired in the short-axis position at the level of the papillary muscles for each animal. Three M-mode tracings were analyzed per animal using the Visualsonics VevoLab analysis package, and values were averaged.

### ECG.

Data on ECGs were obtained using a multichannel amplifier followed by conversion to digital signals for analysis. Surface ECG recordings were measured from 3 leads using a Rodent Surgical Monitor+ platform (Indus Instruments), and data were acquired using PowerLab software (AD Instruments). Mice were anesthetized using 2% isoflurane and 1.5% oxygen in an induction chamber and were kept under the same condition for data collection with the Rodent Surgical Monitor+ platform (Indus Instruments). Body temperature was monitored using a rectal probe and LabChart software (AD Instruments) and maintained between 36.5°C and 37.5°C. Data were collected for 1.5–2 minutes per mouse and analyzed using LabChart software (AD Instruments). The QTc interval was calculated using Bazett’s formula (49).

### FISH-IF.

Hearts were placed in 20% sucrose (MilliporeSigma, 84097) in 1× nuclease-free PBS (Thermo Fisher Scientific, AM9625) until sinking and were then frozen in OCT medium (Sakura Finetek, 4583) chilled on dry ice. Combined FISH-IF was performed on 7 μm frozen cardiac sections, which were fixed with 4% paraformaldehyde (Alfa Aesar, 43368) in 1× PBS (GenDEPOT, P2101-050, pH 7.4) for 30 minutes at room temperature and washed 5 times with 1× PBS for 2 minutes each, followed by permeabilization in 2% prechilled acetone (Fisher Chemical, A949-1) in 1× PBS for 10 minutes. Sections were incubated with 30% formamide (MilliporeSigma, S4117) in 2× saline sodium citrate (Invitrogen, Thermo Fisher Scientific, AM2616) (SSC) for 30 minutes, hybridized with Cy5-labeled (CAG)5 locked nucleic acid probes (QIAGEN) overnight at 56°C in hybridization buffer (30% formamide, 2XSSC, 0.02% BSA, 66 μg/mL yeast tRNA (Invitrogen, Thermo Fisher Scientific, AM7119), and 2 mM vanadyl ribonucleoside complex (MilliporeSigma, R3380-5ML) and washed for 30 minutes with 30% formamide in 2× SSC at 56°C. Sections were washed in 1× SSC for 30 minutes at room temperature followed by overnight incubation at 4°C in mouse monoclonal anti-MBNL1 (in-house antibody made by Bethyl Laboratories, 1:50 dilution), anti-MBNL2 (3B4, Santa Cruz Biotechnology, sc-136167, 1:50 dilution), anti-FLAG (M2, MilliporeSigma, F1804, 1:50 dilution), or anti–Myc Tag (clone 4A6, Alexa Fluor 555 conjugate, MilliporeSigma, 16-225, 1:500 dilution) antibodies in blocking buffer including 0.1% Triton-X (MilliporeSigma) and 5% BSA (Thermo Fisher Scientific, Fisher Bioreagents, BP1600-100) in 1× PBS. Sections were washed 3 times in 1× PBS for 5 minutes each washing, incubated in Alexa Fluor 488–labeled goat anti-mouse secondary antibody (Invitrogen, Thermo Fisher Scientific, 1:1,000), and washed 3 times with 1× PBS for 5 minutes each washing. The sections were incubated with DAPI (0.5 μg/mL) for 10 minutes and washed with 1× PBS 3 times for 5 minutes each washing. The sections were incubated with 0.1% Sudan black B (MilliporeSigma, 199664-25G) in 70% ethanol for 7 minutes at room temperature, washed 3 times with 1× PBS for 5 minutes each washing, and mounted in Prolong Glass Antifade Mountant (Thermo Fisher Scientific, P36984) with Precision Cover Glasses (1.5 H Thickness, Thorlabs, CG15KH).

Samples were imaged on a Zeiss LSM880 with Airyscan FAST Confocal Microscope with a 63×/1.4 PlanApo oil objective. Four fields of view per section were acquired using laser lines at 405 nm, 488 nm, and 633 nm. Images were processed using Fiji software with CUG960 +dox with the AAV9-tdTomato cohort as a negative control for FLAG and MYC signals, as well as CUG960 –dox as a negative control for foci signals. Using a custom CellProfiler pipeline, the nuclei were segmented, and foci were subsequently identified within the nuclear mask and filtered by 10 minimum and 200 maximum pixel units using positive (CUG960 +dox with AAV-tdTomato cohort) and negative (CUG960 –dox cohort) controls for reference. Mean foci counts per nucleus were determined for each individual nuclear mask and averaged across all fields of view. Foci intensity was determined using pixel intensity data measured by the Zeiss LSM880 with the Airyscan FAST Confocal Microscope, analyzed using the CellProfiler pipeline described above to quantify the mean intensity of each individual nuclear foci, and subsequently averaged across all fields of view.

### RNA-Seq analysis.

RNA was isolated from the atria and left ventricles using the RNeasy Fibrous Tissue Mini Kit (QIAGEN). Members of the Genomic and RNA Profiling Core (GARP) at Baylor College of Medicine conducted sample quality checks using the NanoDrop spectrophotometer (Thermo Fisher Scientific) and the Agilent Bioanalyzer 2100 (Agilent Technologies). Samples that met the following criteria were used for RNA-Seq: RNA integrity number (RIN) of 8.0 or higher, A260 nm/A280 nm of 1.9 or higher, A260 nm/A230 nm of 1 or higher, and r28S/16S of 1.5 or higher. The Illumina TruSeq Stranded mRNA library preparation protocol was then used to generate cDNA libraries starting with 250 ng total RNA. The resulting libraries were quantitated using the NanoDrop spectrophotometer, and fragment size was assessed with the Agilent Bioanalyzer. The pooled libraries were loaded onto a NovaSeq 6000 S4 flow cell and sequenced to a depth of approximately 100 million read pairs/sample. A paired-end, 150-cycle run was used to sequence the flowcell on a NovaSeq 6000 sequencing system.

The quality of raw fastq files was first assessed using FastQC, version 0.11.9 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Raw reads were then mapped with STAR, version 2.7.10b (50), using the mm10 genome and the GENCODE M25 gene annotation in GFF3 format (51). Raw read counts were processed and normalized to transcripts per million (TPM) using the RSEM algorithm, version 1.3.1 (52) DGE was called with an adjusted *P* value of less than 0.05 and an absolute fold change of 1.5 or more using DESeq2, version1.42.0 (53). For alternative splicing (AS) analysis, rMATS , version 4.1.2 (54), was applied to identify and quantify 5 different splicing types: CE, alternative 5′ splice site (AS 5′ SS), alternative 3′ splice site (AS 3′ SS), mutually exclusive exons (MXEs), and retained intron (RI) events, based on the bam files generated from the STAR alignment. Splicing events with reads of 20 or higher, an FDR of 0.05 or less, and a ΔPSI of 0.15 or more between 2 conditions were considered significant AS events. RNA-Seq data for DGE and AS can be found in the Supplemental Data Files 1–4.

### Signature scores and gene ontology for DGE and AS.

To measure the signature scores using AS events, significant splicing events were identified using the following criteria: FDR of 0.05 or less and an absolute ΔPSI of 0.15 or greater. The significant splicing events in the CUG960 –dox vs. CUG960 +dox group were selected as the AS signatures and included in the score calculation. For each AS signature, the score weights were assigned on the basis of their PSI direction change. Events with a positive PSI change (IncLevelDifference >0 in the CUG960 –dox vs. CUG960 +dox group) received a weight of +1, while events with a negative PSI change (IncLevelDifference <0 in the CUG960 –dox vs. CUG960 +dox group) received a weight of –1. Next, the Virtual Inference of Protein activity by Enriched Regulon (VIPER) analysis (version 1.36.0) algorithm integrated these weighted events and used a rank-based method to compute an integrated score.

Similar to signature scores for AS, to measure the signature scores for DGEs, we used the VIPER R package (version 1.36.0) with the log_2_-transformed transcripts per million (TPM) gene expression matrix as input. The regulons used in the VIPER analysis were the DGEs with an adjusted *P* value of less than 0.05 and an absolute fold change of 1.5 or greater.

ShinyGO V0.80 (55) was used for gene ontology analysis. Enriched categories with a –log_10_ (FDR) ≥1.5 (enrichment FDR ≤ 0.032) were considered significant.

### Statistics.

All quantitative experiments had at least 3 independent biological replicates. Results are presented as the mean ± SEM. Statistical analyses for data sets were carried out using GraphPad Prism, version 9.0 (GraphPad Software), and the methods used are specified in the figure legends. Statistical tests included 1-way ANOVA followed by Tukey’s test for multiple comparisons and 2-way ANOVA followed by Tukey’s or Dunnett’s test for multiple comparisons. A P value of less than 0.05 was considered statistically significant.

### Study approval.

All mouse experiments were carried out in accordance with the *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and approved by the IACUC of Baylor College of Medicine.

### Data availability.

Data are available in the main text or the supplemental materials. Values for all data points in the graphs are reported in the Supporting Data Values file. The mouse RNA-Seq data have been deposited in the NCBI’s Gene Expression Omnibus (GEO) database (GEO GSE283998).

## Author contributions

RCH and TAC conceived the study, designed experiments, and analyzed and interpreted data. RCH performed the assays and wrote the manuscript. RCH and TAC edited the manuscript. YZ and ZX performed data analysis for RNA-Seq. LN, SJJ, AEH, and WRL helped with the experimental design and data analysis. All authors reviewed the manuscript and provided input.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
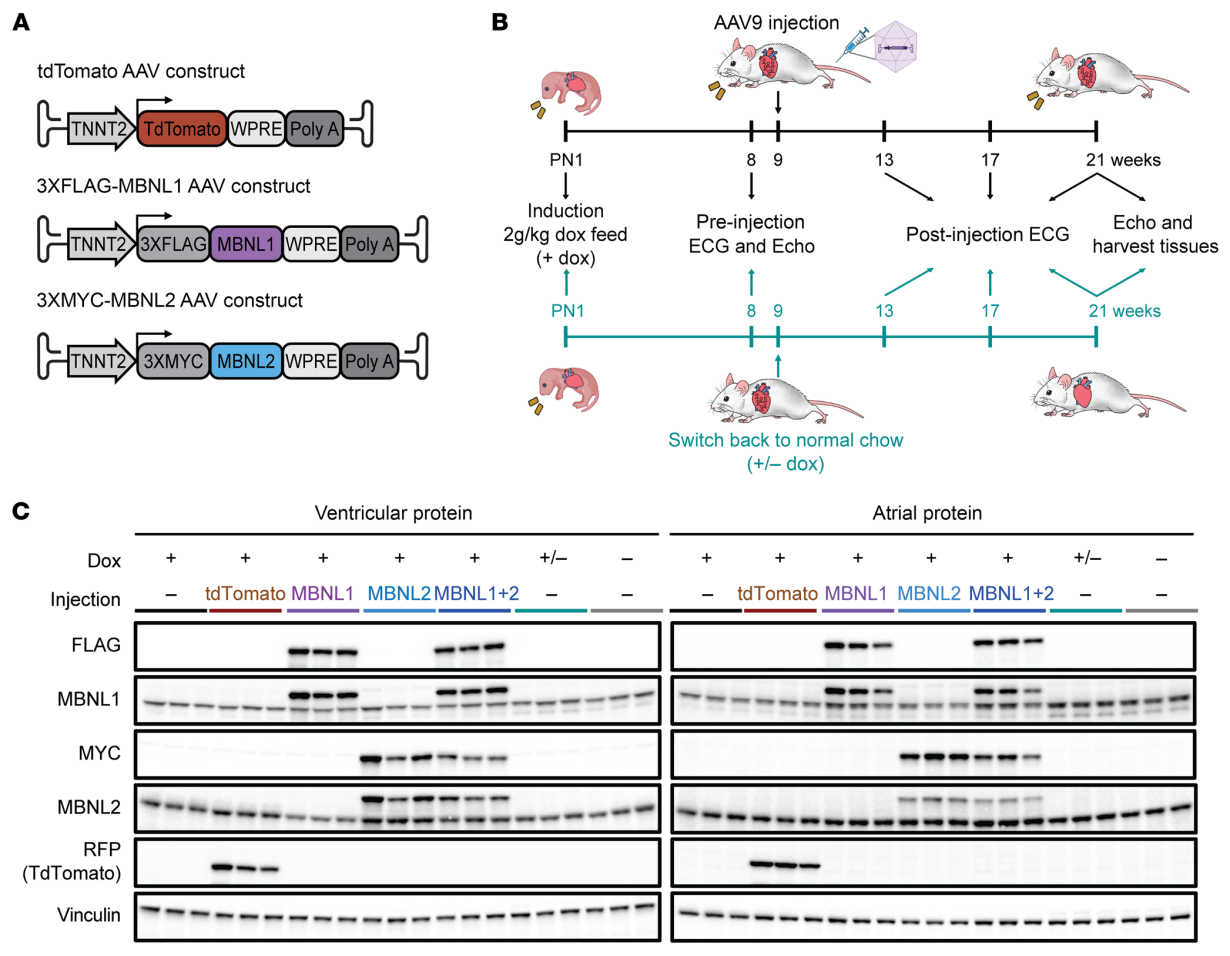
Exogenous MBNL1 and MBNL2 are overexpressed in ventricles and atria of CUG960 +dox mice by AAV9 delivery. (**A**) Diagram of the pAAV vectors used to express control tdTomato protein (pAAV-tdTomato), 3xFLAG-MBNL1, and 3xMYC-MBNL2. (**B**) Diagram of the experimental design including time points and assays. (**C**) Cardiac ventricular and atrial protein expression was evaluated by Western blotting. *n* = 3 animals per cohort.

**Figure 2:**
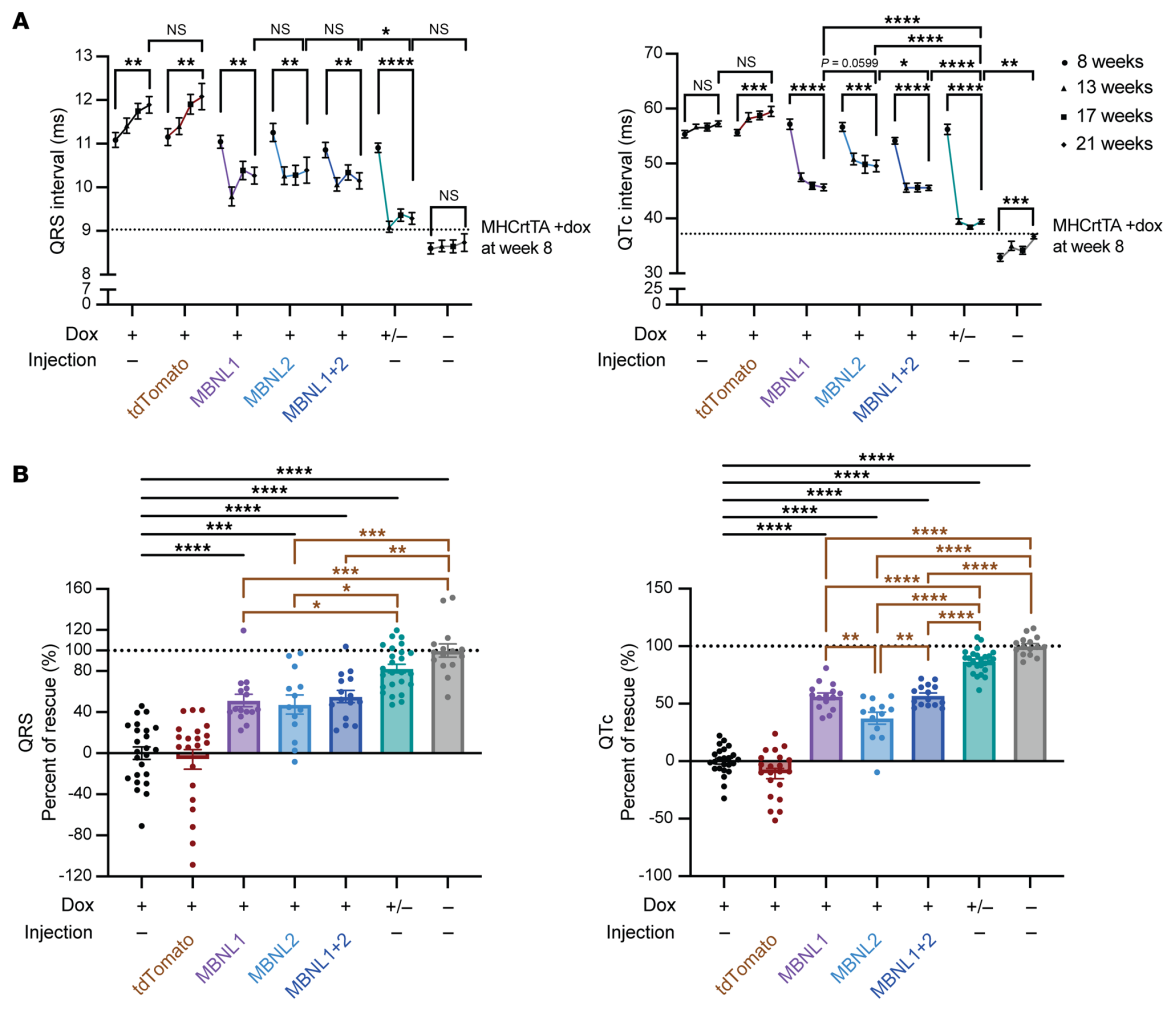
Cardiac conduction intervals were rescued by overexpression of MBNL1 and/or MBNL2. (**A**) QRS (left) and QTc (right) intervals were determined by surface ECG recordings in anesthetized CUG960 mice in response to dox induction with different treatments. On/off dox (+/–) animals were taken off dox at the time of AAV9 delivery and served as a control for complete recovery. Data on QRS and QTc intervals from MHCrtTA +dox control animals at 8 weeks of age are indicated by a dashed line (28). *n* ≥13 per cohort. Data represent the mean ± SEM and were analyzed using 2-way ANOVA followed by Tukey’s multiple-comparison test. (**B**) Percent rescue of QRS (left) and QTc (right) intervals was calculated using the average ECG parameters from the last time point (21 weeks of age). *n* ≥13 per cohort. Black lines represent the significant differences of corresponding groups compared with +dox or tdTomato controls; brown lines represent the significant differences between the corresponding groups and +/–dox and –dox controls. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 1-way ANOVA followed by Tukey’s multiple-comparison test.

**Figure 3:**
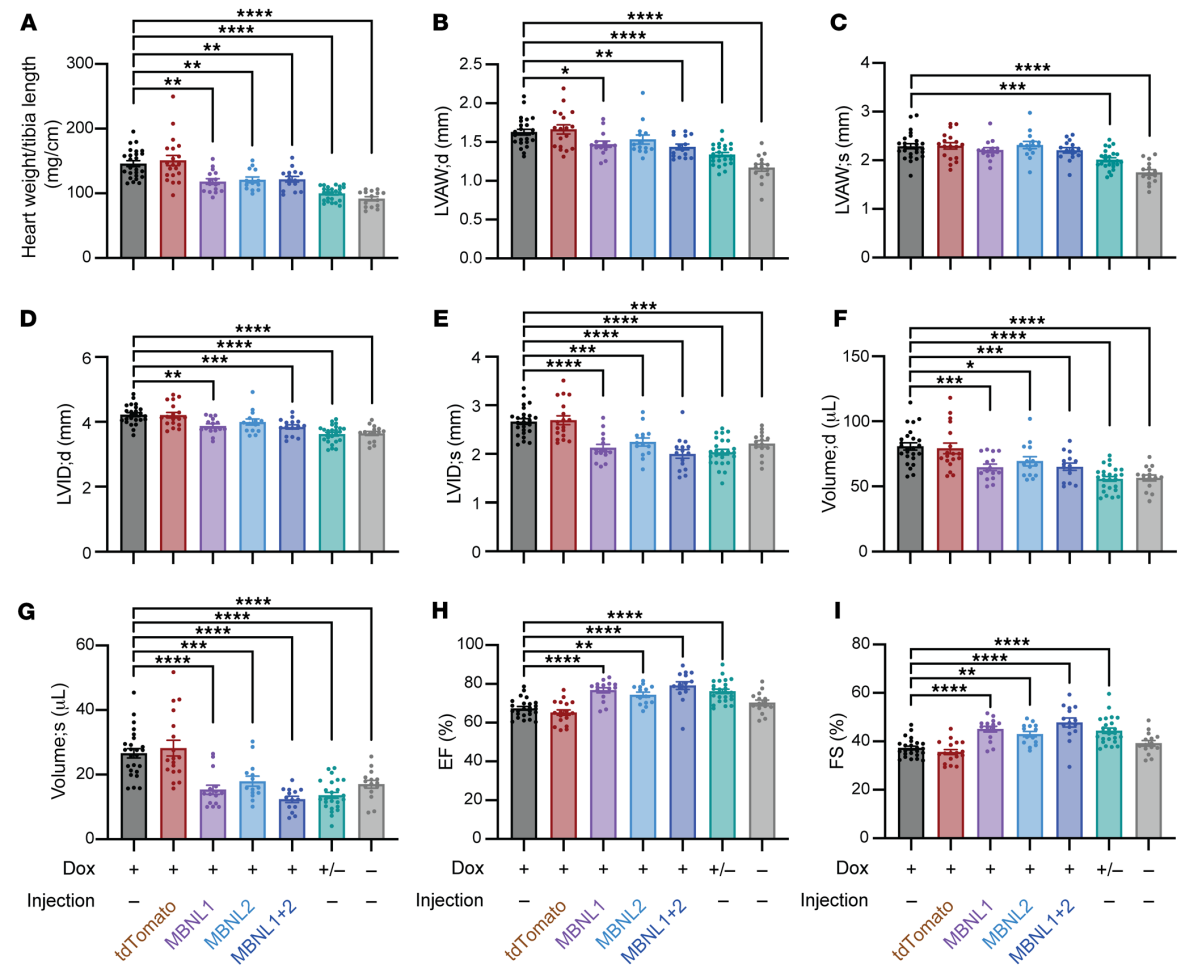
Heart weight and echocardiographic parameters induced by CUG_exp_ RNA show significant or trending rescue with MBNL1 and/or MBNL2 overexpression. (**A**) Heart weight was normalized to tibia length. (**B** and **C**) Left ventricle anterior wall (LVAW) thickness, (**D** and **E**) left ventricle internal diameter (LVID), (**F** and **G**) LV volume, (**H**) ejection fraction (EF), and (**I**) fractional shortening (FS) were determined by M-mode Echo. *n* ≥13 per cohort. All animals were analyzed at the 21-week time point. Data represent the mean ± SEM and were analyzed by ordinary 1-way ANOVA. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001. d, end of diastole; s, end of systole.

**Figure 4:**
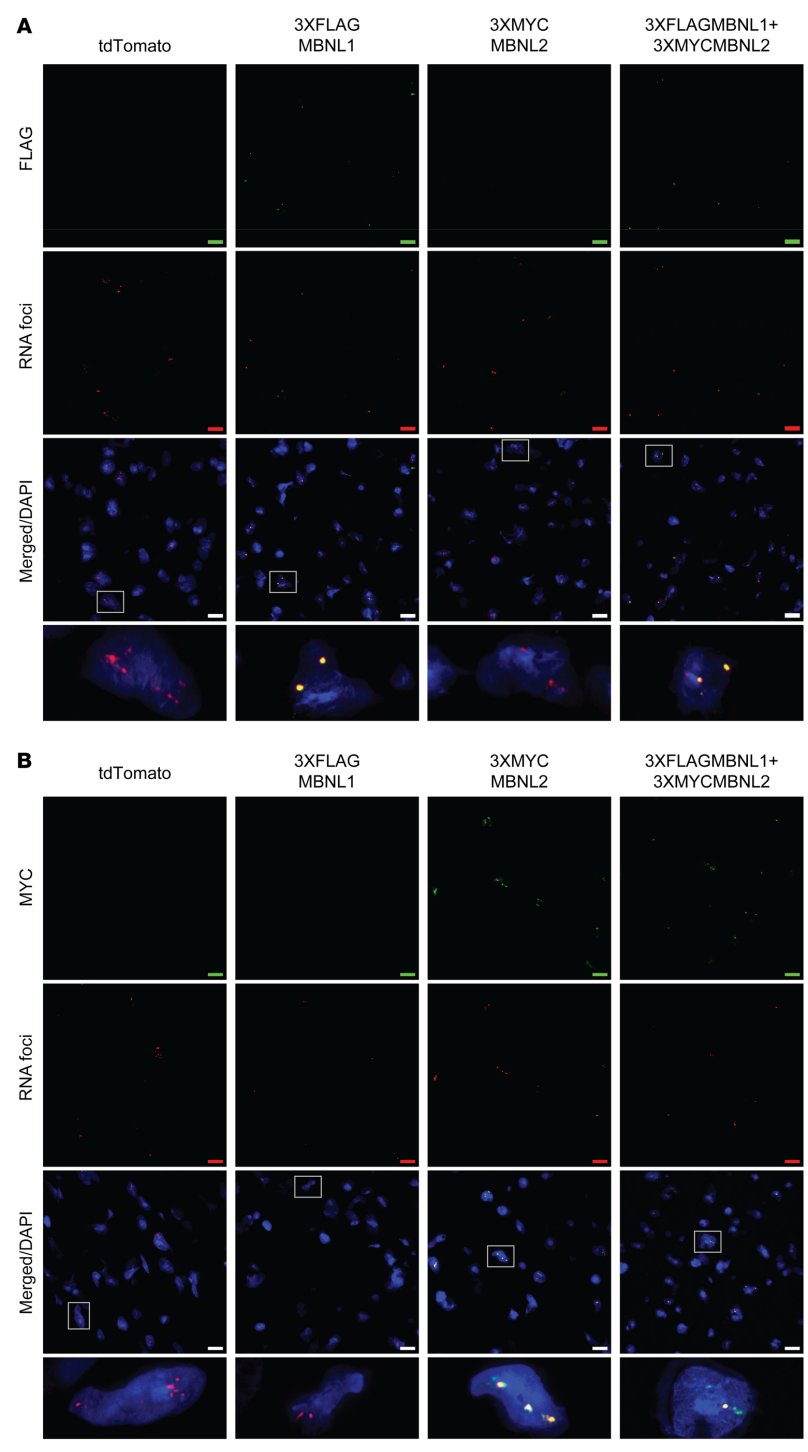
CUG960 +dox mice with MBNL overexpression show colocalization of epitope-tagged MBNL1 and MBNL2 with nuclear CUG_exp_ RNA foci. RNA FISH using a (CAG)_5_ locked nucleic acid probe targeting CUG_exp_ RNA combined with IF for (**A**) FLAG tag and (**B**) MYC tag in the ventricles of CUG960 +dox mice. The experiments were conducted on 3 animals in each group, and representative images are shown. Scale bars: 10 μm.

**Figure 5:**
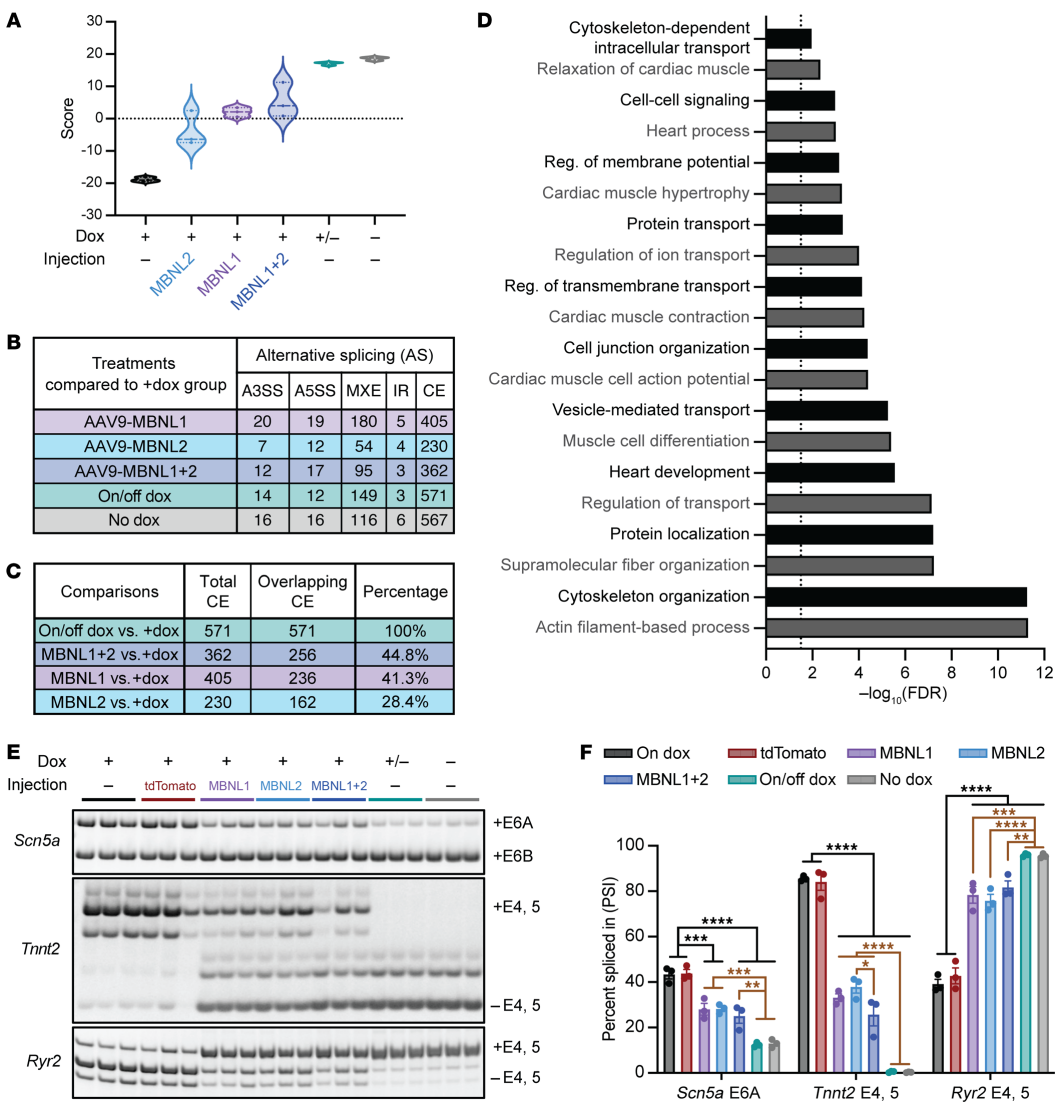
MBNL overexpression partially rescues disrupted ventricular splicing events related to cardiac morphology and function. (**A**) Alternative splicing signature scores for ventricle samples. The center line indicates the median value, while the upper and lower dashed lines indicate the first and third quartiles. (**B**) Number and types of alternative splicing events observed in ventricles. IR, intron retention. (**C**) Percentage of overlapping CE splicing events in each MBNL-overexpressing cohort using the comparison between CUG960 +/–dox and +dox cohorts as a reference. (**D**) Genes showing differential alternative splicing changes in comparisons of CUG960 –dox mice with +dox mice, as well as in comparisons of all MBNL cohorts to CUG960 +dox cohort were evaluated for enrichment of GO functional terms using the ShinyGO platform. The dashed vertical line: –log_10_(FDR) = 1.5 (**E**) Representative polyacrylamide gels showing alternative splicing changes for the candidate genes *Scn5A*, *Tnnt2*, and *Ryr2* in ventricles of CUG960 +dox mice that underwent different treatments. (**F**) Quantification of the PSI for each splicing event. *n = 3* animals per cohort. Black lines represent the significant differences in the corresponding groups compared with +dox or tdTomato controls; brown lines represent the significant differences between the corresponding groups and +/–dox and –dox controls. E, exon. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by 2-way ANOVA with Tukey’s multiple-comparison test.

**Figure 6:**
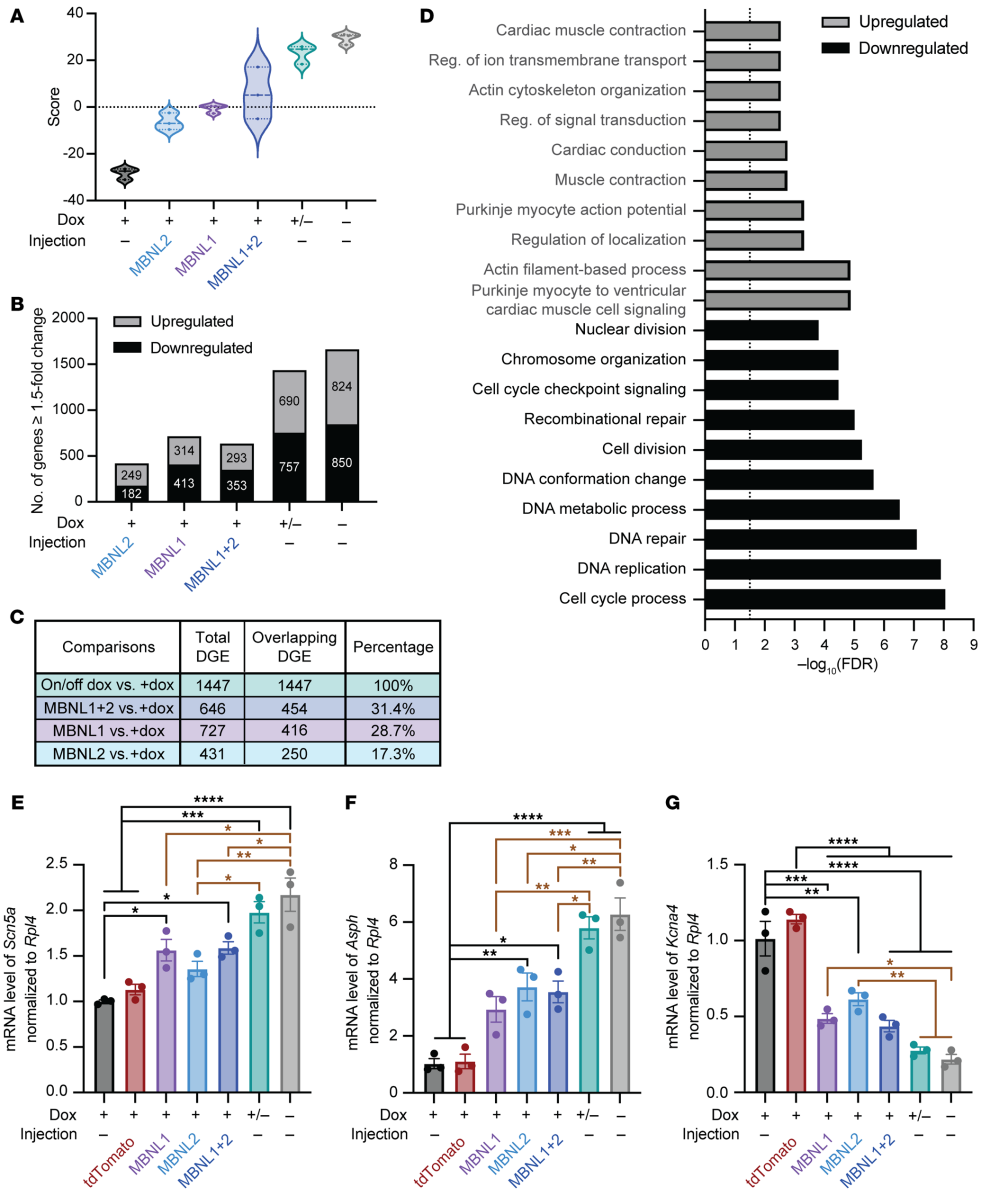
MBNL1 and/or MBNL2 overexpression results in partial rescue for widespread DGE in ventricles of CUG960 +dox mice. (**A**) Gene signature scores for ventricular samples. The center line represents the median value, while the upper and lower dashed lines indicate the first and third quartiles. (**B**) Differentially expressed genes displaying at least a 1.5-fold change (adjusted *P* = 0.05) as compared with expression in CUG960 +dox controls. (**C**) Percentages of overlapping DGE in each MBNL-overexpressing cohort using the comparison between CUG960 +/-dox and +dox cohorts as a reference. (**D**) GO functional terms for genes showing DGE changes in the ventricles of mice in all cohorts. Dashed line: –log_10_(FDR) = 1.5. (**E**–**G**) RT-qPCR–based validation of candidate genes showing gene expression changes in ventricles of mice in each cohort. *Rpl4* was used as an internal control for normalization. *n* = 3 animals per cohort. Black lines indicate the significant differences in corresponding groups compared with +dox or tdTomato controls; brown lines indicate the significant differences between the corresponding groups and +/–dox and –dox controls. Data represent the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001, by ordinary 1-way ANOVA followed by Tukey’s multiple-comparison test. Reg., regulation.

# Supplementary material for: MBNL overexpression rescues cardiac phenotypes in a myotonic dystrophy type 1 heart mouse model
**Source:** J Clin Invest. 2025 Feb 11;135(7):e186416. doi: 10.1172/JCI186416
**Supplement:** Supplemental data

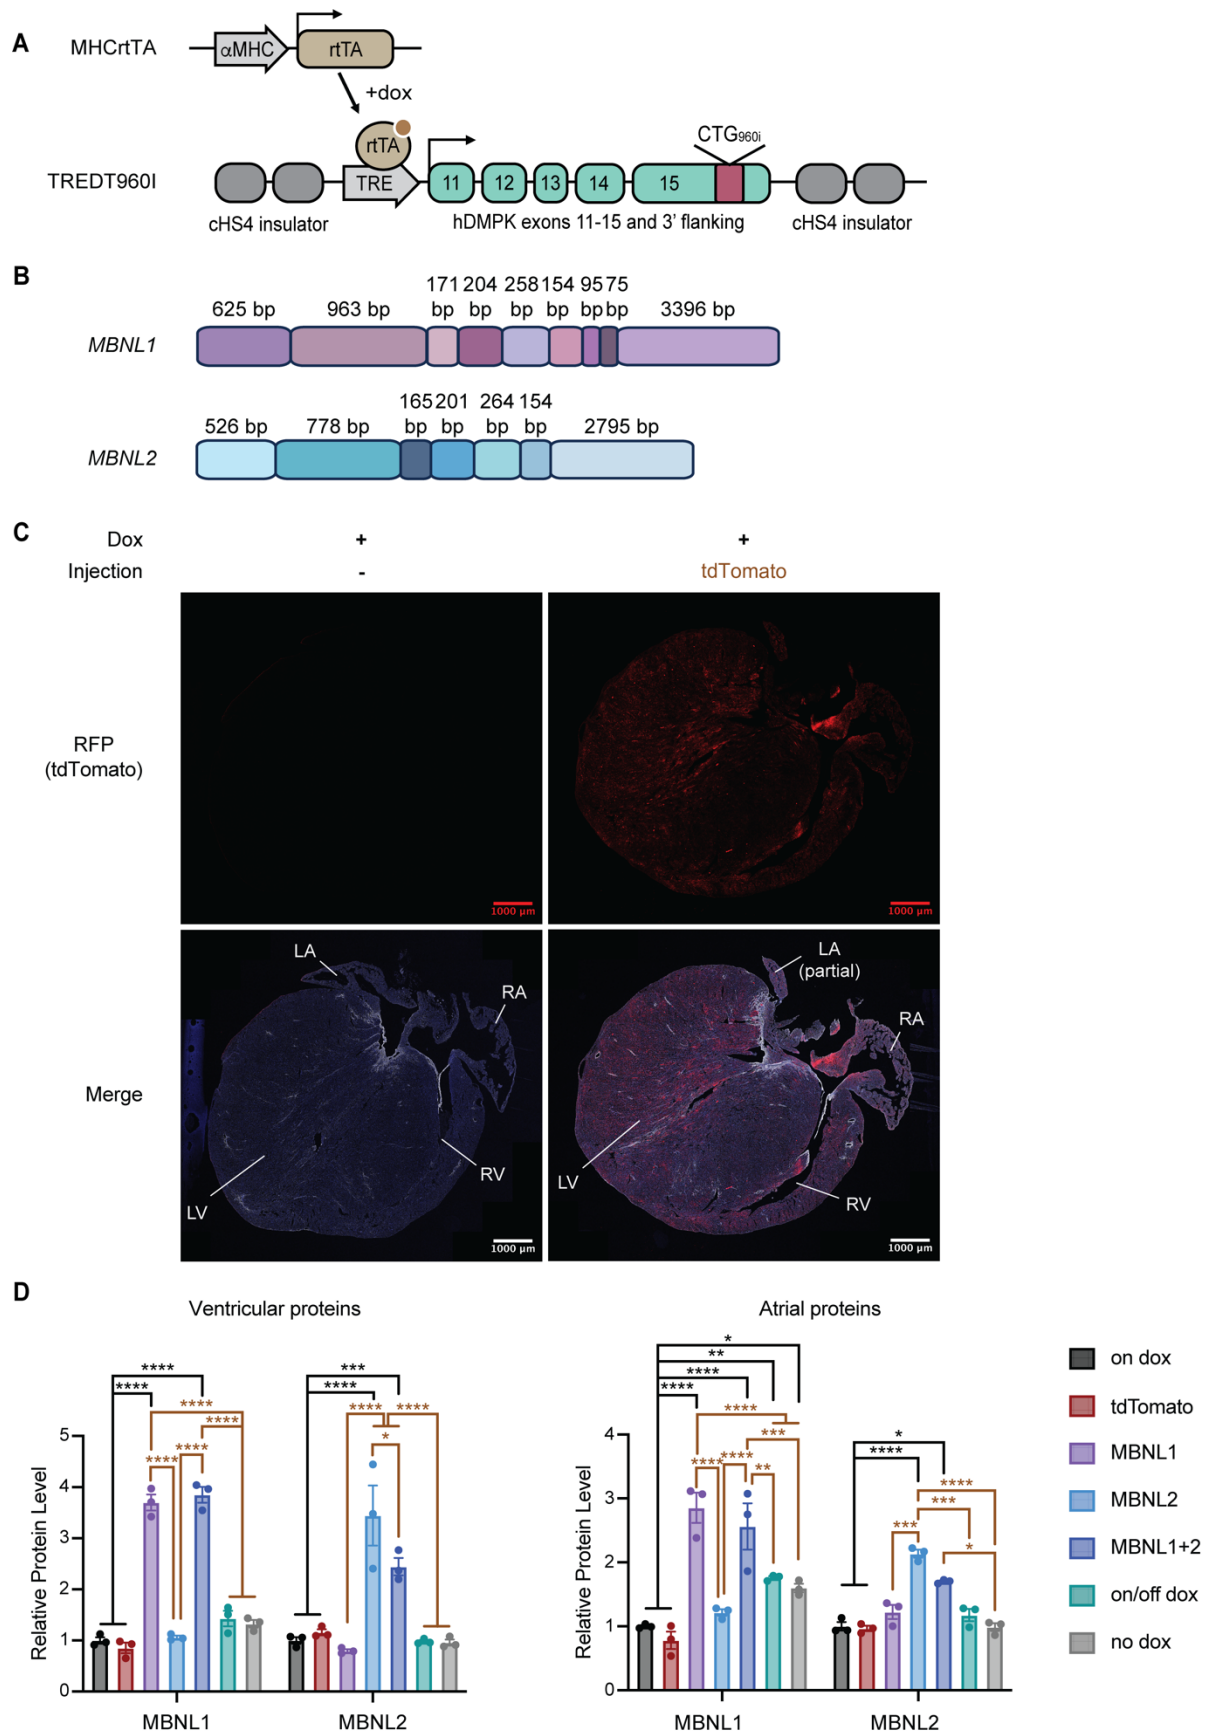

**Supplemental Figure 1. Exogenous cardiac MBNL1 and MBNL2 isoforms successfully overexpressed in the heart of the CUG960 DM1 heart bitransgenic mouse model.** (A) Schematic of the TREDT960I/MHCrtTA (CUG960) heart mouse model. TRE: tetracycline response element; rtTA: reverse tetracycline transactivator. (B) Diagram of the predominant cardiac MBNL1 and MBNL2 isoforms, shown as mRNAs, used for overexpression in this study. bp: base pair (C) Immunofluorescence detection for tdTomato in whole heart of CUG960 +dox control mice and AAV9-tdTomato treated mice using anti-red fluorescent protein (RFP) antibody to check for the distribution of AAV9 virus. Blue signal represents DAPI and grey signal represents wheat germ agglutinin (WGA). Data shown here are tile a scan image; scale bar is 1000  $\mu$ m. LV: left ventricle; RV: right ventricle; LA: left atrium; RA: right atrium. (D) Quantification data for MBNL1 and MBNL2 protein levels from western blots in Figure 1C normalized to Vinculin.  $n=3$  animals per cohort. Data represent the means  $\pm$  SEM and were analyzed using 2-way ANOVA followed by Dunnett's multiple comparisons test. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ . Black lines represent the significant differences of corresponding groups compared to +dox or tdTomato controls. Brown lines represent the significant differences between corresponding groups and +/-dox and -dox controls.

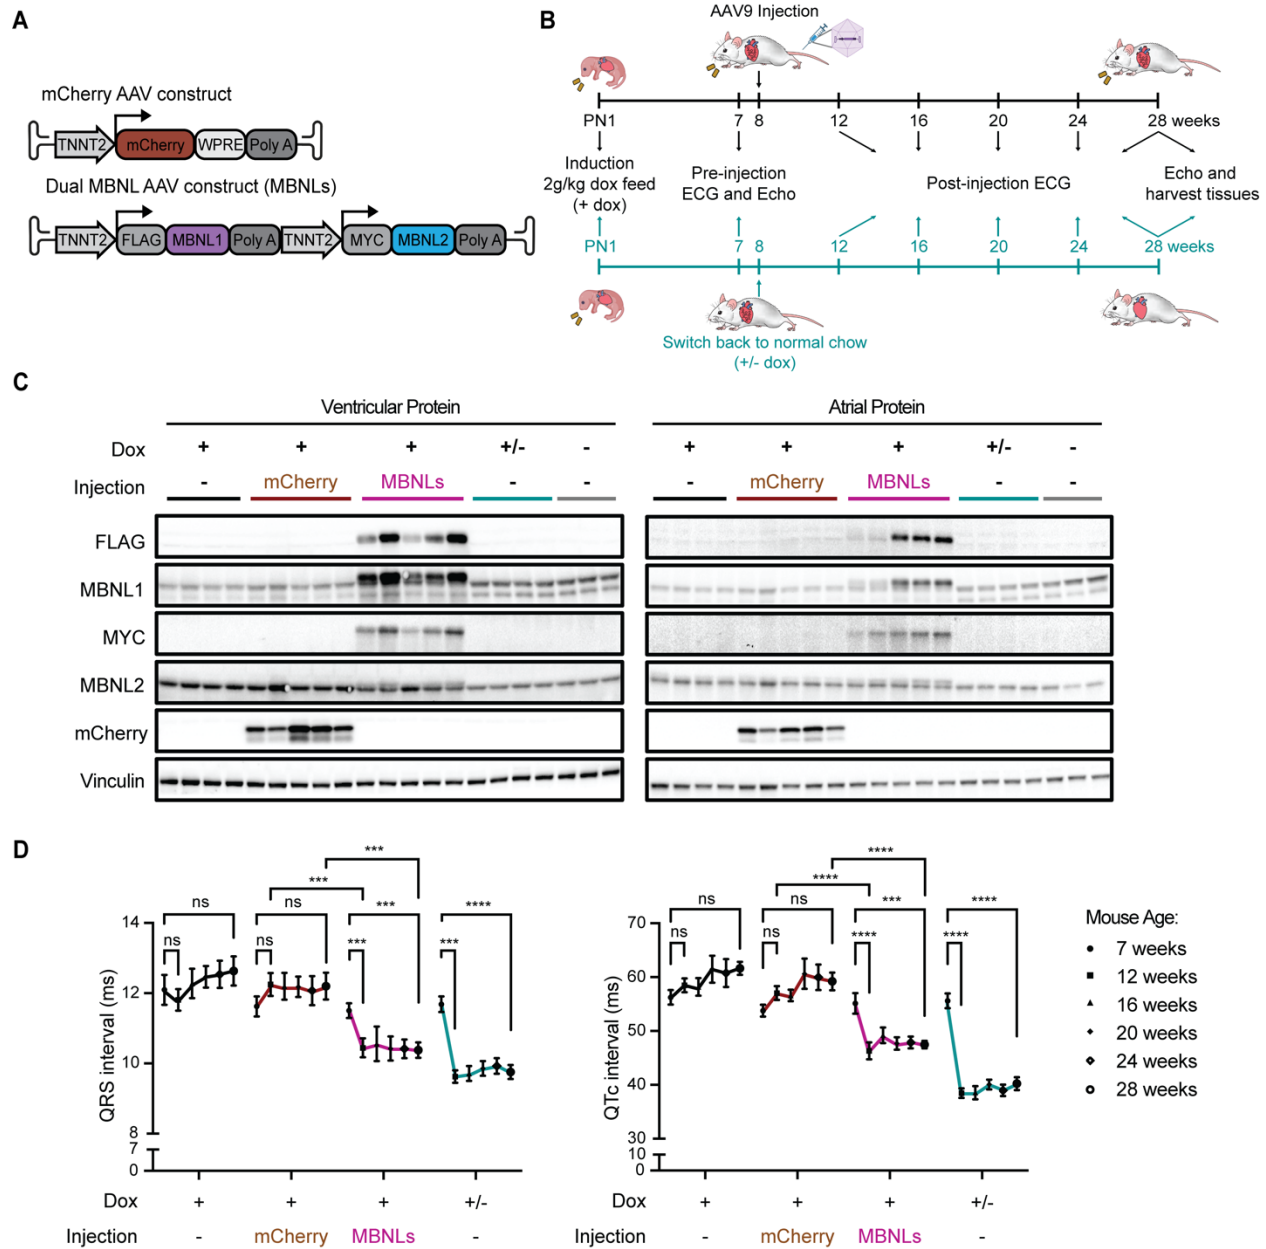

**Supplemental Figure 2. Rescue of conduction defects by MBNL overexpression remained consistent for 5 months after injection.** (A) Diagram of the pAAV vectors used to express FLAG-MBNL1-MYC-MBNL2 (pAAV-MBNL1&2) and mCherry protein (pAAV-mCherry) as a control. (B) Diagram of the experimental plan including timepoints and assays. (C) Cardiac ventricular and atrial protein expression were evaluated by western blotting analysis. (D) QRS (left) and QTc (right) intervals determined by surface ECG recordings in anesthetized CUG960 mice in response to dox induction with different treatments.  $n=9$  per cohort. Data represent the mean  $\pm$  SEM and were analyzed using Mixed-effects analysis followed by Tukey's multiple comparisons test. \*  $p<0.05$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ , ns: not significant.

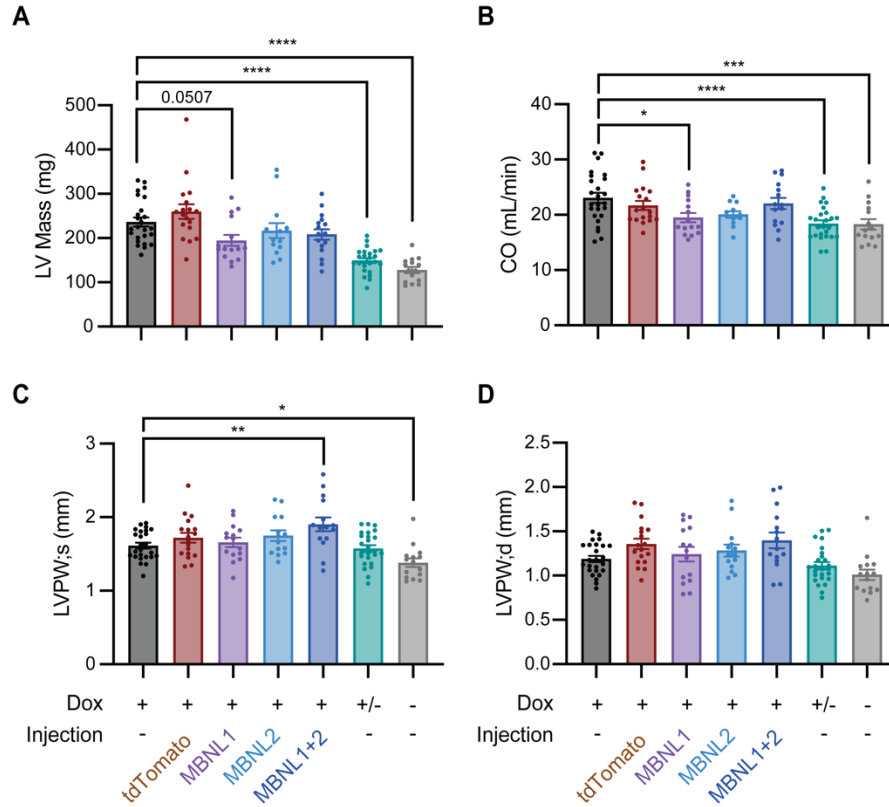

**Supplemental Figure 3.** M-mode echocardiography was performed on animals from all cohorts at 21-weeks of age to evaluate (A) LV mass, (B) cardiac output (CO), (C and D) left ventricular posterior wall (LVPW) thickness. d: end of diastole. s: end of systole.  $n \geq 13$  per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary one-way ANOVA. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

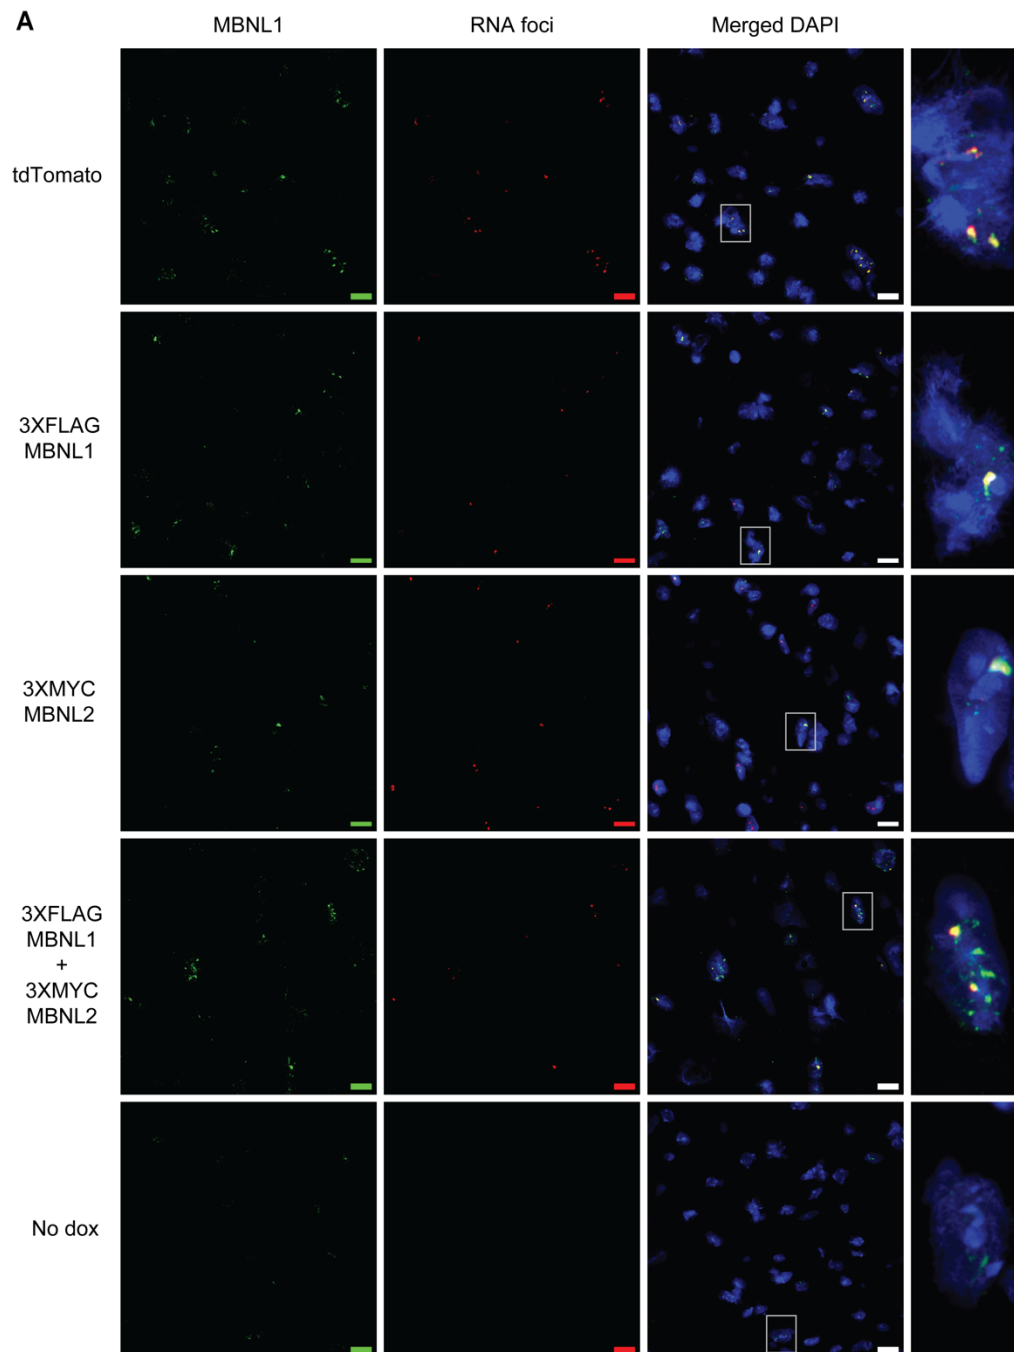

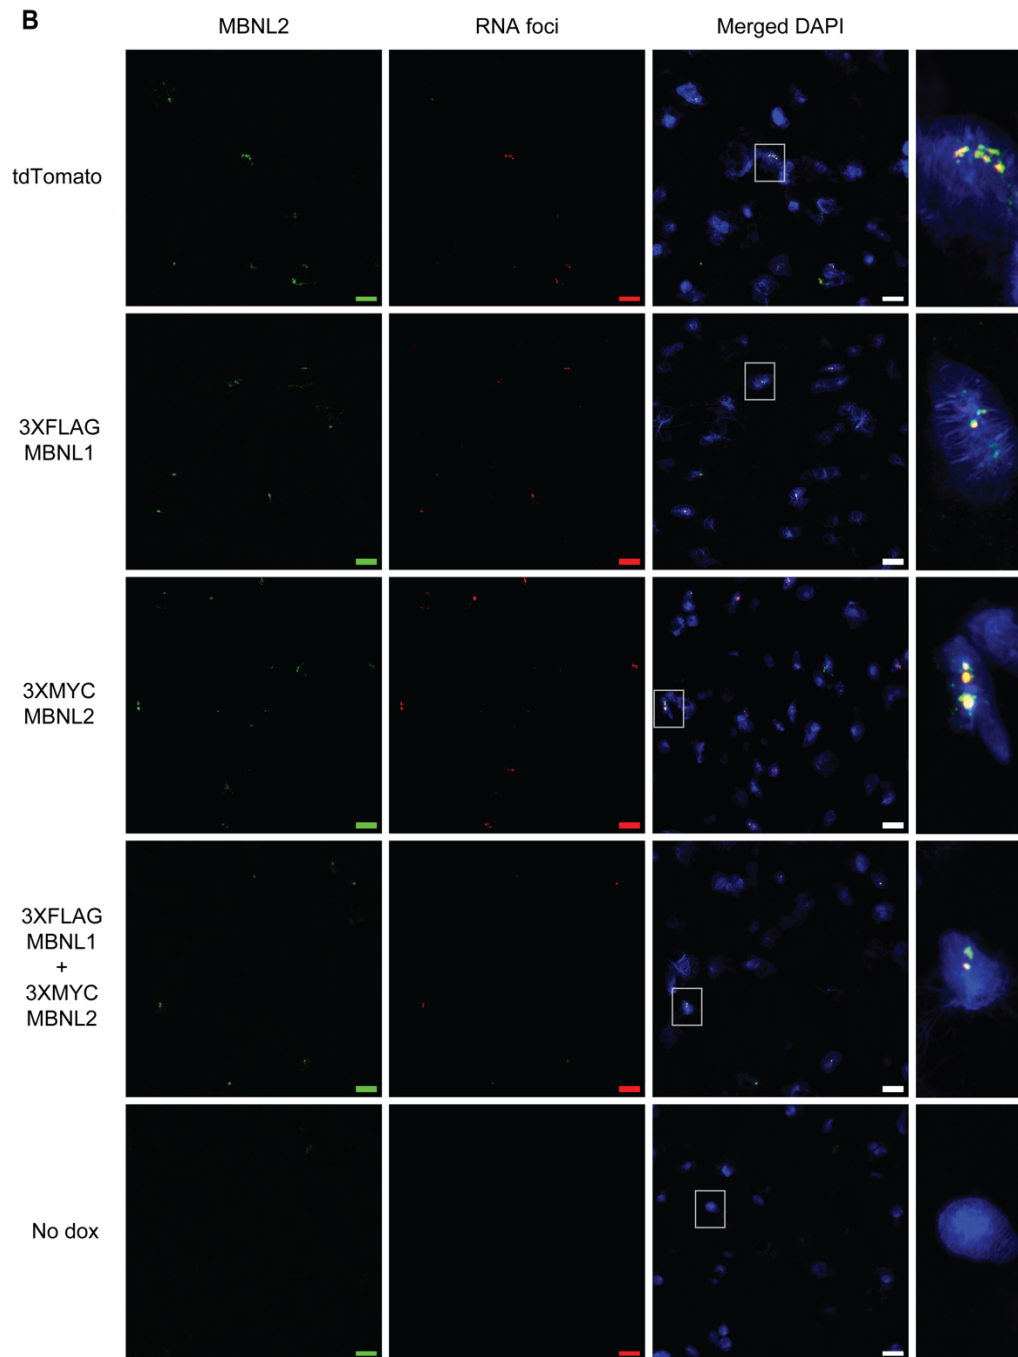

**Supplementary Figure 4. CUG960 +dox mice with MBNL overexpression showed MBNL1 and MBNL2 colocalized with the foci.** RNA FISH with a (CAG)<sub>5</sub> locked nucleic acid probe targeting CUG<sub>exp</sub> RNA combined with immunofluorescence for (A) MBNL1 and (B) MBNL2 in the ventricles of CUG960 +dox mice. The experiments were conducted on three animals for each group and the representative images are shown. Scale bar: 10 microns.

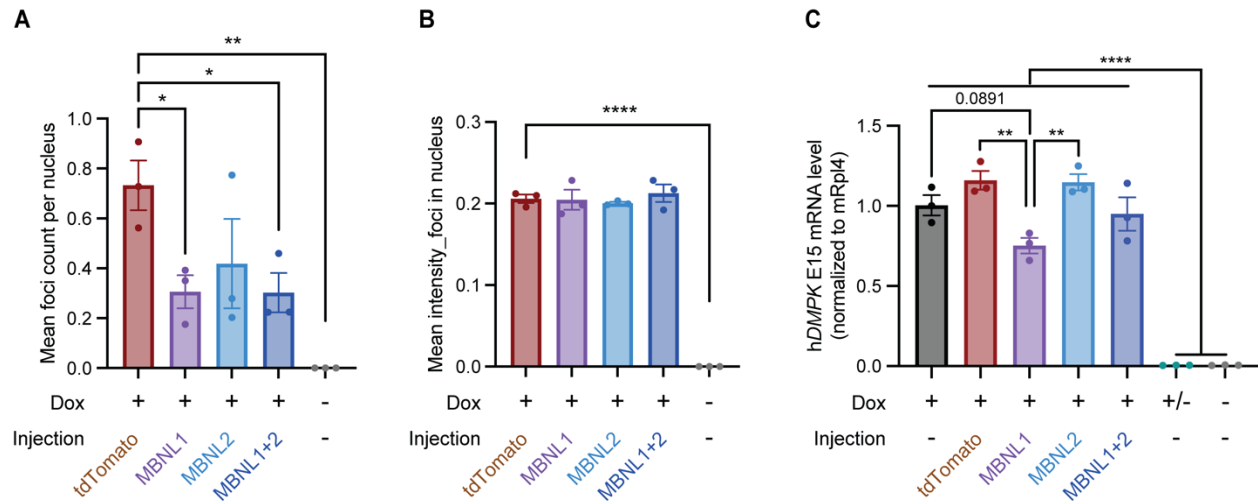

**Supplementary Figure 5. Overexpression of MBNL decreased the number of foci but not the expression of CUG<sub>exp</sub> RNA repeats in ventricles.** (A) Total number of nuclear foci divided by the total number of nuclei measured in 3 ventricular samples from each cohort. Four fields of view were analyzed per animal and 3 ventricular samples from 3 different animals per group were used. (B) Quantification of foci intensity for foci in nucleus from each cohort. (C) RT-qPCR analysis of transgene mRNA expression in ventricle of CUG960 mice in response to different conditions. *mRpl4* was used as an internal control for normalization. *n*=3 animals per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary one-way ANOVA followed by Dunnett's multiple comparisons test. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*\*  $p<0.0001$ .

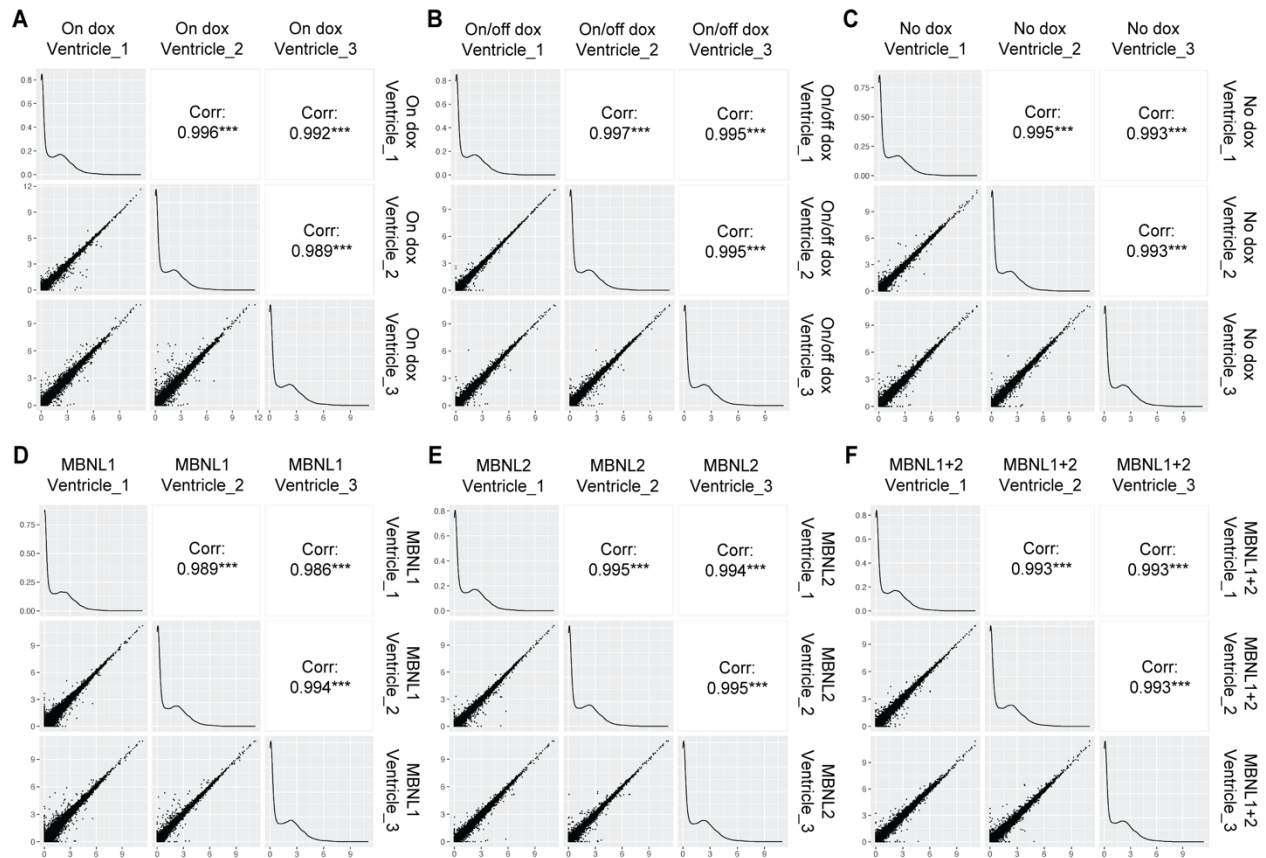

**Supplemental Figure 6. Reproducibility between biological replicates in ventricular gene expression.** Biological replicate RNA-seq data sets for ventricles analyzed for reproducibility in gene expression. The X and Y-axis represent the normalized transcript per million (TPM) values and each dot means a gene.

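The plots of TPM compare the level of each gene between a pair of animals of a cohort. Beside them, the counts of each such pair were set against the spread that the sampling of reads alone gives, for genes with at least 20 reads in the pair. The chi-square statistic per gene, which is near 1 where sampling is the only source of spread, ran from 9.61 to 129 over the 36 pairs of both tissues. Each replicate is another animal, so the statistic also holds the differences between animals.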

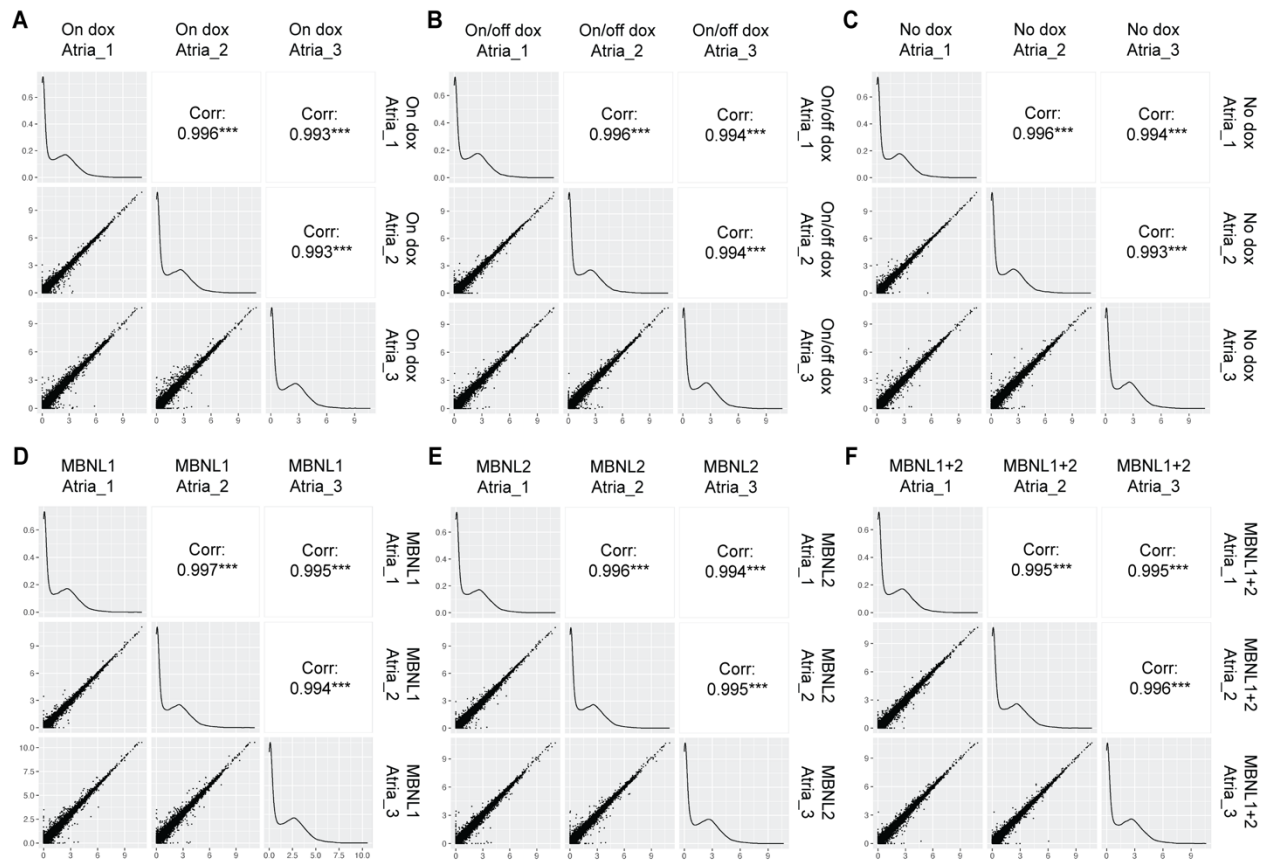

**Supplemental Figure 7. Reproducibility between biological replicates in atrial gene expression.** Biological replicate RNA-seq data sets for atria analyzed for reproducibility in gene expression. The X and Y-axis represent the normalized transcript per million (TPM) values and each dot means a gene.

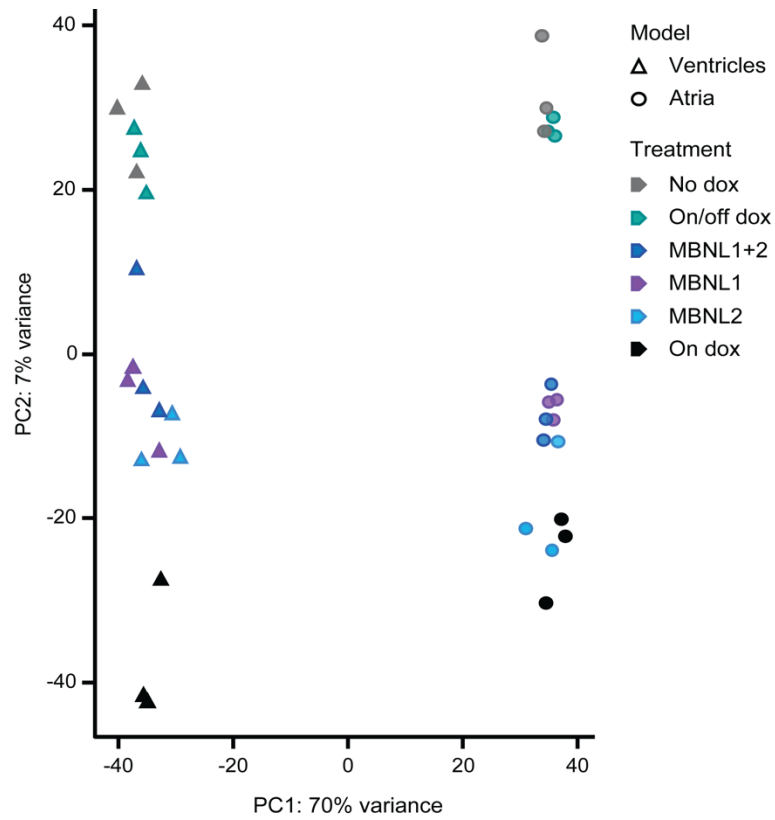

**Supplementary Figure 8. PCA showed strong differences between ventricular and atrial samples, as well as separation of different cohorts.**

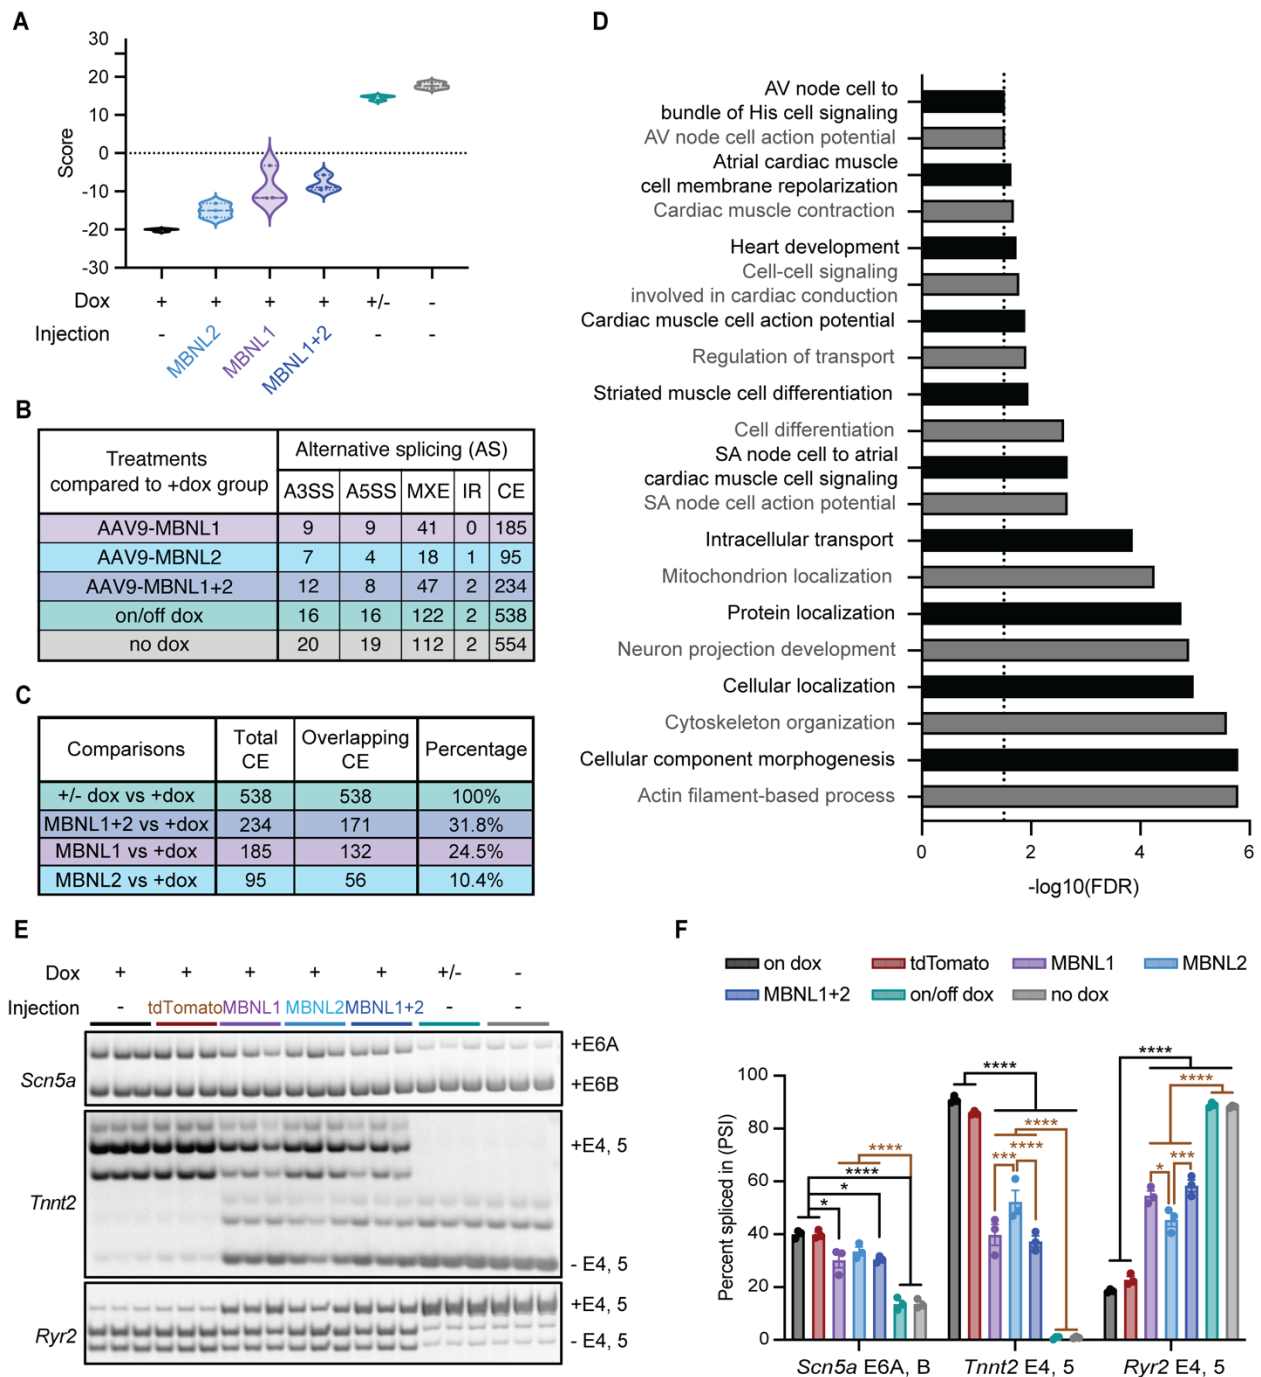

**Supplemental Figure 9. MBNL overexpression in the heart leads to rescues of disrupted transcriptomic-wide splicing events related to cardiac morphology and function in atria of CUG960 +dox mice.** (A) Alternative splicing signature score of atrial samples. The central line represents the median value, while the upper and lower dashed lines indicate the first and third quartiles. (B) Numbers and types of alternative splicing events observed in atria. A3SS/A5SS: alternative 3'/5' splice site; MXE: mutually exclusive exons; IR: intron retention; and CE: cassette exons. (C) Percentage of overlapping cassette exon splicing events in each MBNL overexpression group using the comparison between on/off dox and on dox as reference. (D) Genes showing

differential alternative splicing changes in comparisons of CUG960 -dox to +dox mice, as well as in comparisons of all MBNL cohorts to CUG960 +dox mice were evaluated for enrichment of gene ontology functional terms using ShinyGO platform. Dash line:  $-\log_{10}(\text{false discovery rate}) = 1.5$  (E) Representative RT-PCRs showing alternative splicing changes for candidate genes, *Scn5a*, *Tnnt2*, and *Ryr2*, in ventricles of CUG960 +dox mice with different treatments. (F) Quantification of percent spliced in (PSI) for each splicing events.  $n = 3$  animals per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary two-way ANOVA followed by Tukey's multiple comparisons test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . Black lines represent the significant differences of corresponding groups compared to +dox or tdTomato controls. Brown lines represent the significant differences between corresponding groups and +/- dox and -dox controls. E: exon. Dox: doxycycline. Reg.: regulation.

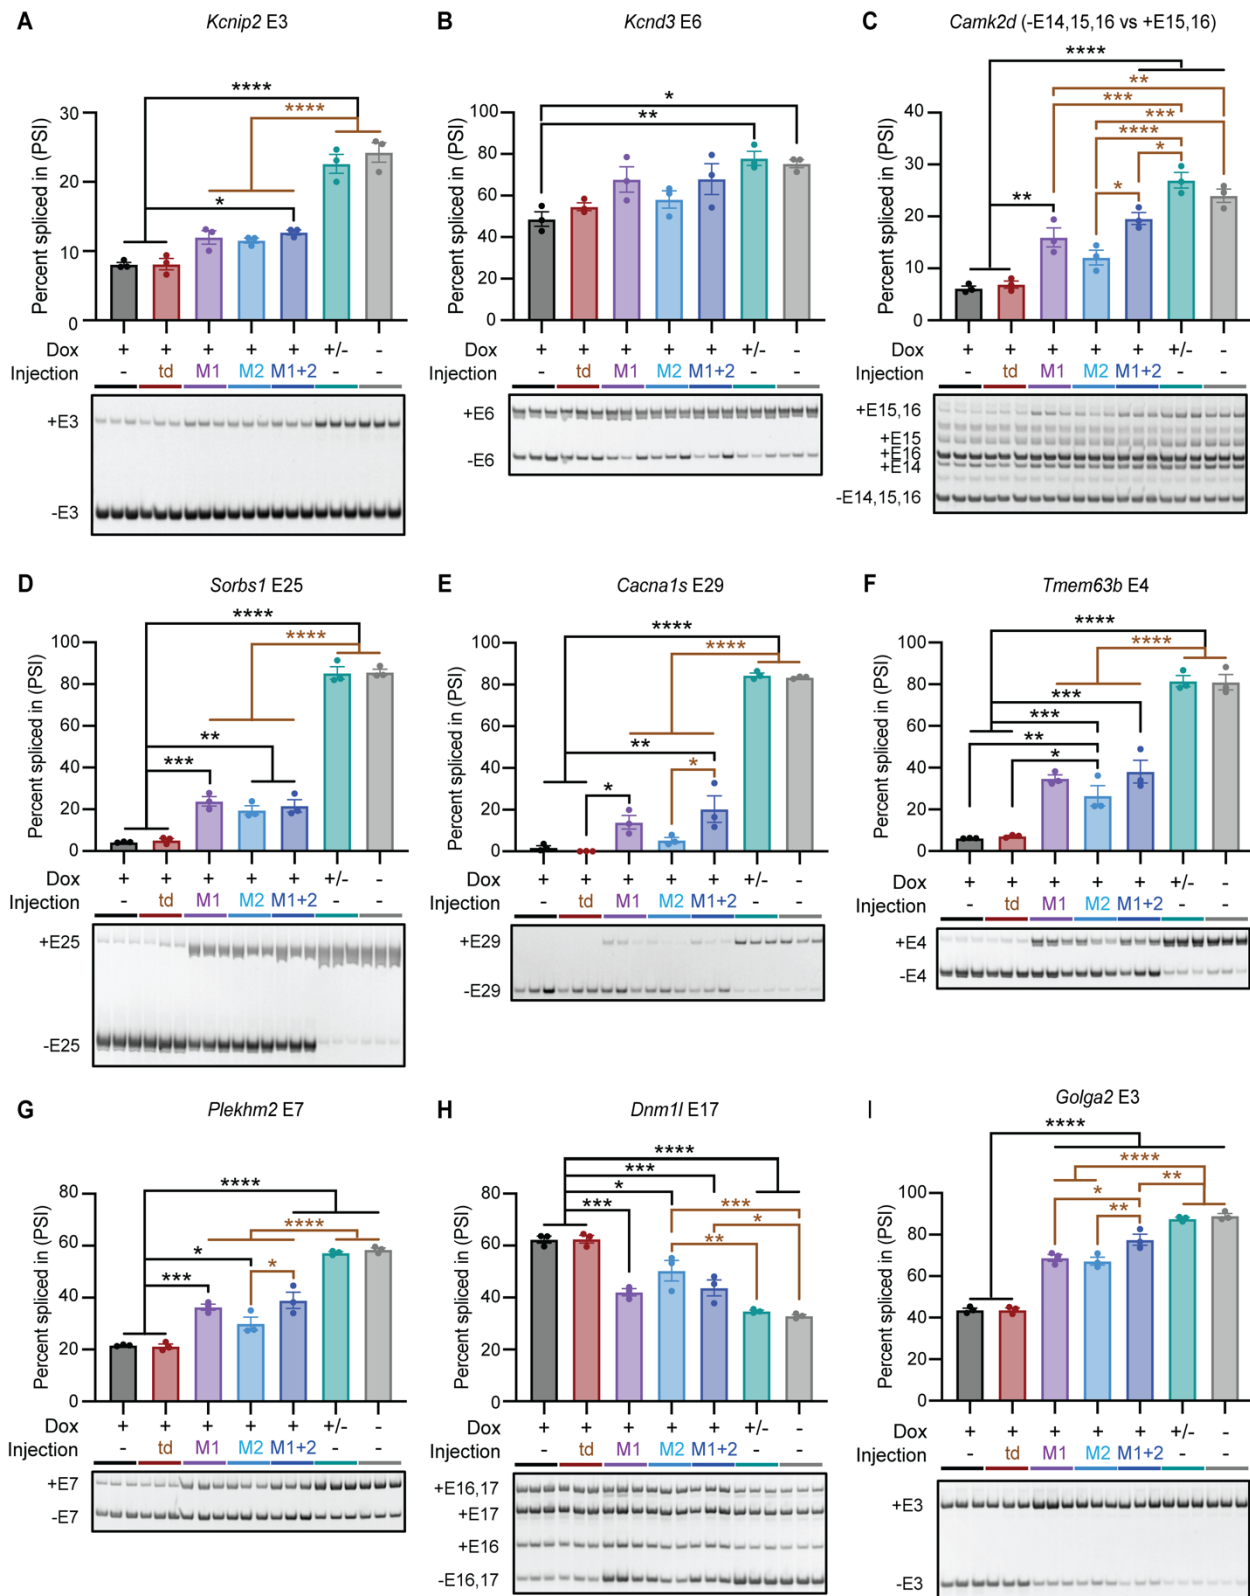

**Supplemental Figure 10. Validation of ventricular splicing events.** Representative RT-PCRs showing alternative splicing changes and quantification of percent spliced in (PSI) for each

splicing events in ventricles of CUG960 +dox mice with different treatments.  $n = 3$  animals per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary one-way ANOVA followed by Tukey's multiple comparisons test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . Black lines represent the significant differences of corresponding groups compared to +dox or tdTomato controls. Brown lines represent the significant differences between corresponding groups and +/-dox and -dox controls. E: exon. Dox: doxycycline. Td: tdTomato. M1: MBNL1. M2: MBNL2. M1+2: MBNL1+MBNL2.

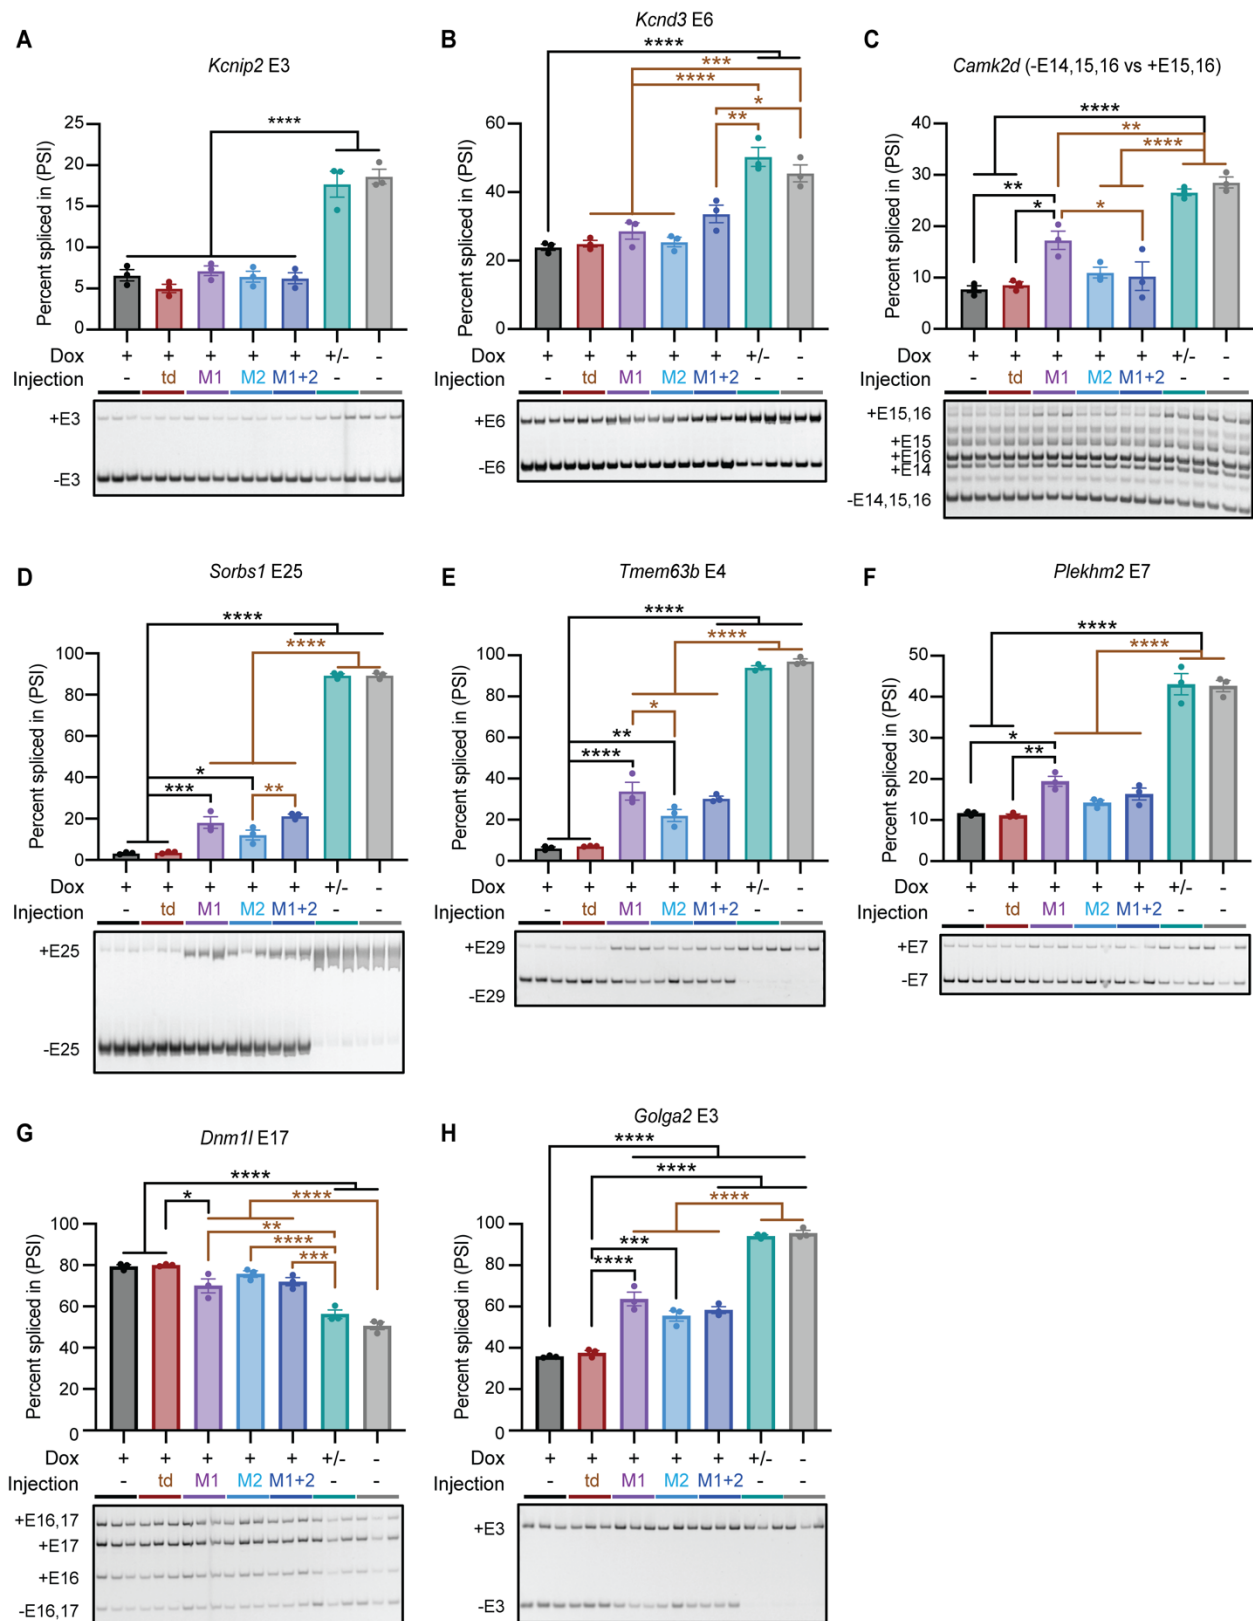

**Supplemental Figure 11. Validation of atrial splicing events.** Representative RT-PCRs showing alternative splicing changes and quantification of percent spliced in (PSI) for each splicing events

in atria of CUG960 +dox mice with different treatments.  $n = 3$  animals per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary one-way ANOVA followed by Tukey's multiple comparisons test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . Black lines represent the significant differences of corresponding groups compared to +dox or tdTomato controls. Brown lines represent the significant differences between corresponding groups and +/- dox and -dox controls. E: exon. Dox: doxycycline. Td: tdTomato. M1: MBNL1. M2: MBNL2. M1+2: MBNL1+MBNL2.

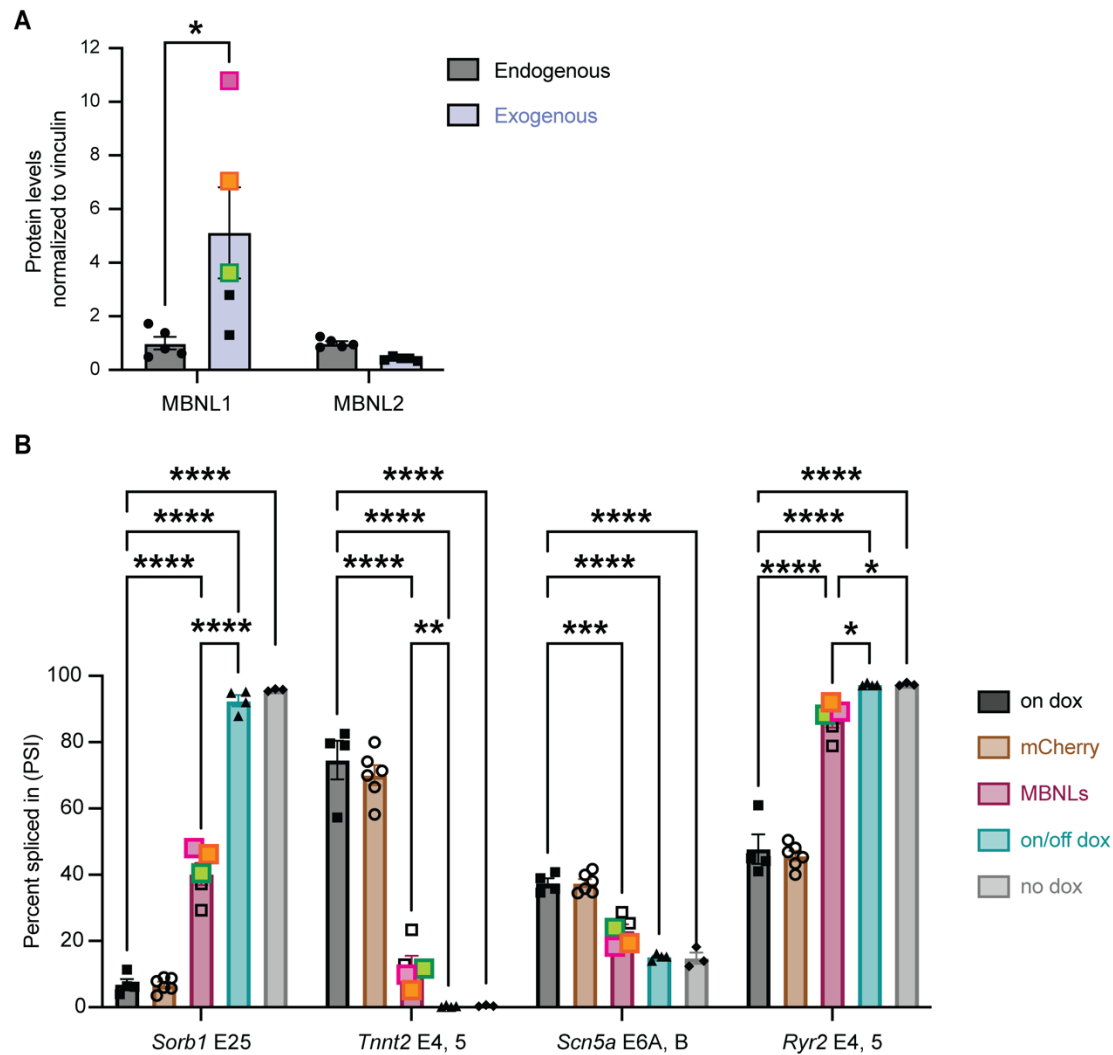

**Supplemental Figure 12. Splicing rescue increased only incrementally with increased MBNL1 expression.** (A) Quantification of MBNL1 and MBNL2 protein levels of AAV-MBNLs cohort from western blots in Supplemental Figure 2C. The protein levels of MBNL1 and MBNL2 were normalized to Vinculin. (B) Quantification of percent spliced in (PSI) for each splicing event.  $n \geq 3$  animals per cohort. Green=3.6-fold, Orange=7.0-fold, Pink=10.8-fold exogenous MBNL1 expression over endogenous Mbnl1. Data represent the means  $\pm$  SEM and were analyzed using 2-way ANOVA followed by Tukey's multiple comparisons test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ .

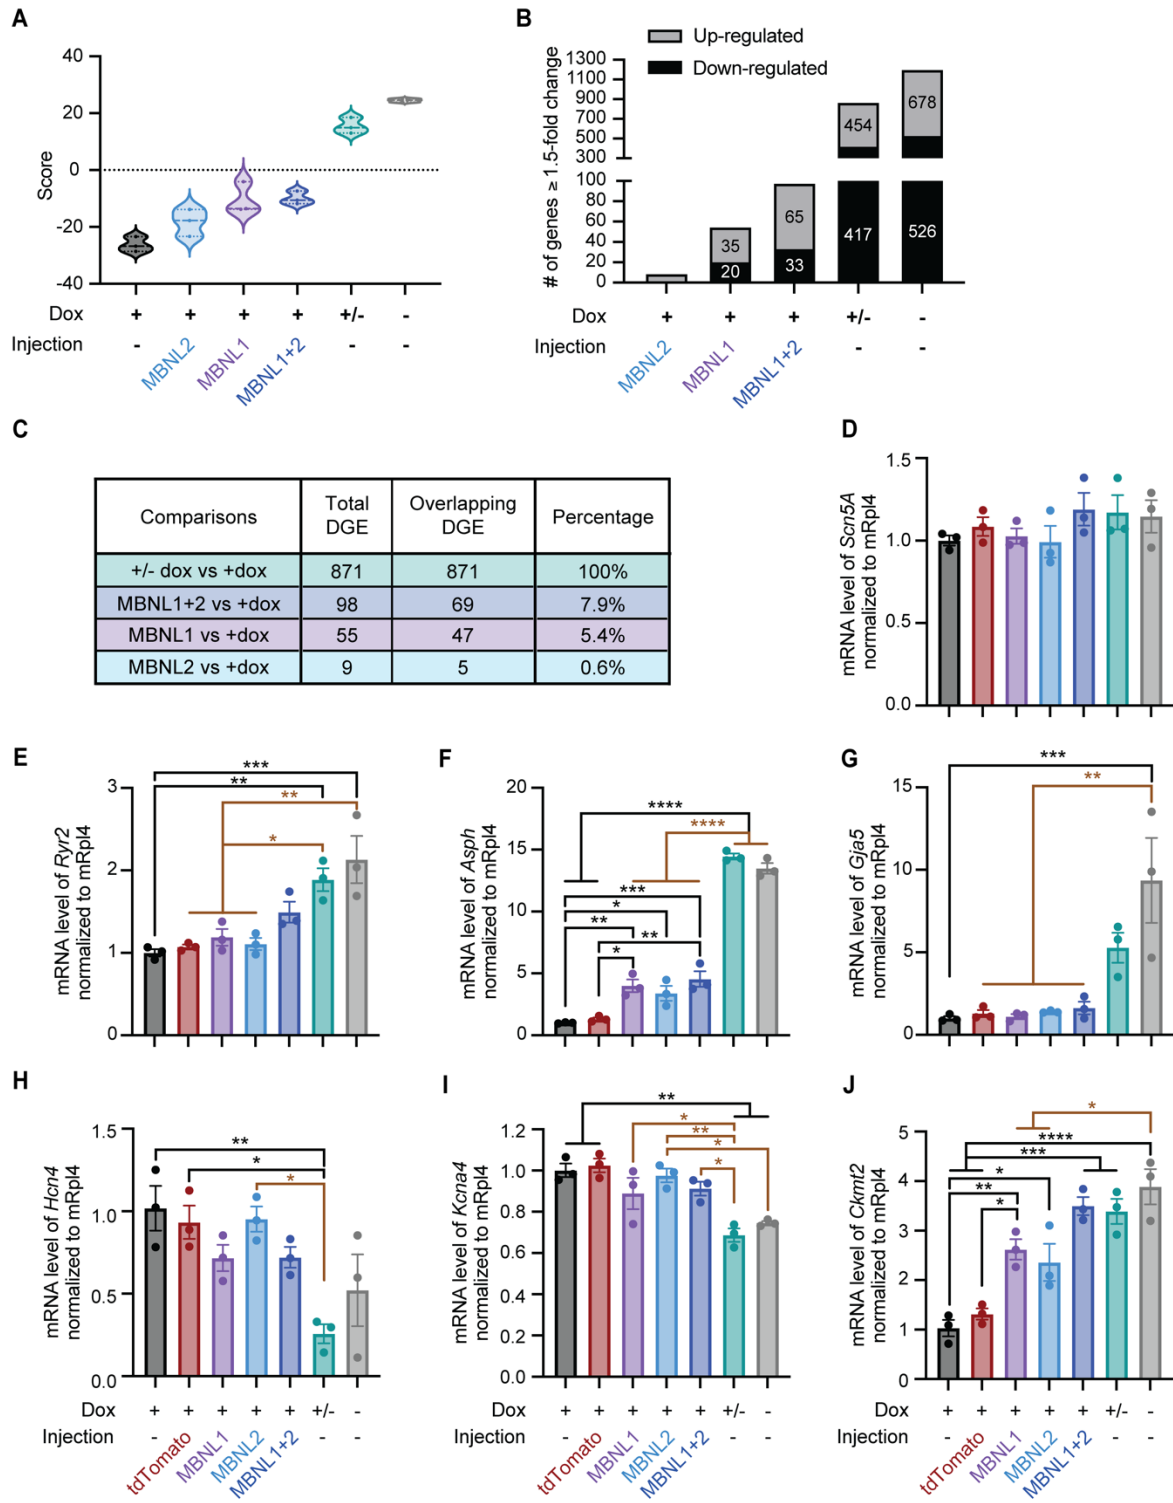

**Supplemental Figure 13. MBNL1 and/or MBNL2 overexpression results in variable differential gene expression (DGE) changes in atria of CUG960 +dox mice. (A)** Gene signature scores of atrial samples. The central line represents the median value, while the upper and lower dashed lines indicate the first and third quartiles. **(B)** Differentially expressed genes displaying

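In the atria, 25 genes were called in MBNL1 mice, 19 higher and 6 lower than in +dox mice, and 50 in MBNL1+MBNL2 mice, 34 higher and 16 lower. With DESeq2 in place of edgeR the counts were 55, 35 of them higher, and 101, 66 of them higher. With limma's voom and library weights, chosen after values were seen, they were 136, 59 higher and 77 lower, and 146, 88 higher and 58 lower. At an unadjusted p-value under 0.05 there were 1521 genes in MBNL1 and 1924 in MBNL1+MBNL2 mice. Without MBNL1 replicate 3 the count in MBNL1 mice was 13, all higher. The count in MBNL1+MBNL2 mice was 18 without their replicate 3, 24 without +dox replicate 1, 28 without +dox replicate 2 and 27 without +dox replicate 3.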

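The atrial gene signature position of the +/–dox cohort was 81.3 ± 3.10 (SD, n = 3), on genes that the –dox libraries helped to choose. With the genes called in +/–dox mice as the signature, that cohort lay at 107. With the main signature, the position was 33.1 ± 8.85 in the MBNL1 cohort, 19.8 ± 9.36 in the MBNL2 cohort and 34.9 ± 3.68 in the MBNL1+MBNL2 cohort. All MBNL libraries lay above the +dox and below the +/–dox libraries (two-sided exact permutation test, p = 0.1). The MBNL2 libraries lay below every library of the other MBNL cohorts, by 13.3 and 15.1 on average (exact permutation p = 0.1 for each). Atrial +dox libraries that were held out of the choice of genes and of the scale lay between 1.69 and 27.4 (mean 12.3, n = 3). That range includes all 3 MBNL2 libraries, at 9.12 to 26.5, and MBNL1 replicate 2, at 27.1. These positions are on the scale set with all +dox libraries. On the scales set without +dox replicates 1, 2 and 3, the MBNL2 mean was 19.3, 21.1 and 24.1. The library held out was then at 1.69, 7.81 and 27.4.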

$\geq 1.5$ -fold change ( $p_{adj} \leq 0.05$ ) as compared to CUG960 +dox controls. For MBNL2 cohort, there are 8 upregulated genes and 1 downregulated gene. 

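In the atria of MBNL2 mice, 1 gene was called, Ckmt2, at 422 ± 55.2 normalized CPM (SD, n = 3) against 202 ± 41.7 in +dox mice. Its log2 fold change was 1.06 (standard error 0.11, adjusted p = 3.44e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At an unadjusted p-value under 0.05 there were 831 genes. Without MBNL2 replicate 2 the count was 7, and with DESeq2 it was 9, 8 higher and 1 lower. In a fit of only the 6 libraries compared, Ckmt2 was not called and the count was 0, with 1062 genes at an unadjusted p-value under 0.05.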

(C) Percentages of overlapping DGEs in each MBNL overexpression group using the comparison between on/off dox and on dox as reference. 

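Of the 767 atrial genes called in +/–dox mice, 42 (5.48%) were also called in MBNL1+MBNL2 mice, 24 (3.13%) in MBNL1 mice and 1 (0.130%) in MBNL2 mice. The share was 2.15% in MBNL1+MBNL2 mice without their replicate 3, 1.72% in MBNL1 mice without their replicate 3 and 0.403% in MBNL2 mice without their replicate 2. Without +dox replicate 3 the first 2 shares were 3.02% and 2.01%. With DESeq2 the shares were 8.41%, 5.41% and 0.576%. The median size of the change, relative to that in +/–dox mice, was 35.2% in MBNL1+MBNL2, 38.2% in MBNL1 and 17.8% in MBNL2 mice. In simulated cohorts that do not differ from +dox mice, means over 10 draws were 10.5% to 10.8%, and single draws at most 12.05%. These values are a rough reference only, since 1318 to 1424 genes were called in the simulated +/–dox cohort, more than the 767 in the data. Against +/–dox mice, 328 atrial genes were called in MBNL1+MBNL2, 232 in MBNL1 and 623 in MBNL2 mice. The count in MBNL1+MBNL2 mice was 196 without their replicate 2 and 214 without their replicate 3. That in MBNL1 mice was 139, 144 and 148 without MBNL1 replicate 1, MBNL1 replicate 2 and +/–dox replicate 1, and that in MBNL2 mice was 396 without their replicate 1.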

(D-J) RT-qPCR-based validation of candidate genes showing gene expression changes in atria of each cohort. *Rpl4* mRNA was used as an internal control for normalization.  $n=3$  animals per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary one-way ANOVA followed by Tukey's multiple comparisons test. \*  $p < 0.05$ , \*\*  $p < 0.01$ , \*\*\*  $p < 0.001$ , \*\*\*\*  $p < 0.0001$ . Black lines represent the significant differences of corresponding groups compared to +dox or tdTomato controls. Brown lines represent the significant differences between corresponding groups and +/- dox and -dox controls. Dox: doxycycline.

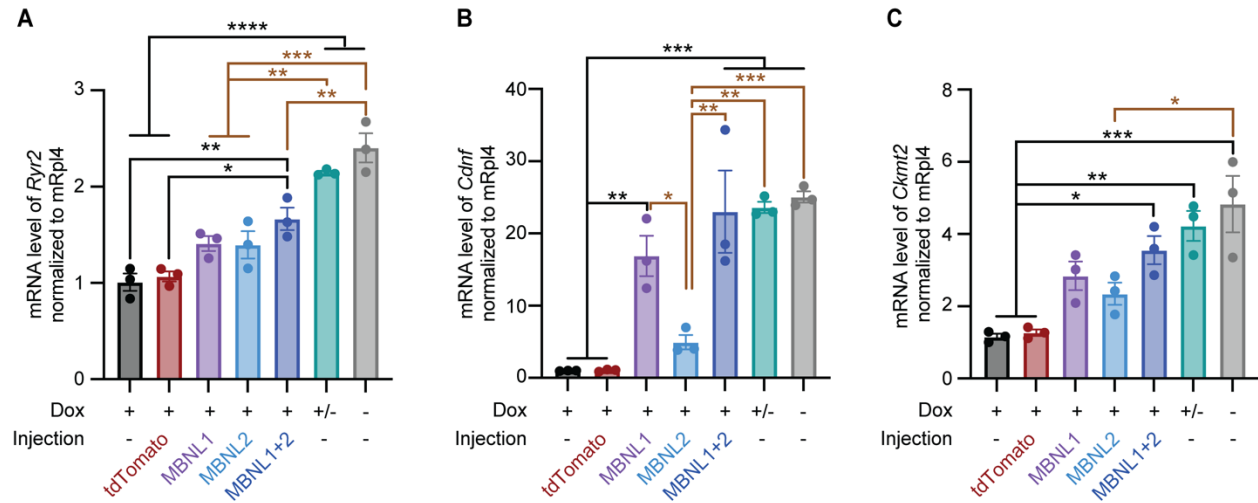

**Supplemental Figure 14. RT-qPCR-based validation of candidate genes related to cardiac diseases from ventricle.** *Rpl4* mRNA was used as an internal control for normalization.  $n=3$  animals per cohort. Data represent the mean  $\pm$  SEM and were analyzed using ordinary one-way ANOVA followed by Tukey's multiple comparisons test. \*  $p<0.05$ , \*\*  $p<0.01$ , \*\*\*  $p<0.001$ , \*\*\*\*  $p<0.0001$ . Black lines represent the significant differences of corresponding groups compared to +dox or tdTomato controls. Brown lines represent the significant differences between corresponding groups and +/-dox and -dox controls. Dox: doxycycline.

**Supplemental Table 1.** RNA-sequencing sample information

| Sample | Group                                                | Tissue | Sex    | Uniquely Mapped Reads | % Reads Uniquely Mapped to Genome |
|--------|------------------------------------------------------|--------|--------|-----------------------|-----------------------------------|
| Y620   | CUG960 +dox                                          | LV     | Male   | 128375452             | 66.71%                            |
| Y661   | CUG960 +dox                                          | LV     | Male   | 127453620             | 69.86%                            |
| Y677   | CUG960 +dox                                          | LV     | Female | 106350478             | 62.11%                            |
| Y628   | CUG960 +dox<br>+AAV9-3xflagMBNL1                     | LV     | Male   | 105188932             | 63.36%                            |
| Y716   | CUG960 +dox<br>+AAV9-3xflagMBNL1                     | LV     | Male   | 102335760             | 64.46%                            |
| Y727   | CUG960 +dox<br>+AAV9-3xflagMBNL1                     | LV     | Female | 109221514             | 65.79%                            |
| Y610   | CUG960 +dox<br>+AAV9-3xmycMBNL2                      | LV     | Male   | 110352996             | 63.31%                            |
| Y624   | CUG960 +dox<br>+AAV9-3xmycMBNL2                      | LV     | Male   | 107796148             | 61.92%                            |
| Y697   | CUG960 +dox<br>+AAV9-3xmycMBNL2                      | LV     | Female | 104282427             | 63.74%                            |
| Y858   | CUG960 +dox<br>+AAV9-3xflagMBNL1<br>+AAV9-3xmycMBNL2 | LV     | Male   | 98225277              | 62.60%                            |
| Y831   | CUG960 +dox<br>+AAV9-3xflagMBNL1<br>+AAV9-3xmycMBNL2 | LV     | Male   | 93139869              | 59.66%                            |
| Y847   | CUG960 +dox<br>+AAV9-3xflagMBNL1<br>+AAV9-3xmycMBNL2 | LV     | Male   | 107020400             | 59.46%                            |
| Y607   | CUG960 +/-dox                                        | LV     | Male   | 111158075             | 61.92%                            |
| Y608   | CUG960 +/-dox                                        | LV     | Male   | 93362626              | 60.94%                            |
| Y725   | CUG960 +/-dox                                        | LV     | Female | 110580008             | 58.45%                            |
| Y762   | CUG960                                               | LV     | Male   | 102474518             | 62.40%                            |
| Y764   | CUG960                                               | LV     | Male   | 105892978             | 68.63%                            |
| Y752   | CUG960                                               | LV     | Female | 98199813              | 57.65%                            |
| Y620   | CUG960 +dox                                          | Atria  | Male   | 119146903             | 70.00%                            |

|      |                                                      |       |        |           |        |
|------|------------------------------------------------------|-------|--------|-----------|--------|
| Y661 | CUG960 +dox                                          | Atria | Male   | 121460082 | 68.92% |
| Y677 | CUG960 +dox                                          | Atria | Female | 104290909 | 62.03% |
| Y628 | CUG960 +dox<br>+AAV9-3xflagMBNL1                     | Atria | Male   | 112747820 | 66.44% |
| Y716 | CUG960 +dox<br>+AAV9-3xflagMBNL1                     | Atria | Male   | 122189854 | 68.45% |
| Y727 | CUG960 +dox<br>+AAV9-3xflagMBNL1                     | Atria | Female | 113820876 | 67.44% |
| Y610 | CUG960 +dox<br>+AAV9-3xmycMBNL2                      | Atria | Male   | 115129192 | 66.35% |
| Y624 | CUG960 +dox<br>+AAV9-3xmycMBNL2                      | Atria | Male   | 111244619 | 65.94% |
| Y697 | CUG960 +dox<br>+AAV9-3xmycMBNL2                      | Atria | Female | 102703000 | 66.54% |
| Y858 | CUG960 +dox<br>+AAV9-3xflagMBNL1<br>+AAV9-3xmycMBNL2 | Atria | Male   | 121533954 | 61.53% |
| Y831 | CUG960 +dox<br>+AAV9-3xflagMBNL1<br>+AAV9-3xmycMBNL2 | Atria | Male   | 112665766 | 63.58% |
| Y847 | CUG960 +dox<br>+AAV9-3xflagMBNL1<br>+AAV9-3xmycMBNL2 | Atria | Male   | 112831031 | 63.01% |
| Y607 | CUG960 +/-dox                                        | Atria | Male   | 92174789  | 58.32% |
| Y608 | CUG960 +/-dox                                        | Atria | Male   | 106431020 | 63.75% |
| Y725 | CUG960 +/-dox                                        | Atria | Female | 115627232 | 63.70% |
| Y762 | CUG960                                               | Atria | Male   | 109753973 | 65.53% |
| Y764 | CUG960                                               | Atria | Male   | 106607087 | 64.20% |
| Y752 | CUG960                                               | Atria | Female | 114078725 | 62.33% |

**Supplementary Table 2.** Gene expressions of different groups compared to CUG960 +dox group from RNA-seq data

| Tissue    | Gene         | Log2FoldChange (compared to CUG960 +dox) |            |            |            |            |
|-----------|--------------|------------------------------------------|------------|------------|------------|------------|
|           |              | No dox                                   | On/off dox | MBNL1      | MBNL2      | MBNL1+2    |
| Ventricle | <i>Scn5A</i> | 1.00329467                               | 0.93071661 | 0.60066553 | 0.60464806 | 0.53560179 |
|           | <i>Ryr2</i>  | 0.98166289                               | 1.05298204 | 0.52699726 | 0.40108818 | 0.33759819 |
|           | <i>Asph</i>  | -0.8273143                               | -0.8577248 | -0.3182677 | -0.3314111 | -0.3785509 |
|           | <i>Kcna4</i> | -2.3238944                               | -2.3790008 | -1.9773778 | -1.5326186 | -1.0773637 |
|           | <i>Ckmt2</i> | 1.71456125                               | 1.726045   | 1.34498804 | 1.20402091 | 0.95741393 |
|           | <i>Cdnf</i>  | 3.71095514                               | 3.69325009 | 3.48374947 | 3.3540995  | 1.66681079 |
| Atria     | <i>Ryr2</i>  | 0.69755804                               | 0.71764647 | NA         | NA         | NA         |
|           | <i>Kcna4</i> | -0.7394501                               | -0.6110642 | -0.5969915 | NA         | NA         |
|           | <i>Ckmt2</i> | 1.78867452                               | 1.64349024 | 1.50629911 | 1.20004396 | 1.06935751 |
|           | <i>Gja5</i>  | 2.31732332                               | 1.71754654 | NA         | NA         | NA         |

**Supplementary Table 3.** List of primers used for mouse genotyping

| Name        | Sequence                 |
|-------------|--------------------------|
| TREDT960I_F | TGCCGTCGAGTTTACTCCCTATCA |
| TREDT960I_R | AATTCTCCAGGCGATCTGACGGTT |
| MHCrtTA_F   | CTGGGTTGCGTGTTGGAAGATC   |
| MHCrtTA_R   | GTGGGAGATCGAGCAGGCCCTCG  |

**Supplementary Table 4.** List of primers used for RT-qPCRs in mouse tissue

| Name                    | Sequence                |
|-------------------------|-------------------------|
| <i>hDMPK_E15_down_F</i> | CCGTGTTCCATCCTCCAC      |
| <i>hDMPK_E15_down_R</i> | CCGAGTAAGCAGGCAGAGAT    |
| <i>mRpl4_F</i>          | CGCTGGTGGTTGAAGATAAGG   |
| <i>mRpl4_R</i>          | CGGTTTCTCATTTTGCCCTTG   |
| <i>mScn5a_qPCR_F</i>    | CTCCAGAGGGTATGAAGAGC    |
| <i>mScn5a_qPCR_R</i>    | CCGAAGATGATGAAGACGAC    |
| <i>mRyr2_qPCR_F</i>     | ACAGTGGAAAAGTCAGAAGGG   |
| <i>mRyr2_qPCR_R</i>     | AGGAATGGCGTAGCAATATGG   |
| <i>mHcn4_qPCR_F</i>     | CTATGAACACCGCTACCAAGG   |
| <i>mHcn4_qPCR_R</i>     | CAAAGTTGGGATCTGCGTTG    |
| <i>mGja5_qPCR_F</i>     | CCTCGGTCTCCTACTCTTGG    |
| <i>mGja5_qPCR_R</i>     | CATGCGGAAAATGAACAGGAC   |
| <i>mAsph_qPCR_F</i>     | GGCGATGGAGACTTTGATGT    |
| <i>mAsph_qPCR_R</i>     | CAGCTCTTCTTTGATGGGTTC   |
| <i>mCkmt2_qPCR_F</i>    | GAAGGGAGGTGGAGAATGTG    |
| <i>mCkmt2_qPCR_R</i>    | GGCTTATCAAACAGAAAGTGGTC |
| <i>mCdnf_qPCR_F</i>     | GTATCTCGAACCCTGTGCTG    |
| <i>mCdnf_qPCR_R</i>     | GCTCTTTCTCTATGGTGTCCG   |
| <i>mKcna4_qPCR_F</i>    | CAGCCAGCTAGAGAGCAAGA    |
| <i>mKcna4_qPCR_R</i>    | CTGGGAACGGAAGTCAAGGT    |

**Supplementary Table 5.** List of primers used for RT-PCRs in mouse tissue

| Name                       | Sequence                       |
|----------------------------|--------------------------------|
| <i>mTnnt2_E5_F</i>         | GTACGAGGAGGAACAGGAAG           |
| <i>mTnnt2_E5_R</i>         | CCAGCCTCCTCCTCCTCC             |
| <i>mScn5a_E6A_F</i>        | GTCGGCTCTTCGAACTTTCA           |
| <i>mScn5a_E6B_F</i>        | CGGGCCCTGAAAACATATATC          |
| <i>mScn5a_E7_R</i>         | CCAATGAGGGCAAAGACACT           |
| <i>mRyr2_E4, 5_F</i>       | CGGACCTGTCTATCTGCACCTTTGT      |
| <i>mRyr2_E4, 5_R</i>       | CATACCACTGTAGGAATGGCGTAGCA     |
| <i>mSorbs1_E25_F</i>       | CCAGCTGATTACTTGGAGTCCACAGAAG   |
| <i>mSorbs1_E25_R</i>       | GTTACACCTTCATACCAGTTCTGGTCAATC |
| <i>mTmem63b_E4_F</i>       | CTGGCTCTGGACTTCATGTGCTTTC      |
| <i>mTmem63b_E4_R</i>       | GAGACGGAGGTGAGACGCTCATACC      |
| <i>mCacna1s_E29_F</i>      | GAGATCCTTGGAATGTGTTTGACTTCCT   |
| <i>mCacna1s_E29_R</i>      | GGTTCAGCAGCTTGACCAGTCTCAT      |
| <i>mGolga2_E3_F</i>        | GCAGGAGCAAAGAAGAAGAAAAAGATTAAA |
| <i>mGolga2_E3_R</i>        | GGTGCAGGAGCAATATGGTCTGTG       |
| <i>mPlekhm2_E7_F</i>       | GACAGCCTCTCCCTAAACTCCTTCAAT    |
| <i>mPlekhm2_E7_R</i>       | GTGGTGTCGGATGATGCAGTCTCT       |
| <i>mDnm1l_E16, 17_F</i>    | GCCTGTGGGCTAATGAACAATAATATAGA  |
| <i>mDnm1l_E16, 17_R</i>    | GTTCTGACCACCGTCTCCAATC         |
| <i>mKcnip2_E3_F</i>        | CCCTGCCCTCAGTCAGTGAAA          |
| <i>mKcnip2_E3_R</i>        | TGCGTGTTGAACCTGGTTTGTTC        |
| <i>mCamk2d_E14-15-16_F</i> | TGAAGAAACCAGATGGGGTAA          |
| <i>mCamk2d_E14-15-16_R</i> | CCTCAAAGTCCCCATTGTTG           |
| <i>mKcnd3_E6_F</i>         | GGCAAGACCACCTCACTCAT           |
| <i>mKcnd3_E6_R</i>         | TGGCTGGACAGAGAAGGACT           |

# Supplementary material for: MBNL overexpression rescues cardiac phenotypes in a myotonic dystrophy type 1 heart mouse model
**Source:** J Clin Invest. 2025 Feb 11;135(7):e186416. doi: 10.1172/JCI186416

**Full unedited blots for Figure 1 (left: with marker; right: image used in figure)**

- FLAG (ventricle)

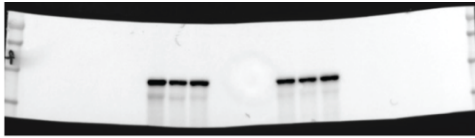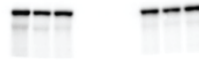

☐ Shown in the figure

- MBNL1 (ventricle)

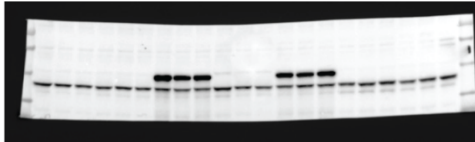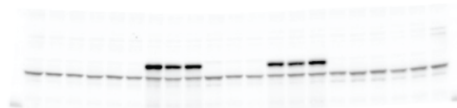

☐ Shown in the figure

- MYC (ventricle)

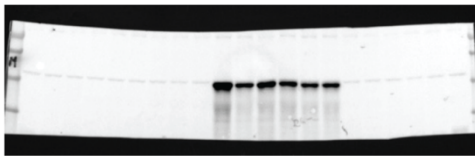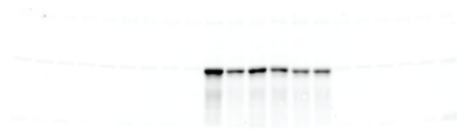

☐ Shown in the figure

- MBNL2 (ventricle)

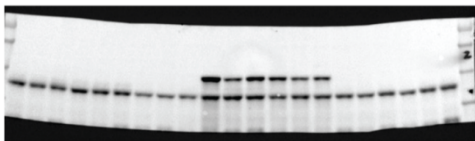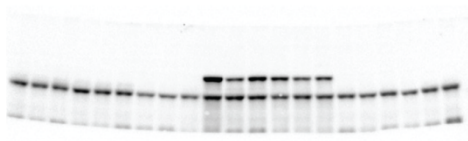

☐ Shown in the figure

- RFP (ventricle; top band was used in the figure)

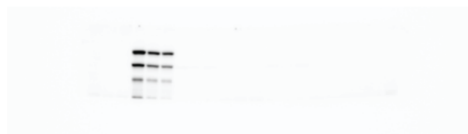

☐ Shown in the figure

- Vinculin (ventricle; the membrane at the bottom was used in the figure)

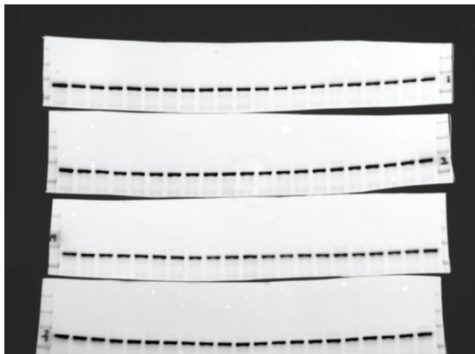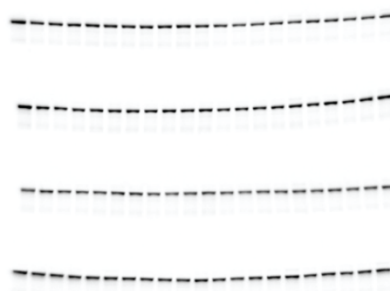

☐ Shown in the figure

- FLAG (atria)

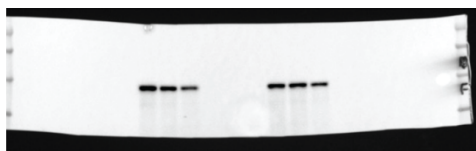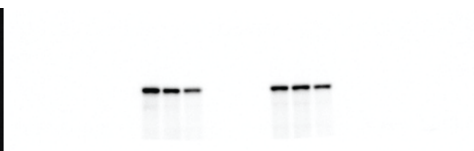

☐ Shown in the figure

- MBNL1 (atria)

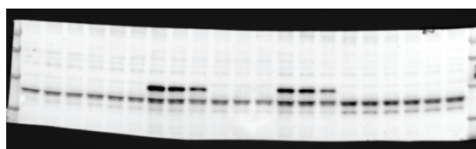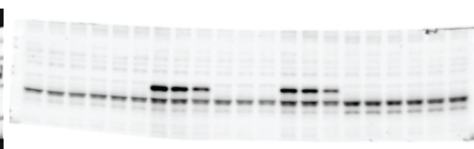

☐ Shown in the figure

- MYC (atria)

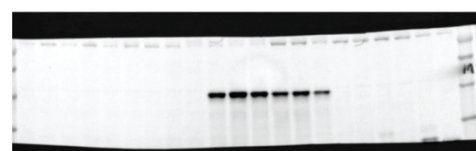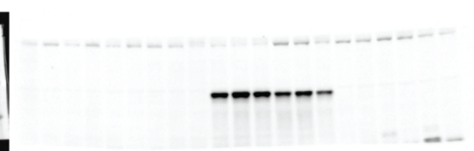

☐ Shown in the figure

- MBNL2 (atria)

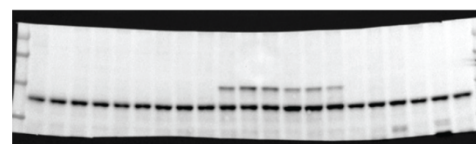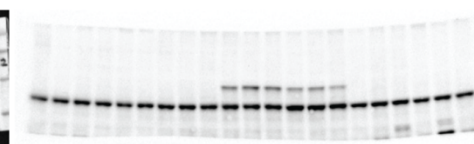

☐ Shown in the figure

- RFP (atria; top band was used in the figure)

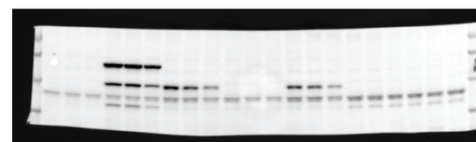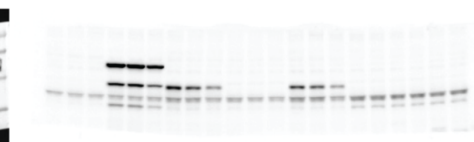

☐ Shown in the figure

- Vinculin (atria; top membrane was used in the figure)

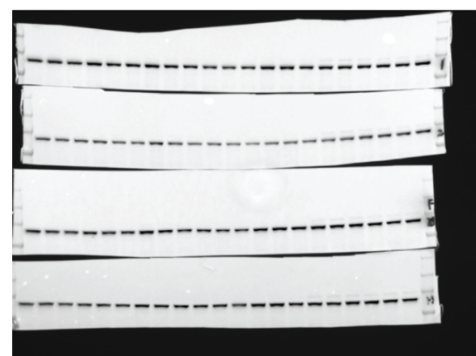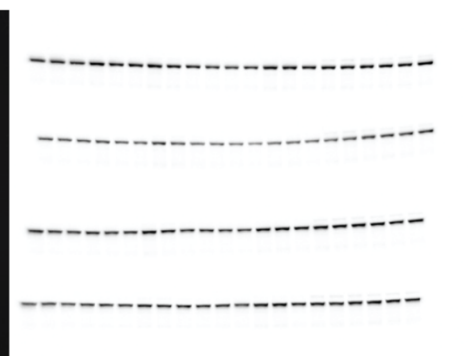

☐ Shown in the figure

**Full unedited gels for Figure 5E and Supplemental Figure 9E**

- Scn5a

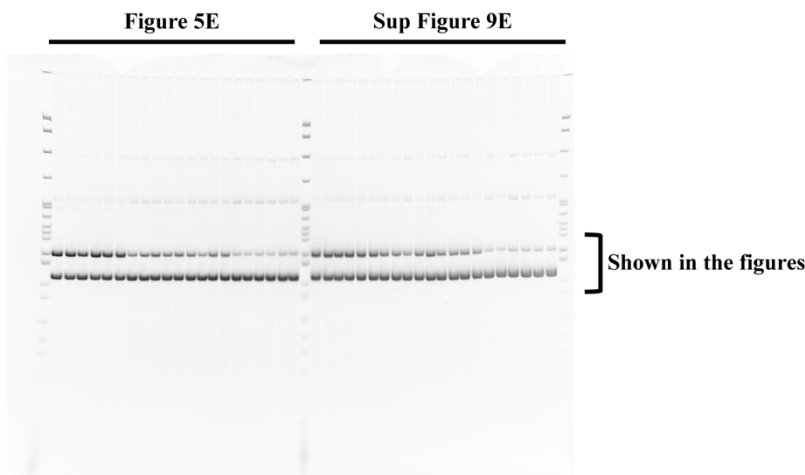

- Tnnt2

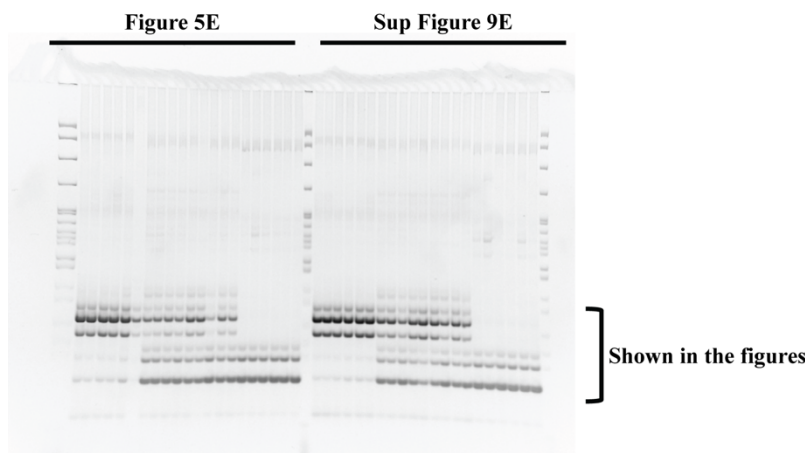

- Ryr2

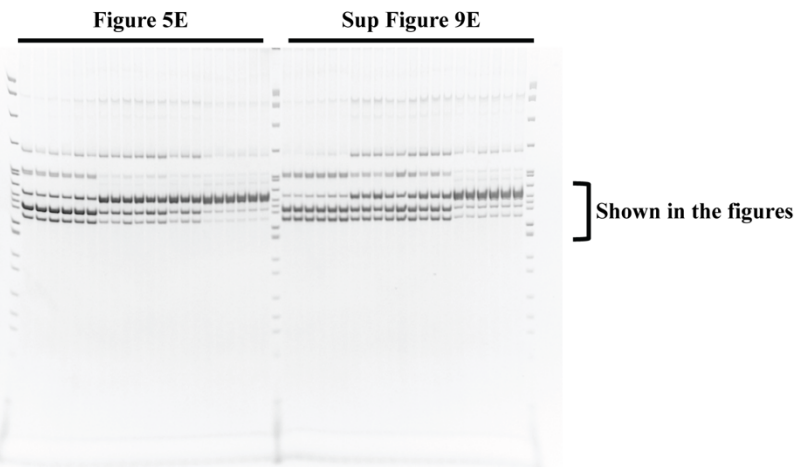

**Full unedited blots for Supplemental Figure 2C (left: with marker; right: image used in figure)**

- FLAG (ventricle; all samples were shown in the figure except the far left and far right ones)

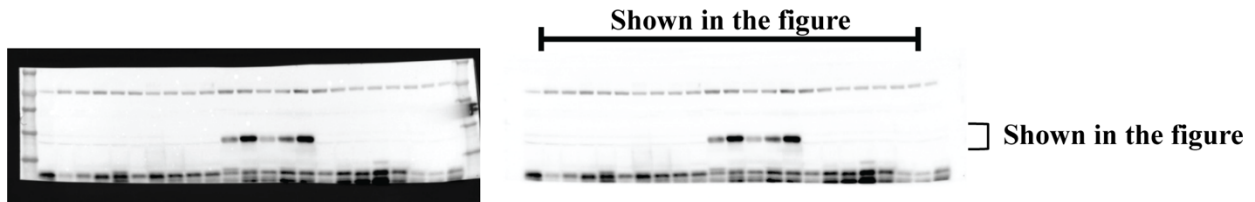

- MBNL1 (ventricle; all samples were shown in the figure except the far left and far right ones)

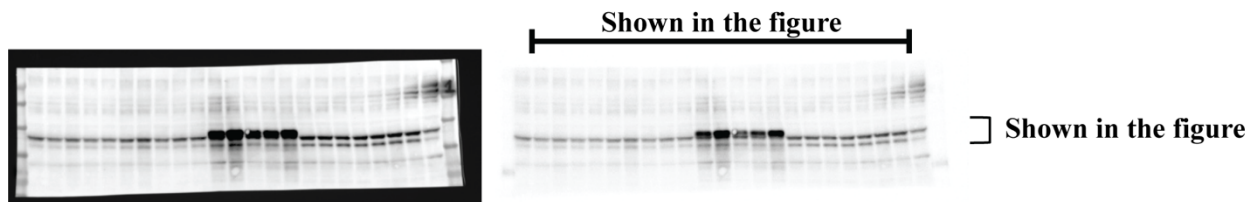

- MYC (ventricle; all samples were shown in the figure except the far left and far right ones)

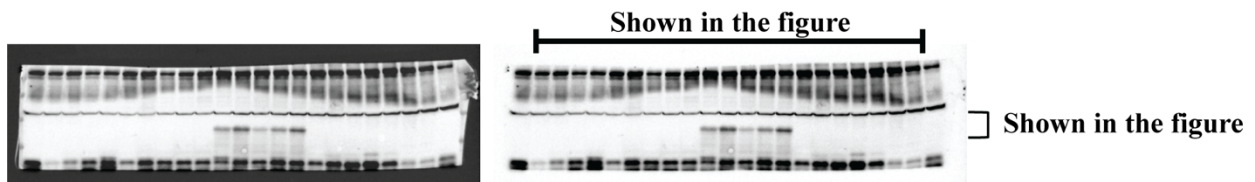

- MBNL2 (ventricle; all samples were shown in the figure except the far left and far right ones)

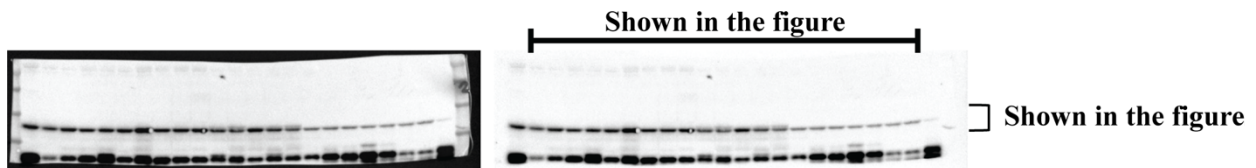

- mCherry (ventricle; all samples were shown in the figure except the far left and far right ones)

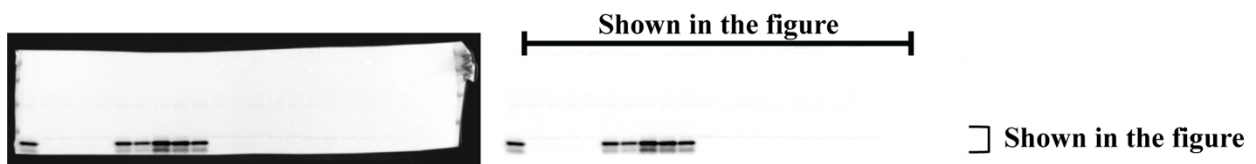

- Vinculin (ventricle; all samples were shown in the figure except the far left and far right ones)

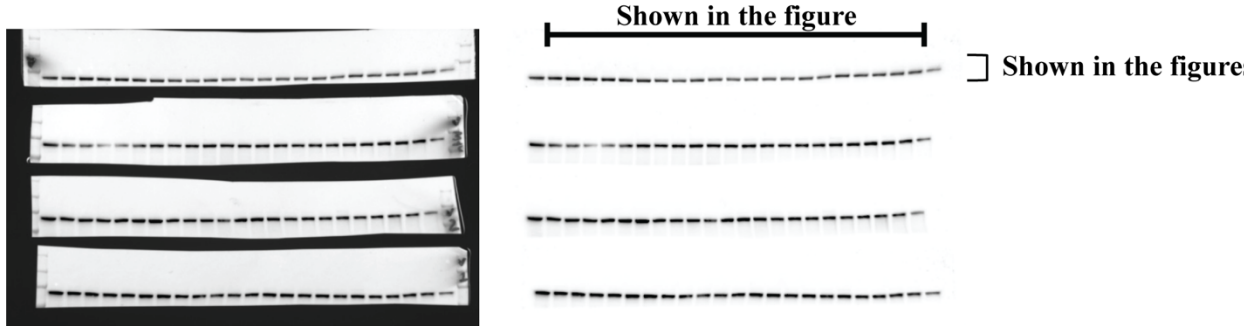

- FLAG (atria; all samples were shown in the figure except the first one on the left)

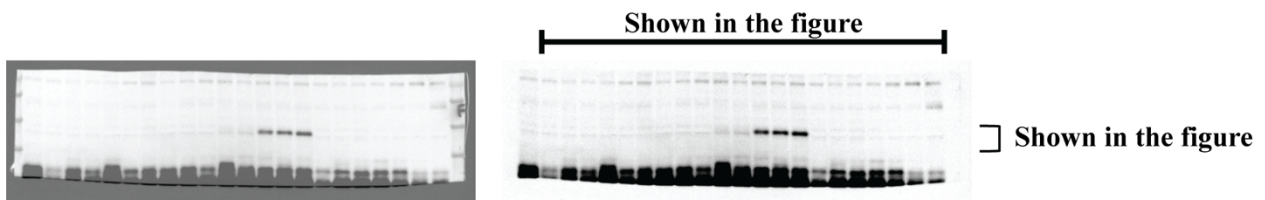

- MBNL1 (atria; all samples were shown in the figure except the first one on the left)

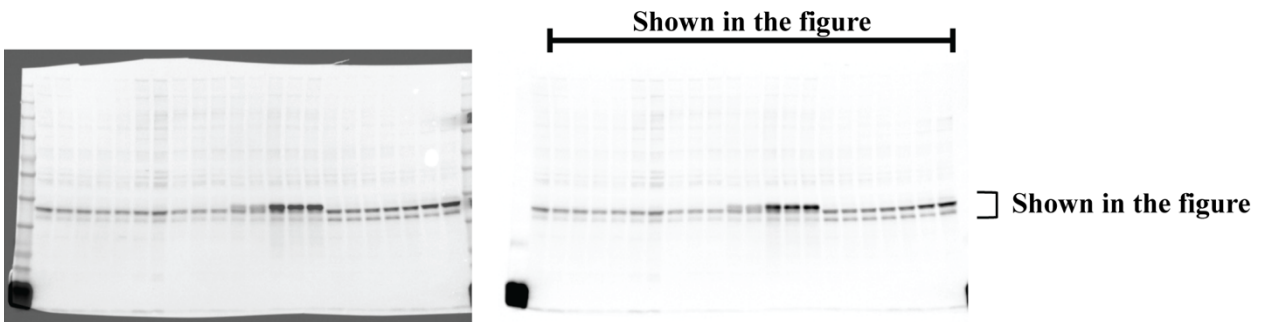

- MYC (atria; all samples were shown in the figure except the first one on the left)

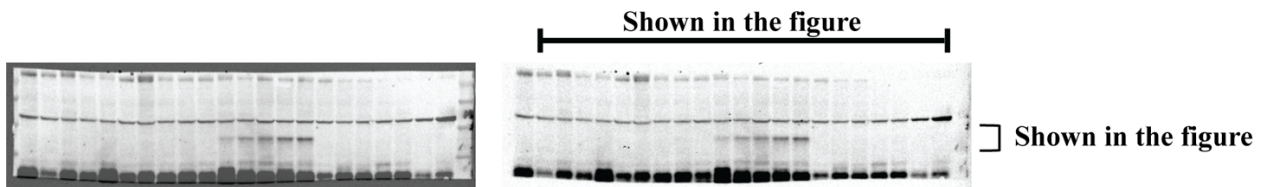

- MBNL2 (atria; all samples were shown in the figure except the first one on the left)

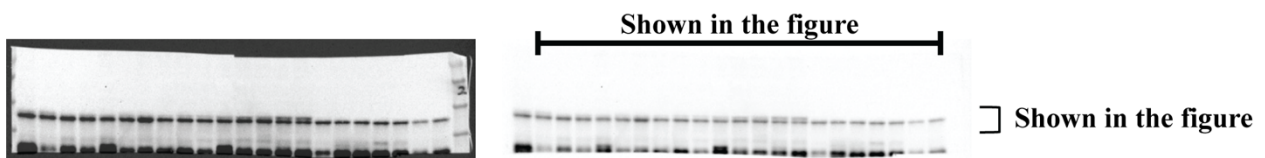

- mCherry (atria; all samples were shown in the figure except the first one on the left)

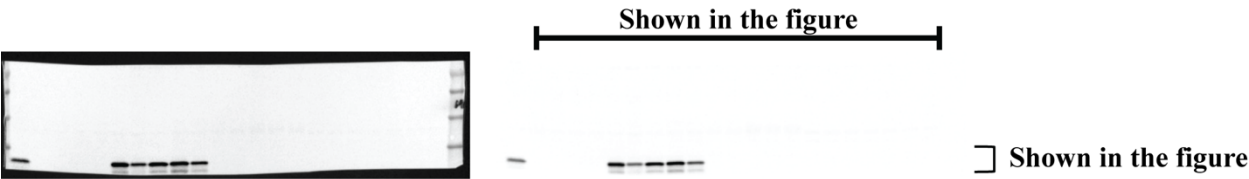

- Vinculin (atria; all samples were shown in the figure except the first one on the left)

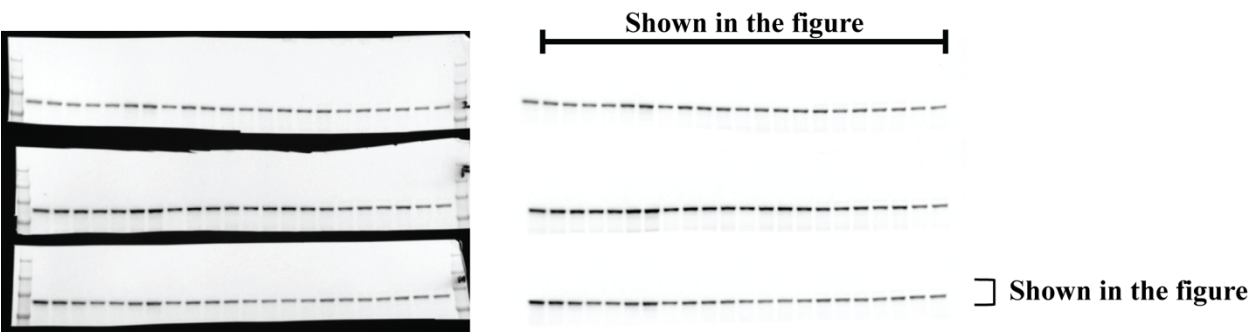

**Full unedited gels for Supplemental Figure 10 and 11**

- Kcnp2 E3

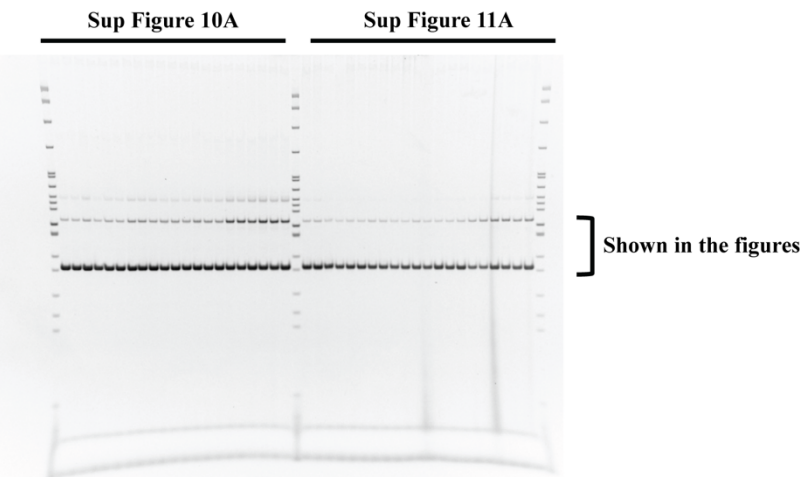

- Kcnd3 E6

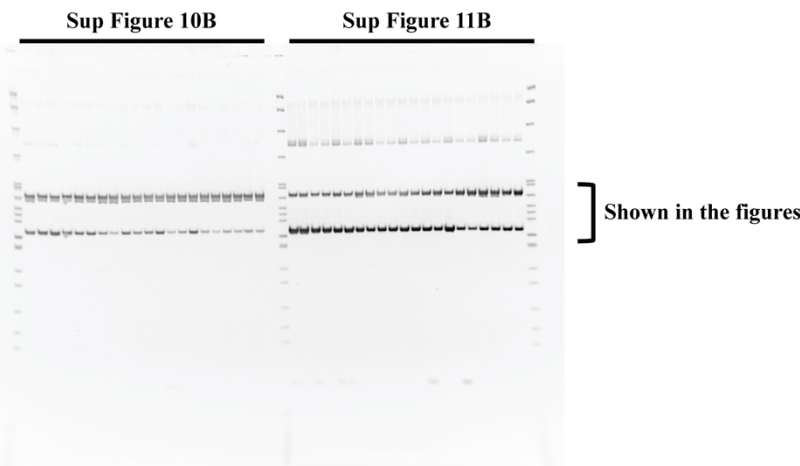

- Camk2d (-E14, 15, 16 vs +E15, 16)

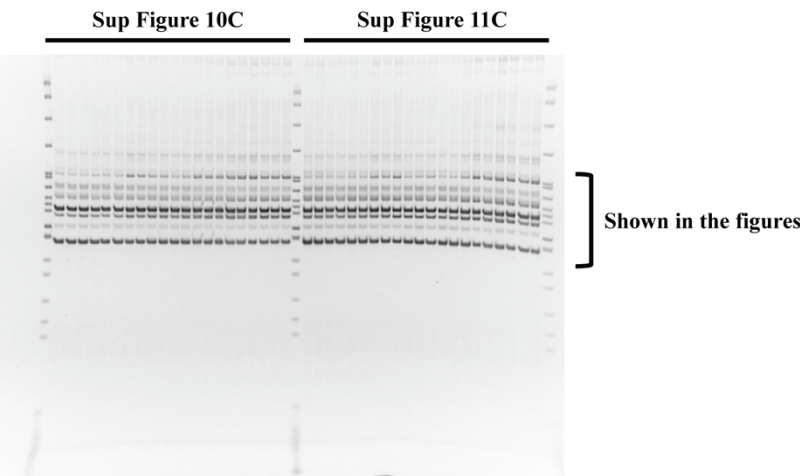

- Sorbs1 E25

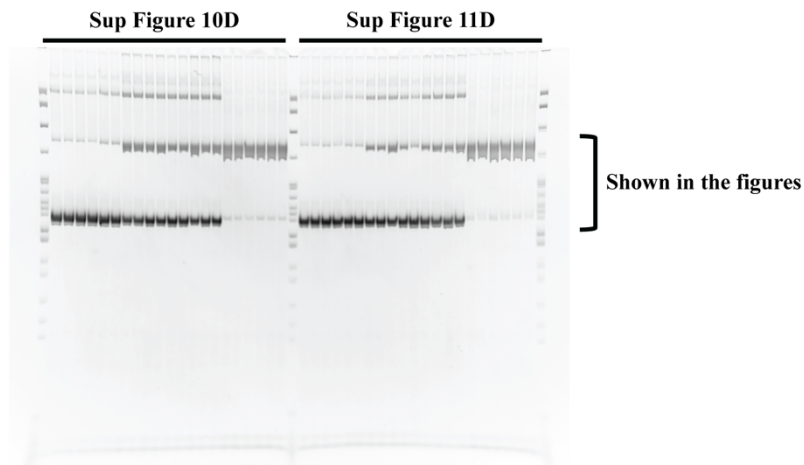

- Tmem63b E4 (ventricle; left) and Cacna1s E29 (ventricle; right)

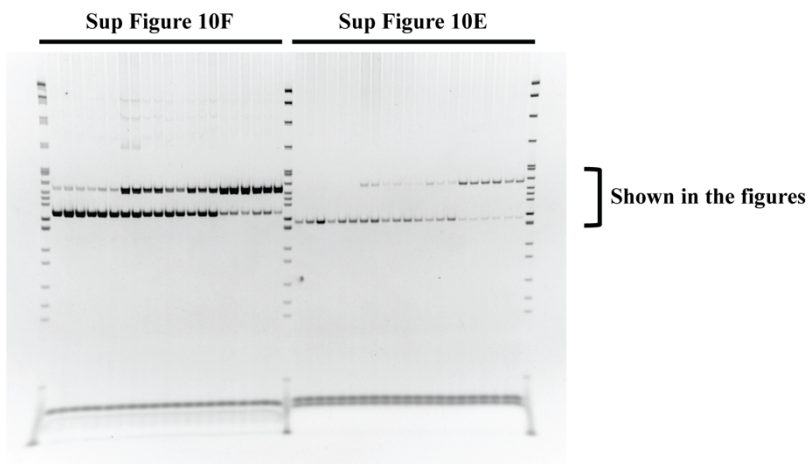

- Plekhn2 E7 (ventricle)

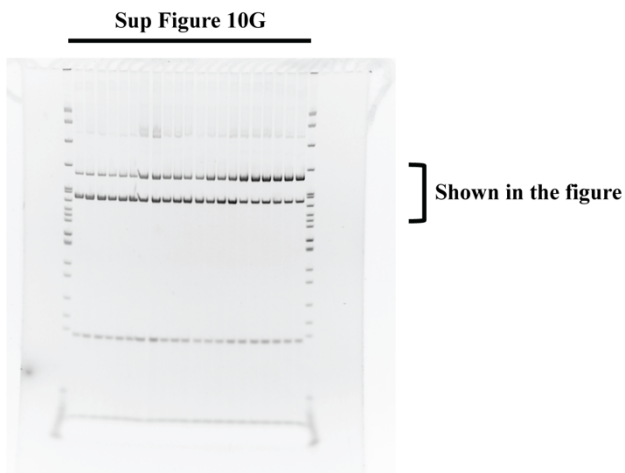

- Golga2 E3 (ventricle; left) and Dnm11 E17 (ventricle; right)

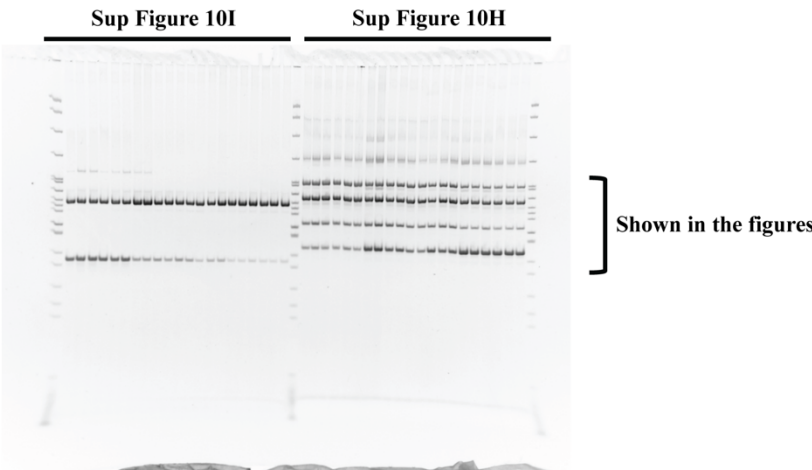

- Tmem63b E4 (atria; left) and Plekhhm2 E7 (atria; right)

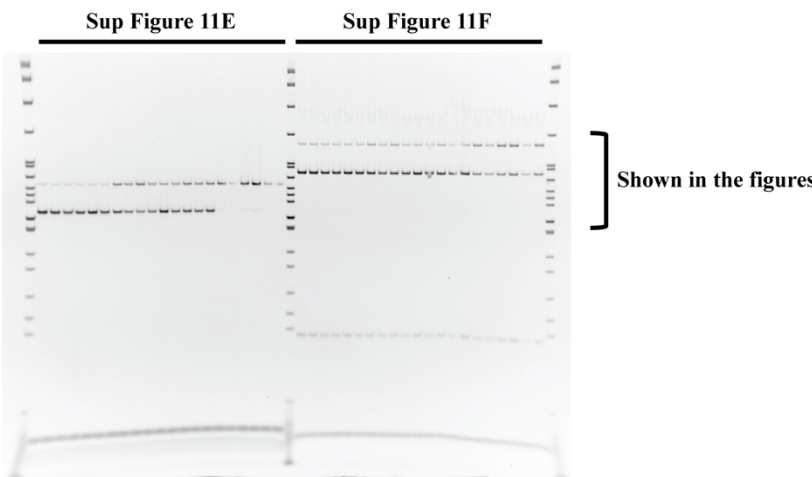

- Golga2 E3 (atria; left) and Dnm11 E17 (atria; right)

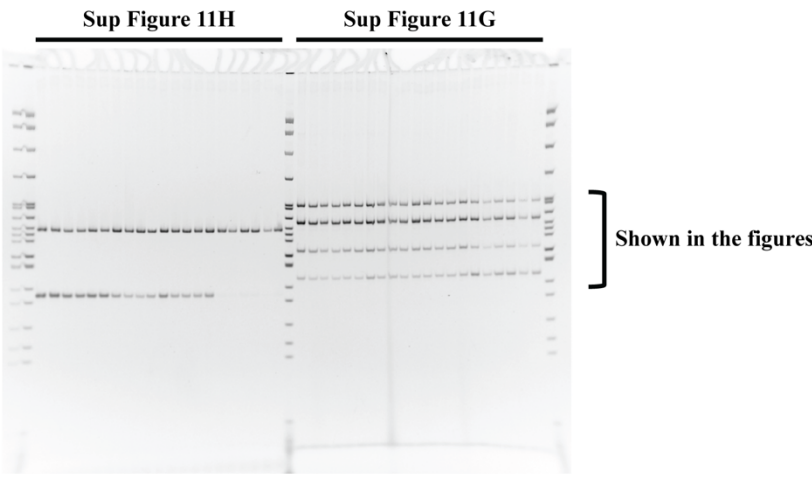

**Supplement:** Unedited blot and gel images

How the deposited data were processed for this re-analysis (not part of the article)

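RNA was measured in the left ventricle and the atria of 21-week-old CUG960 mice of 6 cohorts (+dox, +/–dox, –dox, MBNL1, MBNL2 and MBNL1+MBNL2), with 3 animals per cohort and tissue, 36 libraries in all. The authors made stranded libraries of poly(A)-selected RNA from 250 ng of RNA per sample, sequenced them as paired 150 bp reads, aligned the reads to mm10 with STAR 2.7.10b and estimated the expression of GENCODE M25 genes with RSEM 1.3.1. They tested for differential expression with DESeq2 1.42.0 and computed gene signature scores with VIPER 1.36.0. The strand setting of RSEM is not given in the paper's text.

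The expected count values deposited by the authors are RSEM estimates per gene symbol, with 2 decimals and no normalization for library size. The TPM values deposited by the authors are RSEM estimates scaled by transcript length so that every library has the same sum. Each of the 36 columns of counts was mapped to a tissue, cohort and replicate from the sample labels. How genes that share a symbol were handled is not stated. Gene identifiers, coordinates and overlaps came from GENCODE M21 on GRCm38, which held 96.4% of the 55291 symbols. Coverage of the human MBNL cDNAs and of the CUG960 transgene was not analysed here, since neither is among the symbols. Reads and alternative splicing were not analysed here either, nor was the protein, echocardiography, electrocardiography or histology work of the paper.

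The total of the expected counts was between 55.0 and 97.1 M per library. Genes with at least 20 reads in a pair of replicates were tested with a chi-square statistic against the noise of sampling. Genes near 0 counts were dropped by edgeR's filter, and a gene that did not pass it is not shown to be unexpressed.

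The main test was the quasi-likelihood test of edgeR 4.0.16 (with limma 3.58.1 in R 4.3.3) on rounded expected counts. All 36 libraries were fitted with 1 mean for each of the 12 groups of a tissue and cohort, TMM normalization, robust estimates of the dispersion (robust=TRUE in estimateDisp and glmQLFit) and the default settings of filterByExpr, which kept 19231 genes. A gene was called at a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change of at least 1.5 in either direction, the thresholds that the authors give. The adjustment covered the genes of 1 comparison at a time. In each tissue, –dox, +/–dox, MBNL1, MBNL2 and MBNL1+MBNL2 mice were compared with +dox mice, the MBNL cohorts and –dox mice with +/–dox mice, and MBNL1+MBNL2 mice with MBNL1 mice. The difference between the tissues was tested as an interaction for +/–dox and for the MBNL cohorts. Named genes give the mean and SD of TMM-normalized CPM (counts scaled to library size) over the 3 libraries of a cohort. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic.

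The share of rescued genes is the percentage of the genes called in +/–dox mice that are also called in an MBNL cohort, as in Figure 6C. Since both comparisons use the same +dox libraries, counts of MBNL cohorts that do not differ from +dox mice were simulated 10 times from the fitted means and dispersions and carried through the same steps. The gene signature position follows the rank-based score of VIPER on log2(TPM + 1), with the genes called between –dox and +dox mice as the signature, and was scaled so that the +dox mean is 0 and the –dox mean is 100. Positions were compared between cohorts with two-sided exact permutation tests. Replicates were compared by Pearson's r across genes on log10(TPM + 1). Principal components used log2 CPM with a prior count of 2 and the 500 most variable genes.

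Marker lists for 18 sets of genes (B cells, T cells, macrophages, red blood cells, brown and white fat, lung, atrial, ventricular, sinoatrial node, cardiac ion channels and conduction, fetal cardiac genes, hypertrophy, fibrosis, sex, type I interferon response, interferon-induced GTPases, and the S and G2M phases of the cell cycle) were tested with camera at an inter-gene correlation of 0.01, adjusted over all lists and comparisons, with fry as the check. Correlations across libraries used deviations from the cohort means, with 100000 permutations within cohorts or, for 9 libraries, exact permutation tests. These parts used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

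The genes named are those the paper names for expression (Ryr2, Asph, Kcna4, Ckmt2, Cdnf, Gja5 and Hcn4), Mbnl1, Mbnl2, Mbnl3 and Dmpk, the genes of the marker lists, and in each tissue the 3 largest rises and the 3 largest falls in –dox against +dox mice. The last were taken from the called genes whose mean normalized count over the 18 libraries of the tissue was at least 100 at a scale of 73339732 reads and whose –dox and +dox libraries did not overlap. A few genes that this rule would name are not reported here. Genes named outside this rule are marked as chosen after their values were seen.

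The tests, the comparisons, the rule for named genes, the marker lists and most alternatives were set before the data were examined. These alternatives were RLE normalization in edgeR, DESeq2 1.42.0 with its own size factors and dispersions, no filter on low counts, the adjusted p-value without a fold change cutoff, fits of only the 18 libraries of a tissue or only the 6 libraries compared, the replicate number as a block, library set as a term, each library left out in turn, a pseudocount of 0.1 or a minimum mean TPM of 1 or Spearman's rho for the correlations, all genes or the variance-stabilizing transformation for the principal components, a mean of scaled values or the genes called in +/–dox mice for the signature, and fry for the lists. Chosen after values were seen were a fit of 5 libraries without replicate 1 of the ventricular MBNL1 cohort, limma's voom with quality weights per library, principal components without genes of the X and Y chromosomes, sex as a term, and a block for each cohort and replicate number across the tissues.

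The test procedure was tested on simulated data with 19231 genes and the depths and dispersions of these libraries, of which 200 genes were changed by 1.5 or 2 on the log2 scale. It called 195 of the 200 (97.5%) in the right direction and 4 unchanged genes, the slope of fitted on simulated log2 fold changes was 1.02, and in a comparison without any change it called 0 genes. Supplemental Table 1 gives the sex of each animal but not the replicate numbers of the libraries, so sex was not a term in the main test. For an alternative it was read from Xist against Ddx3y in each library, which marks replicate 3 of every cohort except MBNL1+MBNL2 as female. The library set, read from the leading digits of the library names, is confounded with the MBNL1+MBNL2 cohort, whose 3 libraries per tissue are all of set B, and in the other cohorts follows the sex read in this way, and was used only as an alternative.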

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

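In this part, the test of Mbnl2 mRNA between the tissues, the test of ventricular MBNL1 replicate 1 for genes called only in MBNL cohorts and the block for each animal were chosen only after the results were seen. The readings of 4 other tests, on genes called only in MBNL cohorts, on the interferon-induced GTPases, on the groupings of libraries for the differences between the tissues and on the call thresholds in the atria, were also settled after their values were seen.

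The difference between ventricle and atria in the response against +dox mice passed the thresholds for 94 genes in +/–dox mice (45 more positive in the ventricle, 49 more negative), 6 in MBNL1, 7 in MBNL2 and 14 in MBNL1+MBNL2 mice, by an interaction term. At an unadjusted p-value under 0.05 there were 2438, 1568, 2114 and 1246 genes. In fits of the 12 libraries of each comparison, where the true grouping gave 100, 0, 1 and 4 genes, 2, 25, 4 and 3 of the 25 drawn groupings gave as many, the true one included, and in each case some other grouping gave more, up to 891 in MBNL1+MBNL2 mice. The libraries were regrouped in each tissue by itself, so a response shared by the tissues can turn into a difference between them, and the groupings are no reference for the true one. The grouping with 891 genes puts the 3 MBNL1+MBNL2 libraries on opposite sides in the ventricle and the atria, and each grouping that gave more genes than the true one in +/–dox and MBNL1+MBNL2 mice divides the cohort unequally between the tissues. In MBNL2 mice 2 groupings that divide it equally gave 9 and 6 genes against 1, too few groupings to decide. In MBNL1 mice, where the true grouping gave 0 genes (1125 at an unadjusted p-value under 0.05), every grouping gives as many, and nothing follows from it. If replicate numbers mark animals, which is not stated, the tissues are paired, and with a block for each animal, a choice made after the values were seen, the counts were 230, 21, 81 and 59. Single libraries moved the counts as well. The count in +/–dox mice was between 37 and 54 without ventricular +dox replicate 1 (54), ventricular +/–dox replicates 1 (47) or 2 (46), atrial +dox replicates 1 (44) or 2 (37) or atrial +/–dox replicates 1 (45) or 3 (52), and 61 without atrial +/–dox replicate 2. In MBNL1 mice it was 0 without atrial +dox replicate 2 (1203 genes at an unadjusted p-value under 0.05), 3, 2 and 3 without ventricular +dox replicate 1, +dox replicate 2 or MBNL1 replicate 1, and 12 without ventricular MBNL1 replicate 3. In MBNL2 mice it was 0 without ventricular MBNL2 replicate 3 (1787), atrial +dox replicates 2 (1700) or 3 (1821) or atrial MBNL2 replicate 1 (1632), 1 without ventricular +dox replicates 1 or 3, 2 without ventricular MBNL2 replicate 1, atrial +dox replicate 1 or atrial MBNL2 replicate 2, and 11 without ventricular +dox replicate 2. In MBNL1+MBNL2 mice it was 5 and 6 without ventricular +dox replicates 1 or 2, 4, 5 and 33 without ventricular MBNL1+MBNL2 replicates 1, 2 or 3, 3 and 9 without atrial +dox replicates 2 or 3, and 9 and 8 without atrial MBNL1+MBNL2 replicates 1 or 2.

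Among the genes named here from the paper, the difference passed for Kcna4 (-1.78, standard error 0.24) and Gja5 (-1.47, 0.30) in +/–dox mice, with adjusted p = 0.000196 and 0.0203 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It also passed for Kcna4 in MBNL1+MBNL2 mice (-1.40, standard error 0.24, adjusted p = 0.0106 from the same test). These 3 calls held under the 4 other alternatives set for them before the data were examined, and with a block for each animal, where Kcna4 also passed in MBNL1 (-1.20, adjusted p = 0.017 from the same test) and MBNL2 mice (-0.92, adjusted p = 0.0269). Kcna4 in +/–dox mice also held in all 12 fits that left out 1 library, with log2 differences from -1.86 to -1.67. Gja5 passed in 7 of 12 such fits and was lost without ventricular +/–dox replicates 1 (-1.35) or 2 (-1.33), atrial +dox replicates 1 (-1.44) or 2 (-1.40) or atrial +/–dox replicate 3 (-1.27). Kcna4 in MBNL1+MBNL2 mice passed in 8 of 12 and was lost without ventricular +dox replicate 1 (-1.30), ventricular MBNL1+MBNL2 replicates 1 (-1.30) or 2 (-1.32) or atrial +dox replicate 2 (-1.33).

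The smaller share of rescued genes in the atria was weighed against the call thresholds, since genes with an equal partial change could fall short of them where the changes are smaller. The median of the log2 fold change in the MBNL cohort over that in +/–dox mice needs no threshold in the MBNL cohort. Ventricular over atrial, it was 1.54 in MBNL1, 2.80 in MBNL2 and 1.80 in MBNL1+MBNL2 mice, each past the line of 1.5 drawn beforehand against the thresholds, and the signature positions of the 3 ventricular libraries lay above those of the 3 atrial libraries in each cohort. In MBNL2 mice they did so under all 5 ways of computing the position, which argues against the thresholds as the whole cause there. In MBNL1 mice the positions overlapped with genes of a mean TPM of at least 1 (ventricular from 41.6, atrial to 43.6) and in MBNL1+MBNL2 mice with the genes called in +/–dox mice as the signature (from 47.02, to 47.04), so an effect of the thresholds and a smaller change cannot be told apart in these cohorts. Less added MBNL mRNA in the atria stays open. The difference between the tissues in the change of Mbnl2 in MBNL2 mice was -0.099 (standard error 0.13, adjusted p = 0.844 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while on TPM, without a test between the tissues, the log2 ratio to +dox mice was 0.592 in the ventricle and 0.209 in the atria, which goes with less added mRNA in the atria. The units disagree, and only part of the reads of the human transgene can be counted on the mouse gene, so the amounts cannot be told apart. The protein was not analysed here. In the paper's Western blots, total MBNL1 and MBNL2 rose less over +dox levels in the atria than in the ventricles of the MBNL cohorts. Those protein values go with less added MBNL in the atria. A difference in biology between the tissues was not tested.

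The 22 genes of the interferon-induced GTPase list, which the paper does not discuss, were lower in –dox than in +dox mice in both tissues. The median log2 fold change was -3.06 in the ventricle (17 genes called, 20 with p-values adjusted over the list alone) and -1.86 in the atria (0 called, and 0 over the list alone). Both passed with camera (adjusted p = 1.85e-05 and 0.00439) and neither with fry (0.184 and 0.434). The +dox libraries were unlike one another. The mean level of the list was 4.58, 1.57 and 6.66 log2 CPM in ventricular +dox replicates 1, 2 and 3 and 2.85, 1.69 and 4.46 in the atrial ones, and ventricular MBNL1 replicate 3 was at 4.67 and atrial MBNL1 replicate 3 at 3.60. Without +dox replicate 3 the medians were -1.41 in the ventricle, with 5 genes called, and -0.78 in the atria. Both are under 50% of the full values, the line drawn beforehand for a response in 1 or 2 +dox libraries. However, leaving out the highest +dox library shrinks the fall whatever its cause, so a response in 1 or 2 of the +dox animals for another reason and an effect of the repeats in some animals cannot be told apart. In +dox replicate 2 the list was at 1.57 and 1.69, within the range of the –dox libraries. Sex stays open for part of it, since by Xist both replicate 3 libraries come from females, as does –dox replicate 3 (1.31 in the ventricle), while +dox replicate 1 does not. Whether the animals behind the high libraries differed in health or housing was not tested.

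In the ventricle, 173 genes called in MBNL1 mice (33.9% of 511), 87 in MBNL2 mice (29.8% of 292) and 108 in MBNL1+MBNL2 mice (21.2% of 509) were called in neither –dox nor +/–dox mice. Before these genes were looked up in +/–dox mice, over 50% of them were predicted to change the same way there at an unadjusted p-value under 0.05, if they were genes that fall short of the call thresholds. That was so for 62.1% in MBNL2 mice, but for only 39.3% in MBNL1 and 42.6% in MBNL1+MBNL2 mice, so the prediction failed in 2 of the 3 cohorts. By direction alone, 163 of 173, 87 of 87 and 102 of 108 changed the same way, and 0 in each cohort changed the opposite way at an unadjusted p-value under 0.05. After these values were seen, the test was taken to decide nothing in any cohort, because the genes are chosen for not being called in +/–dox mice and because both comparisons use the same +dox libraries, which alone pulls directions together. By the line drawn beforehand, the explanation would have been set aside for MBNL1 and MBNL1+MBNL2 mice. Against +/–dox mice themselves, 9, 1 and 8 of the genes were called in the direction of the change. The spread of ventricular MBNL1 replicate 1 stays open too. Without that library 20.2% of the 173 genes were still called, against 56.8% of the 338 other MBNL1 genes, but genes called in 1 cohort alone lie nearer to the thresholds by selection. The explanations cannot be told apart for these genes, and an effect of added MBNL1 or MBNL2 apart from rescue was not tested.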

How the results depend on the processing

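In this part, the fit of 5 libraries, voom with library weights, the principal components without genes of the X and Y chromosomes, sex as a term and the block for each animal were tests chosen only after the results they bear on were seen.

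Of 285 values of counts, shares, positions, correlations and list tests recomputed under an alternative other than leaving out a library, 83 moved by more than 1.5 times or by more than the spread between replicates. For 80 pairs of a named gene and a comparison, 1120 values were recomputed. Of these, 1074 kept their direction and their side of the thresholds, 20 in 8 pairs lost a call, 7 gained one and 19 changed sign. With RLE normalization no count or share moved by over 1.5 times, and the ventricular counts in –dox and +/–dox mice moved by over 1.5 times under no alternative except the adjusted p-value alone. With DESeq2, ventricular counts against +dox mice were 1654 in –dox, 1425 in +/–dox, 704 in MBNL1, 434 in MBNL2 and 646 in MBNL1+MBNL2 mice, each within 1.5 times of that from edgeR. Where a result changed, the cause was not tested, except where the alternative drops a cutoff, a library or genes.

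The adjusted p-value alone, which drops the fold change cutoff, called 4021 ventricular genes in –dox, 4187 in +/–dox, 1722 in MBNL1, 1428 in MBNL2 and 1604 in MBNL1+MBNL2 mice against +dox mice. In the atria it called 3060, 2426, 67, 2 and 132. The share of +/–dox genes also called in MBNL2 mice was then 25.6% in the ventricle and 0.0824% in the atria.

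With DESeq2, 284 ventricular genes were called in MBNL1 and 156 in MBNL1+MBNL2 mice against +/–dox mice, 23 between –dox and +/–dox mice and 7 between MBNL1+MBNL2 and MBNL1 mice. In the atria, 55 genes were called in MBNL1, 9 in MBNL2 and 101 in MBNL1+MBNL2 mice, and 19 between –dox and +/–dox mice, with shares of 5.41%, 0.576% and 8.41% in MBNL1, MBNL2 and MBNL1+MBNL2 mice. Of the atrial genes called in MBNL1 mice, 76.0% were higher with edgeR, 63.6% with DESeq2 and 43.4% with voom (59 higher, 77 lower), so the balance of higher and lower genes depended on the method. In ventricular MBNL2 mice voom moved it from 148 higher and 144 lower to 158 and 248. Between MBNL1+MBNL2 and MBNL1 mice DESeq2 called 0 atrial genes, with 593 at an unadjusted p-value under 0.05. The differences between the tissues took in 198 genes in +/–dox, 19 in MBNL1, 64 in MBNL2 and 64 in MBNL1+MBNL2 mice. The cause was not tested.

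With library set as a term, 244 ventricular genes were called between MBNL1+MBNL2 and +/–dox mice, 10 between –dox and +/–dox mice and 27 between MBNL1+MBNL2 and MBNL1 mice. In the atria, 121 genes were called in MBNL1+MBNL2 mice against +dox, 645 against +/–dox and 36 against MBNL1 mice. The differences between the tissues took in 33 genes in MBNL2 and 30 in MBNL1+MBNL2 mice. Of the named genes, ventricular Gja5 (-0.063) and atrial Asph (0.069) changed sign in MBNL1+MBNL2 mice, neither of them called. Without the filter on low counts, 3 ventricular genes were called between –dox and +/–dox mice and 1 between MBNL1+MBNL2 and MBNL1 mice, 0 atrial genes between MBNL1+MBNL2 and MBNL1 mice with 648 at an unadjusted p-value under 0.05, and atrial Ryr2 in MBNL2 mice was at -0.0064. The cause was not tested, except that outside the MBNL1+MBNL2 cohort library set is the same split as sex. With sex as a term in place of library set, 10 ventricular genes were called between –dox and +/–dox mice and 82 atrial genes in MBNL1+MBNL2 against +dox mice, and the differences between the tissues took in 33 genes in MBNL2 and 23 in MBNL1+MBNL2 mice. Between MBNL1+MBNL2 and MBNL1 mice 0 genes were called in either tissue, with 2206 and 658 at an unadjusted p-value under 0.05, and the other counts and shares stayed within 1.5 times.

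Replicate numbers do not clearly pair the libraries of different cohorts. The correlation of residuals between libraries of the same number ran from -0.115 to 0.187 in the ventricle and from -0.154 to 0.29 in the atria. Its median was 0.024 and 0.057, with 9 and 16 of 45 pairs above 0.1. With different numbers the median was -0.013 and -0.025, with 6 and 7 of 90 pairs above 0.1. Replicate 3 of 5 cohorts also shares library set and sex, which was not separated here. Between the ventricle and atria of a cohort the correlation ran from 0.041 to 0.257 with the same number (median 0.132, above 0.1 in 11 of 18 pairs). That is short of the rule that every pair exceed 0.1. With different numbers it ran from -0.195 to 0.104 (median -0.08, above 0.1 in 1 of 36 pairs). Supplemental Table 1 lists both tissues of the same animals, and the library with Xist is replicate 3 in both, so a number may mark 1 animal in both tissues, which neither the table nor the labels state. If it does, the fit without a block leaves out a real pairing. With a block for each such animal, the differences between the tissues took in 230 genes in +/–dox, 21 in MBNL1, 81 in MBNL2 and 59 in MBNL1+MBNL2 mice, among them 91 of 94, 6 of 6, 7 of 7 and 14 of 14 genes called without it. With the replicate number as a block over all cohorts of a tissue, 13 genes differed between the tissues in MBNL2 mice, other counts stayed within 1.5 times, and 0 genes were called between MBNL1+MBNL2 and MBNL1 mice, with 1816 ventricular and 538 atrial genes at an unadjusted p-value under 0.05.

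Fits of fewer libraries change the estimates of dispersion. With only the 18 libraries of the tissue, 239, 159 and 298 ventricular genes were called in MBNL1, MBNL2 and MBNL1+MBNL2 mice and 43 atrial genes in MBNL1 mice. With only the 6 libraries compared, the ventricular counts were 78, 127 and 163, with shares of 5.23%, 7.50% and 10.5% of the +/–dox genes. The atrial counts were then 41 in MBNL1 and 0 in MBNL2 mice, the latter with 1062 genes at an unadjusted p-value under 0.05 and a share of 0%. Ventricular Gja5 in MBNL1 mice was at 0.0001 in the fit of 6, against -0.02 in that of 36. The call of Gm15725 in the ventricle was lost in the fits of 18 and of 6, those of Gm12250 in both tissues, F830016B08Rik and Gbp8 in the ventricle and Ckmt2 in atrial MBNL2 mice in the fit of 6, and that of Gm12250 in the atria also without the filter on low counts. In the fit of 5 libraries without ventricular MBNL1 replicate 1, 48 genes were called in MBNL1 mice. With voom, 1755 atrial genes were called in –dox, 1401 in +/–dox, 136 in MBNL1 and 146 in MBNL1+MBNL2 mice, with shares of 7.57% in MBNL1 and 0.0714% in MBNL2 mice, while ventricular counts and shares stayed within 1.5 times.

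With the genes called in +/–dox mice as the signature, ventricular positions were 118 in +/–dox, 63.8 in MBNL1, 53.9 in MBNL2 and 69.2 in MBNL1+MBNL2 mice. Atrial positions were then 107 in +/–dox and 40.7 in MBNL1+MBNL2 mice. With the mean of scaled values, the ventricular MBNL1 position was 50.6 and the atrial +/–dox position 77.4. The lowest correlation between replicates was 0.980 in the ventricle and 0.990 in the atria on log2(TPM + 0.1), 0.974 and 0.986 for genes with a mean TPM of at least 1, and 0.881 and 0.932 by Spearman's rho. On component 2, 5 of 6 MBNL means lay between the +dox and –dox means with all genes, 4 with the variance-stabilizing transformation and 6 without genes of the X and Y chromosomes, against 1. With fry, 9 of the 170 list tests passed, against 42 with camera.

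Leaving out 1 library moved many counts. Against +dox mice, ventricular counts ran from 325 (without MBNL1 replicate 1) to 746 (MBNL1 replicate 3) in MBNL1 mice, from 105 (MBNL2 replicate 1) to 408 (+dox replicate 2) in MBNL2 mice, where they were 151 without +dox replicate 3, and from 257 (MBNL1+MBNL2 replicate 1) to 694 (MBNL1+MBNL2 replicate 3) in MBNL1+MBNL2 mice. The ventricular shares ran from 6.37% to 19.1% in MBNL2 and from 14.1% to 35.4% in MBNL1+MBNL2 mice. Against +/–dox mice, ventricular counts ran from 57 (+/–dox replicate 2) to 256 (MBNL1 replicate 3) in MBNL1, from 156 (+/–dox replicate 2) to 276 (MBNL2 replicate 3) in MBNL2, from 39 (MBNL1+MBNL2 replicate 2) to 269 (MBNL1+MBNL2 replicate 1) in MBNL1+MBNL2 and from 1 (–dox replicate 2) to 8 (–dox replicate 3) in –dox mice. Between MBNL1+MBNL2 and MBNL1 mice they ran from 0 (MBNL1 replicate 1, 1008 at an unadjusted p-value under 0.05) to 10 (MBNL1 replicate 3).

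In the atria, counts against +dox mice ran from 486 (+dox replicate 1) to 796 (+dox replicate 3) in +/–dox, from 13 (MBNL1 replicate 3) to 21 (MBNL1 replicate 1) in MBNL1, from 1 to 7 (MBNL2 replicate 2) in MBNL2 and from 18 (MBNL1+MBNL2 replicate 3) to 45 (MBNL1+MBNL2 replicate 2) in MBNL1+MBNL2 mice. The atrial shares ran from 1.72% to 3.95% in MBNL1, from 0.126% to 0.403% in MBNL2 and from 2.15% to 6.58% in MBNL1+MBNL2 mice. Against +/–dox mice, atrial counts ran from 139 (MBNL1 replicate 1) to 195 (MBNL1 replicate 3) in MBNL1, from 396 (MBNL2 replicate 1) to 666 (MBNL2 replicate 3) in MBNL2, from 196 (MBNL1+MBNL2 replicate 2) to 435 (MBNL1+MBNL2 replicate 1) in MBNL1+MBNL2 and from 2 to 4 (–dox replicate 3) in –dox mice. Genes that differed between the tissues ran from 37 (atrial +dox replicate 2) to 98 (atrial +dox replicate 3) in +/–dox, from 0 (atrial +dox replicate 2, 1203 at an unadjusted p-value under 0.05) to 12 (ventricular MBNL1 replicate 3) in MBNL1, from 0 (ventricular MBNL2 replicate 3, 1787 at an unadjusted p-value under 0.05) to 11 (ventricular +dox replicate 2) in MBNL2 and from 3 (atrial +dox replicate 2) to 33 (ventricular MBNL1+MBNL2 replicate 3) in MBNL1+MBNL2 mice. The ventricular share in MBNL1 mice (16.6% to 26.4%), the counts in –dox mice of both tissues, the signature positions and the calls of 7 genes the paper names (33 to 36 of 70) changed by less.

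Signs that depended on the library left out belong to genes near 0, with log2 fold changes from -0.040 to 0.39 for ventricular Gja5 in +/–dox mice, -0.11 to 0.051 for ventricular Gja5 in MBNL1 mice, -0.25 to 0.43 for ventricular Hcn4 in MBNL2 mice, -0.043 to 0.051 for atrial Ryr2 in MBNL1 mice, -0.016 to 0.13 for Asph, -0.33 to 0.030 for Gja5 and -0.049 to 0.045 for Ryr2 in atrial MBNL2 mice, and -0.13 to 0.0052 for Asph in atrial MBNL1+MBNL2 mice.

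The 6 libraries of a comparison make 10 splits into 3 and 3, so no comparison can have a share of splits under 0.1. In fits of 6 libraries, 1 of 10 splits, the real one, gave as many genes in each of the 10 comparisons with +dox mice except atrial MBNL2, and in the comparisons of the MBNL cohorts with +/–dox mice. For atrial MBNL2 mice, and for MBNL1+MBNL2 against MBNL1 mice in both tissues, all 10 did, since the real split gave 0. Between –dox and +/–dox mice 2 of 10 did in each tissue. The other split there, of –dox replicates 1 and 2 with +/–dox replicate 1 against the rest, gave 8 ventricular and 9 atrial genes against 2 and 3, and puts both libraries of set B on one side. These are fits of 6 libraries. In the fit of all 36, the real comparison gave 6 and 2 genes, and 10 and 2 with library set as a term, which is also sex here. For atrial MBNL2 mice, 4 other splits gave 5, 1, 1 and 1 genes, and the 3 with 1 gene put both libraries of set B on one side, where the fit of all 36 libraries gave 1 gene for the real split with library set as a term and 1 without. For atrial MBNL1+MBNL2 against MBNL1 mice, 2 other splits gave 4 and 1 genes, with libraries of set B as uneven between the sides as in the real split.

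The depth limits results for genes that few reads reach. None of the 5 lung genes passed the filter, and in ventricular MBNL1 replicate 1 genes of low counts were often at 0, which limits the comparisons of that cohort for such genes.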

Differences from the paper's values

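In this part, principal components without genes of the X and Y chromosomes, voom with library weights and sex as a term were chosen only after the results were seen, and the other alternatives named are those set before the data were examined.

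In the atria, the paper's supplement gives 98 differentially expressed genes in MBNL1+MBNL2, 55 in MBNL1 and 9 in MBNL2 mice against +dox mice, where 50, 25 and 1 were called here. For MBNL1+MBNL2 mice, the count fell within 1.5 times of the paper's with DESeq2 (101), which the paper's methods name, library set as a term (121), only the 18 libraries of the tissue (71), only the 6 libraries compared (66) and the adjusted p-value alone (132), and, chosen after the values were seen, with sex as a term (82) and voom (146). Outside the MBNL1+MBNL2 cohort, library set is the same split as sex. Of the 121 genes called with that term, 17 lie on X or Y and 36 are among the 50 called without it. All 5 genes of the sex list are called too, so the count of 121 is not a like match to the paper's. The count did not fall within 1.5 times with RLE normalization (49), no filter on low counts (39), the replicate block (58) or the fits that left out 1 library (18 to 45). For MBNL1 mice it did with DESeq2 (55), only the 18 libraries (43), only the 6 libraries (41) and the adjusted p-value alone (67), and not with RLE normalization (25), no filter (24), the replicate block (29), library set as a term (34) or the fits that left out 1 library (13 to 21). For MBNL2 mice it did with DESeq2 (9) and without MBNL2 replicate 2 (7). The other 12 alternatives gave 0 to 2 genes, and in the fit of only the 6 libraries, which gave 0, 1062 genes had an unadjusted p-value under 0.05.

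The paper's atrial shares of +/–dox genes are 5.4% in MBNL1 and 0.6% in MBNL2 mice, against 3.13% and 0.130% here. The share in MBNL1 mice fell within 1.5 times of the paper's with DESeq2 (5.41%), library set as a term (3.76%), only the 18 libraries (3.65%), only the 6 libraries (4.06%), without +/–dox replicate 1 (3.95%) or +/–dox replicate 3 (3.87%), and, chosen after the values were seen, with sex as a term (3.76%) and voom (7.57%). It did not under the other 11 alternatives set beforehand, which gave 1.72% to 3.50%. The share in MBNL2 mice did with DESeq2 (0.576%) and without MBNL2 replicate 2 (0.403%), and not under the other 15, which gave 0% to 0.206%.

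Component 2 holds about 7% of the variance in Supplemental Figure 8, read by eye, against 4.2% here. With all 19231 tested genes it held 8.66%, which closes the gap, and with DESeq2's variance-stabilizing transformation 4.63%, which does not. With all genes, however, component 2 parted ventricular MBNL1 replicate 1, at 158 log2 units, from the other libraries, at -26.5 to 16.9. The percent alone therefore does not show that it is the component of the paper.

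Of 37 log2 fold changes in the paper's Supplemental Table 2 that were also computed here, 15 differed by more than the standard error. In the ventricle, the paper gives for Ryr2 0.53 under MBNL1, 0.40 under MBNL2 and 0.34 under MBNL1+MBNL2, against 0.39, 0.33 and 0.51 here. For Kcna4 it gives -1.98, -1.53 and -1.08 against -1.54, -1.09 and -2.0 here, and for Ckmt2 1.34, 1.20 and 0.96 against 1.19, 0.95 and 1.33 here. For Cdnf it gives 3.35 under MBNL2 and 1.67 under MBNL1+MBNL2, against 1.66 and 3.47 here. In the atria, it gives for Kcna4 -0.60 under MBNL1 against -0.34 here, and for Ckmt2 1.51 under MBNL1, 1.20 under MBNL2 and 1.07 under MBNL1+MBNL2 against 1.20, 1.06 and 1.50 here. For 12 of the 15, none of the 14 alternatives closed the gap. For ventricular Ryr2 under MBNL2 it was closed by RLE normalization (0.34), DESeq2 (0.34), only the 18 libraries (0.34), only the 6 libraries (0.34) and without +dox replicate 1 (0.34), +dox replicate 2 (0.35) or MBNL2 replicate 3 (0.36), and not by the other 7. For ventricular Ckmt2 under MBNL1 it was closed only without MBNL1 replicate 3 (1.24). For atrial Ckmt2 under MBNL2 it was closed only without +dox replicate 1 (1.21), MBNL2 replicate 2 (1.11) or MBNL2 replicate 3 (1.12).

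Set against the other MBNL cohorts, the paper's values under each of these headings lay nearest to those of another cohort. Under MBNL1, the mean absolute difference from the 7 values of the MBNL1+MBNL2 cohort here was 0.015, against 0.208 from the MBNL1 cohort. Under MBNL2, it was 0.008 from the 6 values of the MBNL1 cohort, against 0.445 from the MBNL2 cohort. Under MBNL1+MBNL2, it was 0.010 from the 6 values of the MBNL2 cohort, against 0.622 from the MBNL1+MBNL2 cohort. None of the 32 log2 fold changes compared with Supplemental Data Set 4 differed.

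Some statements of the paper go another way here. The paper places Asph lower in +dox mice in its text and in Figure 6F, which was measured by RT-qPCR with a single primer pair. The values here are counts over the whole gene, so the measures differ. Here Asph was higher in +dox than in –dox mice, with a log2 fold change in –dox mice of -0.85 in the ventricle, where the paper's Supplemental Table 2 gives -0.83, and of -0.44 in the atria, not called. The paper orders all MBNL cohorts between the +dox and –dox cohorts along component 2, where 1 of 6 means did so here. With all genes 5 did, and with the variance-stabilizing transformation 4. Without genes of the X and Y chromosomes, a test chosen after the values were seen, 6 did. On component 3, 6 of 6 means lay between with the 500 genes, with all genes and with the transformation. Without genes of X and Y, 5 did. With the 500 genes, cohort accounted for 0.865 (ventricle) and 0.884 (atria) of the variance of component 3, against 0.117 and 0.070 of component 2. The paper names Cdnf as the top ventricular hit among upregulated genes, and gives neither the comparison nor the measure behind that rank. Ranks here are for –dox against +dox mice and may not be on the paper's measure. By fold change among the genes ranked here, Cdnf (3.69) came second to the pseudogene Gm15725 (3.77), which was not called without +dox replicate 1 (adjusted p = 0.0517, in a range from 0.00109 to 0.166 over all alternatives) or in the fits of 18 or 6 libraries. Without the rules on counts and on overlap used for that ranking, 14 more called genes rose by more than Cdnf, among them Clcn1 (3.73, standard error 0.273, adjusted p = 2.24e-11 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), named after its values were seen. By adjusted p-value from the same test, Ckmt2 (6.14e-12) came before Cdnf (1.86e-11) among the genes higher in –dox mice.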

Other observations

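In this part, the tests of fewer reads in 1 ventricular MBNL1 library, of library set and of sex behind component 2 and of MBNL mRNA behind the atrial signature positions were chosen only after the results were seen, and the fit with sex as a term was added after the other results were seen.

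Replicate 1 of the ventricular MBNL1 cohort listed 16885 genes, where the 35 other libraries listed 20578 to 24041. Fewer reads are argued against by its total of 76.3 M, within the 55.0 to 97.1 M of the others, and the other ventricular libraries list as few genes only when thinned to between 4.75% and 8.32% of their reads. A few genes taking most of the counts are argued against by the share of its 10 highest genes, 24.1%, within the 22.2% to 25.7% of the other ventricular libraries. Of the genes with an expected count of 10 to 20, 51.3% were at 0 in this library, against 0.568% to 4.45% in the others, and its spread around the cohort was 0.469 against 0.176 to 0.314. Few distinct RNA molecules behind the reads may therefore be the cause, as a hypothesis. No biological explanation was tested. When only the 6 libraries of the comparison were fitted, 78 genes were called between MBNL1 and +dox mice. Without this library there were 48, although the dispersion fell from 0.0619 to 0.0387, and fits without the other libraries gave 13, 6 and 51 (+dox replicates 1, 2 and 3) and 2 and 16 (MBNL1 replicates 2 and 3). Since any loss of a library also lowers the number of replicates, the effect of its spread on that count cannot be told apart from that of fewer libraries.

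All MBNL1+MBNL2 libraries are of library set B, to which only replicate 3 of the other cohorts belongs. In these cohorts, the 10 libraries of set B are also the 10 with Xist above Ddx3y, so library set as a term carries the sex of the animals. With this term, 734 ventricular genes were called in MBNL1+MBNL2 against +dox mice, against 509 without it, and 121 atrial genes against 50. Since the set follows sex in 5 cohorts and is the same throughout the sixth, an effect of the set and that of the cohort cannot be told apart in either tissue. Between MBNL1+MBNL2 and MBNL1 mice no gene was called without the term, where 1692 ventricular and 454 atrial genes had an unadjusted p-value under 0.05, but 27 ventricular and 36 atrial genes were called with it. Of these, 9 and 12 lie on the X or Y chromosome, and all 5 genes of the sex list were called in both tissues. In the ventricle Xist was at -6.85 and Ddx3y, Kdm5d, Eif2s3y and Uty between 7.82 and 8.64 on the log2 scale. With sex as a term in place of library set, 0 genes were called in either tissue, with 2206 and 658 at an unadjusted p-value under 0.05. Sex, carried by the set term, is therefore a candidate explanation of those calls.

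Supplemental Table 1 lists 1 female of 3 animals in each cohort except MBNL1+MBNL2, which has none. With sex as a term, 570 ventricular genes were called in MBNL1+MBNL2 against +dox mice, 449 of them among the 509 called without it, which argues against the unequal sexes as the whole source of that count. In the atria 82 genes were called, 46 of them among the 50 called without the term. A change by over 1.5 times was the line drawn for sex as the cause before this count was seen, but few calls were lost and the count rose, so the part of sex in the atria cannot be told apart.

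Component 2 parted replicate 3 of 5 cohorts from the other libraries in both tissues. Xist was at 13.6 to 41.2 TPM in those 10 libraries and at 0.010 to 0.15 TPM in the other 26, and Ddx3y at 0.080 to 0.21 against 24.5 to 34.8 TPM. Of the 500 genes behind the component, 21 lie on X or Y. Without genes of X and Y, library set accounted for at most 0.088 of the variance of component 2, against 0.477 and 0.497 with them, and cohort for 0.701 in the ventricle and 0.849 in the atria. Library set itself is argued against by the MBNL1+MBNL2 libraries, which are of set B and of which 6 of 6 lay nearer to set A on this component. Genes of the sex chromosomes are a candidate explanation, and so is the sex of the animals behind them, as a hypothesis. In 12 of 12 groups of a tissue and cohort, as many libraries had Xist above Ddx3y as Supplemental Table 1 lists females. The table gives no replicate numbers, so the sex behind a library is read from these genes alone.

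The signature position varied within cohorts. In the ventricle it was 48.0, 48.6 and 44.9 in MBNL1, 45.5, 33.5 and 38.2 in MBNL2 and 73.8, 54.3 and 39.6 in MBNL1+MBNL2 mice. Library set is argued against as the cause in MBNL1+MBNL2 mice, whose libraries are all of set B and had an SD of 17.1, and in MBNL2 mice the set B library, at 38.2, lay between the set A libraries. MBNL mRNA on TPM, as deviations from the cohort means over 9 libraries, had r = 0.832 with the ventricular position (exact permutation p = 0.0370, adjusted over a family of 4 tests 0.0741) and rho = 0.817 (exact p = 0.0602, adjusted 0.120), r = 0.707 without the 2 farthest libraries and 0.846 within cohorts and sets over 7 libraries. On normalized counts r was 0.515 (exact p = 0.0694, adjusted 0.0926) and rho 0.467. In the atria, r was 0.799 (exact p = 0.0046, adjusted 0.0185) and rho 0.75 (0.0046, 0.0185) on TPM, r = 0.774 without the 2 farthest and 0.809 within sets, but r was 0.222 (exact p = 0.454) and rho 0.317 on normalized counts. Because the 2 units disagree, and only part of the transgene reads can be counted on the mouse genes, an effect of the amount of MBNL mRNA stays open in both tissues.

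Genes called in +/–dox mice were called in an MBNL cohort more often the larger their change. With the genes put into 4 groups by the size of their change, the ventricular share rose from the group of the smallest to that of the largest, of 318 genes each, from 8.18% to 36.8% in MBNL1, 8.49% to 23.3% in MBNL2 and 13.5% to 41.5% in MBNL1+MBNL2 mice. In the atria, with 192 genes each, it rose from 0.521% to 6.25%, from 0% to 0.521% and from 2.08% to 12.0%. The smallest of the 6 ratios was 2.74. Larger changes reaching the thresholds more readily is a candidate explanation for which genes count as rescued, and no biological one was tested.

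Atrial Hcn4 spread widely within cohorts. Differing amounts of sinoatrial node in the dissected atria were tested with the 7 other genes of that list, whose median r with Hcn4 within cohorts was 0.415 (from -0.377 to 0.735), with 0 of 7 past an adjusted p-value of 0.05, 0.219 without the 2 farthest libraries and 0.398 within library sets. Of the 8 genes, 2 are also in the ion channel list. The amounts of tissue cannot be told apart from other spread, as the genes go both ways. Ventricular Myl7 ran from 8.33 to 231 TPM, against a median of 10644 TPM in the atria. Atrial tissue in the ventricular samples was tested with 4 other atrial genes, Nppa not among them. Within cohorts Sln, Myl4 and Dkk3 followed Myl7 (r = 0.984, 0.994 and 0.934, rho = 0.979, 0.981 and 0.938, permutation p adjusted over the 4 genes 0.00040, 0.00040 and 0.00053), while Bmp10 did not (r = 0.142, rho = -0.0070, p = 0.80). The median r was 0.959, 0.951 without the 2 farthest libraries and 0.969 within sets. At its highest, ventricular Bmp10 was at 0.536% of its atrial median, where Myl7 reached 2.17%, Sln 2.09%, Myl4 2.00%, Nppa 1.95% and Dkk3 4.75%. The genes thus do not give one shared percentage, and atrial tissue and expression in the ventricle itself cannot be told apart. Myl7 and Myl4 are also in the fetal list. Ucp1 was at 15.8 TPM in atrial MBNL1+MBNL2 replicate 1, where the highest other library was at 0.630 TPM. Of the 5 other genes of the fat list, 2 (Cidea, at 26.5 TPM, and Plin1, at 7.35 TPM) were highest in the same library, and since the rest were not, brown fat at the dissected atria stays open.

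Of 170 tests of 17 marker lists against +dox mice, 42 passed with camera, 9 of them also with fry and none with fry alone. The lung list had no gene that passed the filter. The 9 are the S-phase list in the ventricle of all 5 cohorts and the G2M list in the ventricle of –dox, +/–dox, MBNL1 and MBNL1+MBNL2 mice. In –dox mice the ventricular medians were -0.52 for S (14 of 41 genes called, 14 adjusted over the list alone, fry adjusted p = 0.000688) and -1.11 for G2M (17 of 51, 27 over the list alone, fry 0.0219). In +/–dox mice they were -0.55 (15 and 17, fry 0.000363) and -1.25 (23 and 29, fry 0.0108). Without ventricular +dox replicate 1 the G2M median was -0.74 in –dox mice, with 6 genes called, and in +/–dox mice 8 were called, with S medians of -0.41 in both. Across the fits that left out 1 library, 6 to 19 and 8 to 27 G2M genes were called in –dox and +/–dox mice. In –dox mice, no other list except the interferon ones passed with camera in either tissue, with ventricular and atrial medians of 0.44 and 0.16 for atrial genes, 0.59 and 0.29 for B cells, -1.01 and -0.98 for T cells, 0.58 and 1.19 for fat, 0.018 and -0.14 for ion channels, 0.10 and 0.036 for fetal genes, -0.16 and 0.35 for fibrosis, 0.30 and 0.65 for hypertrophy, -0.27 and -0.15 for macrophages, 1.60 and 0.73 for red blood cells, 0.21 and 0.22 for sex, -0.18 and 0.14 for the sinoatrial node and -0.12 and 0.68 for ventricular genes. Atrial G2M (-0.30) and S (-0.17) did not pass either.

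The 33 tests that passed with camera and not with fry take in the interferon-induced GTPases in all 10 comparisons. Outside –dox mice their medians were -2.71, -1.80, -2.05 and -2.76 in the ventricle of +/–dox, MBNL1, MBNL2 and MBNL1+MBNL2 mice and -1.56, -0.72, -0.62 and -1.34 in the atria. Without +dox replicate 3 these were -1.24, -0.13, -0.34 and -1.01 in the ventricle and -0.64, 0.16, 0.19 and -0.28 in the atria, so the direction in atrial MBNL1 and MBNL2 mice depended on it, and without MBNL1 replicate 3 those of MBNL1 mice were -3.19 and -1.88. The type I interferon list passed in –dox (-0.81 in the ventricle, -0.78 in the atria) and +/–dox mice (-0.83 and -0.55), at -0.28, -0.45, -0.22 and -0.24 without +dox replicate 3, and rose in atrial MBNL2 mice (0.38, at 0.15 without MBNL2 replicate 1 and 0.58 without MBNL2 replicate 3). The rest were ventricular G2M (-0.74) and fibrosis (0.49) in MBNL2 mice, atrial G2M in +/–dox mice (-0.38), and in the atria fat (0.69, 0.33 and 1.23), ion channels (-0.10, -0.042 and -0.10) and G2M (-0.10, 0.26 and 0.44) in MBNL1, MBNL2 and MBNL1+MBNL2 mice, fibrosis in MBNL2 (0.33) and MBNL1+MBNL2 mice (0.56), hypertrophy in MBNL1 (0.57) and MBNL1+MBNL2 mice (0.64), and B cells (0.54) and T cells (-0.78) in MBNL1+MBNL2 mice. Across the fits that left out 1 library, the atrial G2M median ran from -0.84 (+/–dox replicate 3) to -0.22 (+/–dox replicate 1) in +/–dox, from -0.15 (+dox replicate 3) to -0.040 (MBNL1 replicate 1) in MBNL1, from 0.085 (MBNL2 replicate 1) to 0.60 (MBNL2 replicate 3) in MBNL2 and from -0.024 (MBNL1+MBNL2 replicate 3) to 0.74 (MBNL1+MBNL2 replicate 1) in MBNL1+MBNL2 mice. Leave-outs were not run for the fat, ion channel, fibrosis, hypertrophy, B cell and T cell lists. Lists share genes, among them Myh7, Nppa, Acta1, Nppb, Myl7, Myl4 and Hcn4, so they are not independent.

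Dmpk was called in no comparison with +dox mice, with log2 fold changes between -0.12 and 0.069 in the ventricle and between -0.22 and 0.035 in the atria. Mbnl2 was lower in +/–dox mice in both tissues, by -0.48 in the ventricle and -0.32 in the atria, below the fold change cutoff. In the atria Mbnl1 was at 0.14 in MBNL1 mice and Mbnl2 at 0.13 in MBNL2 mice, neither called, and reads of the human cDNAs were not analysed here.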
